# ProNGF Drives Localized and Cell Selective Parvalbumin Interneuron and Perineuronal Net Depletion in the Dentate Gyrus of Transgenic Mice

**DOI:** 10.3389/fnmol.2017.00020

**Published:** 2017-02-09

**Authors:** Luisa Fasulo, Rossella Brandi, Ivan Arisi, Federico La Regina, Nicola Berretta, Simona Capsoni, Mara D'Onofrio, Antonino Cattaneo

**Keywords:** proNGF, interneurons, parvalbumin, extracellular matrix, dentate gyrus, E/I imbalance, transgenic mice, expression profile

## Abstract

ProNGF, the precursor of mature Nerve Growth Factor (NGF), is the most abundant NGF form in the brain and increases markedly in the cortex in Alzheimer's Disease (AD), relative to mature NGF. A large body of evidence shows that the actions of ProNGF and mature NGF are often conflicting, depending on the receptors expressed in target cells. TgproNGF#3 mice, expressing furin-cleavage resistant proNGF in CNS neurons, directly reveal consequences of increased proNGF levels on brain homeostasis. Their phenotype clearly indicates that proNGF can be a driver of neurodegeneration, including severe learning and memory behavioral deficits, cholinergic deficits, and diffuse immunoreactivity for A-beta and A-beta-oligomers. In aged TgproNGF#3 mice spontaneous epileptic-like events are detected in entorhinal cortex-hippocampal slices, suggesting occurrence of excitatory/inhibitory (E/I) imbalance. In this paper, we investigate the molecular events linking increased proNGF levels to the epileptiform activity detected in hippocampal slices. The occurrence of spontaneous epileptiform discharges in the hippocampal network in TgproNGF#3 mice suggests an impaired inhibitory interneuron homeostasis. In the present study, we detect the onset of hippocampal epileptiform events at 1-month of age. Later, we observe a regional- and cellular-selective Parvalbumin interneuron and perineuronal net (PNN) depletion in the dentate gyrus (DG), but not in other hippocampal regions of TgproNGF#3 mice. These results demonstrate that, in the hippocampus, the DG is selectively vulnerable to altered proNGF/NGF signaling. Parvalbumin interneuron depletion is also observed in the amygdala, a region strongly connected to the hippocampus and likewise receiving cholinergic afferences. Transcriptome analysis of TgproNGF#3 hippocampus reveals a proNGF signature with broad down-regulation of transcription. The most affected mRNAs modulated at early times belong to synaptic transmission and plasticity and extracellular matrix (ECM) gene families. Moreover, alterations in the expression of selected BDNF splice variants were observed. Our results provide further mechanistic insights into the vicious negative cycle linking proNGF and neurodegeneration, confirming the regulation of E/I homeostasis as a crucial mediating mechanism.

## Introduction

ProNGF, the precursor of mature Nerve Growth Factor (NGF), is the most abundant NGF form in the brain and increases markedly in the cortex in Alzheimer's Disease (AD), relative to mature NGF (Francke et al., 1983; Scott et al., 1983; Fahnestock et al., 2001; Peng et al., 2004). Interestingly, signs of activated proNGF-signaling are detected both in AD and in preclinical mild cognitive impairment (MCI) (Mufson et al., 2012; Counts et al., 2016). A large body of evidence shows that the actions of ProNGF and mature NGF are often conflicting, depending on the receptors expressed in target cells: trkA, the preferred receptor for mature NGF; p75^NTR^, the pan-neurotrophin receptor, and, in association with its co-receptor sortilin (belonging to the VPS10 receptor family), a high affinity receptor for proNGF (Kaplan et al., 1991; Klein et al., 1991; Lee et al., 2001; Nykjaer et al., 2004; Masoudi et al., 2009). ProNGF can induce apoptosis in cells expressing p75^NTR^ and sortilin, regardless of the presence of trkA (Chao and Bothwell, 2002), and in different lesion models, generally characterized by a higher expression of p75^NTR^ (Beattie et al., 2002; Harrington et al., 2004).

In AD neurodegeneration, the activation of the amyloidogenic pathway has been demonstrated to promote proNGF/NGF dysmetabolism, shifting the balance of the processing reaction in favor of the precursor (Bruno et al., 2009; Iulita and Cuello, 2014).

Conversely, proNGF/NGF imbalance is itself a driver of neurodegeneration (Capsoni and Cattaneo, 2006), as shown, respectively, with indirect and direct evidence in AD11 (Ruberti et al., 2000) and TgproNGF#3 transgenic mice (Tiveron et al., 2013). AD11 mice, which express an antibody that neutralizes selectively mature NGF, with respect to proNGF, develop a progressive and comprehensive neurodegeneration (Capsoni et al., 2000) that can be fully rescued by NGF itself (De Rosa et al., 2005) or, in part, by p75^NTR^ gene ablation (Capsoni et al., 2010). TgproNGF#3 mice, expressing furin-cleavage resistant proNGF in CNS neurons, directly reveal consequences of increased proNGF levels on brain homeostasis. Their phenotype clearly indicates that proNGF can be a driver of neurodegeneration, including severe learning and memory behavioral deficits, cholinergic deficits, and diffuse immunoreactivity for A-beta and A-beta-oligomers (Tiveron et al., 2013). Interestingly, in aged TgproNGF#3 mice spontaneous epileptic-like events are detected in entorhinal cortex-hippocampal slices, suggesting the occurrence of excitatory/inhibitory (E/I) imbalance, whereas *in vivo* no spontaneous seizures were observed (Tiveron et al., 2013).

In such a view, the molecular events linking increased proNGF levels to the observed *in vitro* epileptiform activity in hippocampal slices deserve further investigation.

The occurrence of spontaneous epileptiform discharges in the hippocampal network in TgproNGF#3 mice suggests an impaired inhibitory interneuron homeostasis.

NGF/proNGF balance was demonstrated to deeply affect cholinergic phenotype (Capsoni and Cattaneo, 2006; Capsoni et al., 2010). Pharmacologically-induced chronic failure in extracellular NGF maturation leads to a reduction in mNGF levels, proNGF accumulation, cholinergic degeneration, and cognitive impairment in rats (Allard et al., 2012). TgproNGF#3 mice directly reveal the impact of increased proNGF levels and NGF/proNGF imbalance on the cholinergic phenotype, presenting a marked cholinergic deficit in BFCN projecting to cortex, and hippocampus in 3-month-old mice (Tiveron et al., 2013). No deficit is observed earlier, at 1-month.

Cholinergic modulatory activity has been demonstrated to affect hippocampal Parvalbumin interneurons subpopulation essential in determining the oscillatory activity (Gulyás et al., 2010; Lawrence et al., 2015). We thus propose that pathological conditions characterized by increased levels of proNGF in the brain, might lead to a reduced cholinergic drive to interneurons, with the ensuing E/I imbalance. In the present study we therefore evaluated the interneuron subpopulations in the hippocampus of TgproNGF#3 mice, at different ages. Parvalbumin+ (Parv+) interneurons are ensheathed by an aggregation of proteoglycan extracellular matrix (ECM) components, the perineuronal net (PNN), that reaches full maturation only during post-natal development and plays an essential role in regulating neuronal firing, stabilizing synapses and regulating synaptic plasticity (Pizzorusso et al., 2002; Wang and Fawcett, 2012). Impairment in PNN structures is described in condition of enhanced neuronal activity (McRae et al., 2012). We therefore also analyzed the PNN system. The robust transcriptional effects of NGF are well-characterized (Dijkmans et al., 2009). More recent data show that proNGF activates a largely distinct transcriptional program, and is a less potent transcriptional activator, compared to NGF, in target cells *in vitro* (D'Onofrio et al., 2011); moreover the extent of NGF/proNGF imbalance, affects the transcriptional outcome (Arisi et al., 2014). Therefore, a parallel analysis of early transcriptional changes in transgenic mice hippocampus was performed, in order to gain further insights into the mechanism starting and sustaining TgproNGF#3 mice phenotype.

## Materials and methods

### Animal handling and experiments

All experiments with mice were performed according to the national and international laws for laboratory animal welfare and experimentation (EEC council directive 86/609, 12 December 1987, and Leg. Decree n°26, Implementation of the UE Directive 2010/63/UE, 4 March 2014). The experiments were performed according to a protocol approved by the Italian Ministry of Health with the authorization n. 3/2012 issued on February 21st 2012, valid until February 21st 2015, in accordance with the guidelines and regulations of the Italian Law (DLGs n.116, 27/1/1992), and carried out in that time interval. Mice were kept under a 12 h dark to light cycle, with food and water *ad libitum*. Genotyping was performed as described in Tiveron et al. (2013).

#### Transgenic mice

As we previously reported in Tiveron et al. (2013), the mouse pre-proNGF cDNA was mutagenized at the furin cleavage site (Beattie et al., 2002) and placed under the transcriptional control of the mouse Thy1.2 promoter, driving brain-specific expression in post-natal and adult transgenic mice (Tiveron et al., 2013). The furin-resistant pre-proNGF cDNA, plus IRES sequence and EGFP, were cloned into the Thy1.2 promoter vector (Caroni, 1997), containing 6.5 kb of the murine thy1.2 gene, driving brain-specific expression in adult transgenic mice. The fragment includes exons I, II, and IV of the mouse Thy 1.2 gene (Vidal et al., 1990), responsible for the selective expression in neuronal cells, whereas exons containing the Thy 1.2 coding region or those responsible for expression in the thymus are absent. Transgenic mice were generated by pronuclear DNA injection of zygotes C57Bl/6xDBA/2 F2 generation using standard procedures (Ciana et al., 1998). Microinjected zygotes were reimplanted into pseudopregnant C57Bl/6xDBA/2 F1 foster mothers to complete their development. For genotyping genomic DNA was extracted from tail biopsies.

#### Primers for genotyping

IRES-EGFP 4F: (s) gga cgt ggt ttt cct ttg aa;

IRES-EGFP 5R: (as) gtc ctc ctt gaa gtc gat gc.

#### Histological analysis: immunofluorescence and image analysis

ProNGF and WT mice were anesthetized with an excess of 2,2,2-tribromethanol (400 mg/kg) and intracardially perfused with a saline solution and following a 4% solution of paraformaldehyde in phosphate buffer saline (PBS). Brains were post-fixed for 24 h then transferred in 30% sucrose/PBS solution and sectioned on a sliding freezing microtome (Leica, Wetzlar, Germany). Forty micrometers coronal sections were collected in 0.05% sodium azide/PBS in 1.5 ml tubes and stored at 4°C until usage. Immunofluorescence (IF) stainings were performed using the following primary antibodies: rabbit anti-proNGF antibody (dilution 1:100, Millipore Merkgroup, Italy), rabbit anti-aggrecan antibody (1:100 dilution, Millipore, Merkgroup, Italy), mouse anti-Parvalbumin antibody (1:800 dilution, Millipore Merkgroup, Italy) rabbit anti-GAD65-67 antibody (1:1000 dilution, Millipore Merkgroup, Italy), rabbit anti-calbindin 28k antibody (1:1000 dilution, Swant, Switzerland), PNN was stained using biotinylated lectin from Wisteria Floribunda (1:800 dilution, SIGMA, Italia), followed by FITC-, Texas Red-, or AMCA-Streptavidin (Vector Labs, UK).

Double-IF was performed using Alexa 594 and Alexa 488 secondary antibodies (1:200, Invitrogen). Immunofluorescence was examined under a confocal laser-scanning microscope (Leica SP5, Leica Microsystems, Wetzlar, Germany). Confocal acquisition settings were consistent between wild type and transgenic cases. Negative controls for secondary antibodies are shown in Figure S1.

Images were acquired with 5X and 20X dry objective and 40/63X oil immersion objectives at 1024 × 1024 pixel resolution. Settings for laser intensity, gain, offset, and pinhole were optimized initially and held constant through the experiment.

Final figures were assembled using Adobe Photoshop 7 and Adobe Illustrator 10 and Omnigraffle Professional. Image analysis was performed under visual control to determine thresholds that subtracts background noise and take into account neuronal structures with ImageJ software (US NIH) or Imaris Suite 7.4® (Bitplane A.G., Zurich, Switzerland). During image processing, the images were compared with the original raw data to make sure that no structures were introduced that were not seen in the original data series or that structures present in the original data series were not removed.

Cell counting was performed for each region on two squares of 450 × 450 μm per brain section, at least 4–6 sections per animal, females, and males (*n* = 4 per each animal group). Cell counting was performed on the hippocampus and DG subregion on both side or on the lateral region of the amygdala on both sides. Cells positive for each marker or double stained were counted manually and their density was calculated. Stereology counting was applied (Capsoni et al., 2010). Cell counting was expressed as cell density (Mainardi et al., 2009; Cardoso et al., 2013) per volume (cells/mm3). All analyses were done using a blind procedure. Statistical analysis: all data are expressed as mean ± *S.E.M*. Statistical analyses were performed using Student's *t*-test (two-tailed distribution) Differences were considered significant at *p* < 0.05.

#### Microarray analysis: rna isolation, hybridization, and analysis

Hippocampus (HP) of the right hemisphere was dissected from the brains of freshly sacrificed mice. All the tissue samples were stored in RNAlater (QIAGEN, UK). Total RNA was isolated from this brain area, using Trizol (Invitrogen S.R.L., Life Technologies, Italy) and DNAse, by Qiagen columns. RNA quantity was determined on a NanoDrop UV-VIS. Only samples with an absorbance ratio in the range 1.8 < OD260/OD280 < 2.0 were selected. Quality of RNA samples was checked for integrity with the Agilent BioAnalyzer 2100 (Agilent RNA 6000 nano kit, Agilent Technologies, Inc., Santa Clara, CA, USA): samples with a RIN index lower than 8.0 were discarded.

The gene expression profiling was performed using the One-Color Microarray Agilent Platform according to the Agilent protocol (Agilent 8X60K whole mouse genome oligonucleotide microarrays, GRID ID 028005). Data extraction from the Agilent scanner images was accomplished by Feature Extraction software. Data filtering and analysis were performed using Agilent GeneSpring GX 11.0, Microsoft Excel and R-Bioconductor (Limma package). All the features too close to background (with the flag gIsWellAboveBG = 0 in raw data files generated by Feature Extraction software) were filtered out and excluded from the following analysis. Filtered data were normalized by aligning samples to the 75th percentile in Log2 scale. Differentially expressed genes were selected by a combination of fold change and moderated *T*-test thresholds (R Limma-test *p* < 0.05; fold change ratio transgenic/WT >2.0 OR < 0.5 in linear scale). The analysis of over- and under-represented functional gene categories was performed using the DAVID web tool (https://david.ncifcrf.gov) and Gene Set Enrichment Analysis (GSEA) (http://software.broadinstitute.org/gsea/index.jsp) (Subramanian et al., 2005; Huang et al., 2009).

The following link provides information about how to interpret GSEA data http://software.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html?Interpreting_GSEA. All gene expression microarray data are publicly available in the Gene Expression Omnibus database at the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70757.

### Real-time qRT-PCR

RNA was isolated, quality controlled as described above, and subjected to quantitative real-time RT-PCR (qRT-PCR) using the two-step iCycler iQ5 Real-Time Detection system (Bio-Rad, USA). For quantification of gene expression changes, the ΔΔCt method was used to calculate relative fold changes normalized against the housekeeping gene Peptidylprolyl Isomerase A (Ppia). Each data point was obtained from four biological replicates (four mice TgproNGF#3 and four age-matched control mice), each of them in duplicate. Error bars were computed according to the standard error of the mean and the error propagation. The one-tail *T*-test, assuming equal variances, was used to select significant expression values.

Primers for real time (qRT-PCR) analysis were selected from Harvard Primer database and are listed below.

#### Primers for real-time qRT-PCR analysis

**Kcc2** (**Slc12a5**) (**s**)gggcagagagtacgatggc; (**as**)tggggtaggttggtgtagttg;
**Nkcc1** (**Slc12a2**) (**s**) ttccgcgtgaacttcgtgg; (**as**) ttggtgtgggtgtcatagtagt;
**Calm3** (**s**) tctccctcttcgacaaggatg; (**as**) ggttctgtcccagcgatctc;
**Camk2a**(**s**) tggagactttgagtcctacacg; (**as**) ccgggaccacaggttttca;
**Dlg4**(**s**) tccgggaggtgacccattc; (**as**) tttccggcgcatgacgtag;
**Eif2s1**(**s**) atgccggggctaagttgtaga; (**as**) aacggatacgtcgtctggata;
**H3f3a** (**s**) tgtggccctccgtgaaatc; (**as**) ggcataattgttacacgtttggc;
**Hist2h4** (**s**) ggtggaaagggtctaggcaag; (**as**) cctggatgttgtcacgcaaga;
**Aph1b**(**s**) tcactggaatcagttggctct;(**as**) catccgggaagatgatcagta;
**Slc6a13**(**s**) acctgtgagcctggctgt; (**as**) ccaccacagaggggtagttc;
**Lama1**(**s**) cagcgccaatgctacctgt; (**as**)ggattcgtactgttaccgtcaca;
**Col6a2**(**s**) gatctgttagaccgccatgc; (**as**) cagggctagggtcctattagc;
**Col3a1**(**s**) ctgtaacatggaaactggggaaa; (**as**) ccatagctgaactgaaaaccacc.

#### Specific primers for BDNF

**BDNF1** (**s**)agtctccaggacagcaaagc (**as**)tgcaaccgaagtatgaaataacc
**BDNF2A (s)**gatcccggagagcagagtc**(as)**tctcacctggtggaactgg
**BDNF2B (s)**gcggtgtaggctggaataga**(as)**aaggatggtcatcactcttctca
**BDNF2C (s)**gtggtgtaagccgcaaaga**(as)**aaccatagtaaggaaaaggatggtc
**BDNF3 (s)**gagactgcgctccactcc**(as)**aaggatggtcatcactcttctca
**BDNF4 (s)**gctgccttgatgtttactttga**(as)**aaggatggtcatcactcttctca
**BDNF5 (s)**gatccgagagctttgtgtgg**(as)**aaggatggtcatcactcttctca
**BDNF6A (s)**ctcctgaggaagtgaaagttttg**(as)**aaggatggtcatcactcttctca
**BDNF6B (s)**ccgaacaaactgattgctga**(as)**aaggatggtcatcactcttctca
**Exon 8** (shared between long and short BDNF mRNAs)
**(s)**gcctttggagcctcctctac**(as)**gcggcatccaggtaatttt
**Exon 8 IIPolyA**(upstream the second polyA, amplifies long BDNF mRNAs)
**(s)**gctctcttacccactaagatacatca **(as)**ttttaacaaataaatctcaggtcaaca
(according to Liu et al., 2006; Juan et al., 2008).

### Electrophysiology

For multisite recordings, combined entorhinal cortex-hippocampal (EC-hippocampal) slices (350 μm) were cut according to the method described by Jones and Heinemann (1988) and then incubated in ACSF. To evaluate epileptiform activity, EC-hippocampal slices were placed over an 8 × 8 multi-electrode array (MEA) of planar electrodes, each 50 × 50 μm in size, with an interpolar distance of 300 μm (MED-P5305; Alpha MED Sciences, Kadoma, Japan) under visual control, so that signals from each electrode could be assigned according to their relative position within the hippocampal-entorhinal area (Berretta et al., 2012; Tiveron et al., 2013). Slices were kept submerged in ACSF with a nylon mesh glued to a platinum ring and continually perfused in ACSF (6 ml/min) at 34°C. Voltage signals were acquired using the MED64 System (Alpha MED Sciences, Kadoma, Japan), digitized at 20 kHz and filtered (0.1–1 Hz) with a 6071E Data Acquisition Card (National Instruments, Austin, USA), using Mobius software (Alpha MED Sciences, Kadoma, Japan).

## Results

### Parvalbumin interneurons are selectively reduced in the dentate gyrus (DG) and amygdala of TgproNGF#3 mice

The occurrence of spontaneous epileptiform discharges in the hippocampal network in aged TgproNGF#3 mice (Tiveron et al., 2013) suggests impaired inhibitory interneuron homeostasis. We therefore evaluated different interneuron inhibitory subpopulations in TgproNGF#3 mice hippocampus. A pilot survey in the hippocampus demonstrated that while no major changes were observed in the number of calretinin and calbindin interneurons (Figures S2, S3), the number of Parv+ interneurons appeared to be strikingly affected in the DG.

In wt with the same genetic background of TgproNGF#3 mice, the Parv+ neuron density in the DG (Figures 1A–D) was in accordance to the literature (Takahashi et al., 2010; Cardoso et al., 2013). In 3-month-old TgproNGF#3 mice hippocampus, no reduction in the total number of Parv+ cells in the DG was observed (Figure 1A). Later, in 6- and 12-months-old TgproNGF#3 mice, the number of Parv+ interneurons was markedly reduced in the DG (47 and 53%, respectively, of the number in age-matched controls (Figures 1B–D). Of note, the number of Parv+ neuron was not affected in other hippocampal regions, such as CA1 (Figure S4), of TgproNGF#3 mice, showing that the effect is regional-selective.

**Figure 1:**
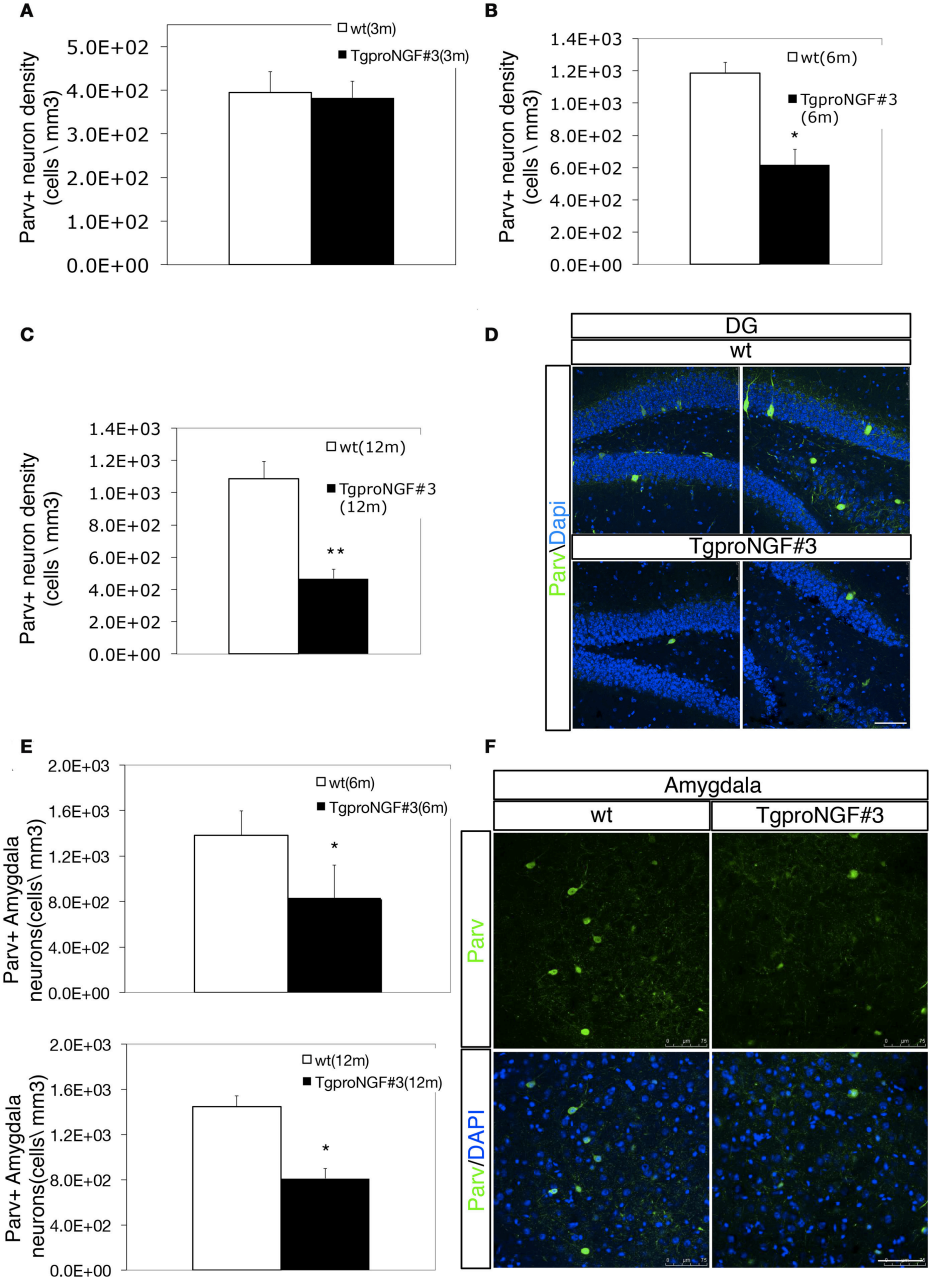
**(A–D)** Parvalbumin+ interneuron depletion in the DG of TgproNGF#3 mice. **(A–C)** Quantification of Parvalbumin+ interneurons (Parv+ interneuron density, expressed as cells/mm^3^) in the DG of wt and TgproNGF#3 mice (3, 6, and 12 ms-old). Cell counting was performed on at least 4–6 sections per animal, males and females (*n* = 4 per each animal group). Bars and lines are representative of mean ± SEM (*T*-test, **P < 0.005; *P < 0.05). **(D)** Confocal micrographs of Parvalbumin immunofluorescence in 12-month-old wt and TgproNGF#3 mice hippocampus (DG region). Scale bar: 75 micron. **(E,F)** Parvalbumin+ interneuron depletion in the amygdala of 12-month-old TgproNGF#3 mice. **(E)** Quantification of Parv+ interneurons in the basolateral amygdala of 6 and 12-month-old wt and TgproNGF#3 mice (Parv+ interneuron density, expressed as cells/mm^3^). Cell counting was performed on the lateral region of the amygdala on both sides on at least 4–6 sections per animal, males and females (*n* = 4 per each animal group) (*T*-test, *P < 0.05). **(F)** Confocal micrographs of Parvalbumin immunofluorescence labeling in the amygdala of 12-month-old wt and TgproNGF#3 mice (Parv+ neurons are located in the lateral region of the amygdala). Scale bar: 75 micron.

Since Active Avoidance behavioral response is severely impaired in TgproNGF#3 mice (Tiveron et al., 2013), the Parvalbuminergic interneuron subpopulation was evaluated also in the basolateral amygdala, a region involved in avoidance responses (Choi et al., 2010; Tiveron et al., 2013) and strongly connected to the hippocampus. Interestingly, also in the lateral amygdala a marked reduction of Parv+ interneurons was observed in 6–12 months TgproNGF#3 mice (40 and 44%, respectively, of the number of age-matched control Figures 1E,F), whereas no change was observed at 3-months (not shown).

Double labeling with antibodies to Parvalbumin and GAD65-67 (a marker for GABAergic interneurons that does not strongly label DG principal granule cells, Figure 2B, upper panels) showed, in the DG of 12-month-old TgproNGF#3 mice, a reduction in the number of Parv/GAD65-67 double-labeled neurons (Figures 2A,B), a sign of neuron loss at this age or of reduced GAD protein expression. However, the change was selectively restricted to the DG, therefore biochemically undetectable. No significant decrease of Parv/GAD65-67 double-positive interneurons was observed, instead, at 3-months (Figure 2A).

**Figure 2:**
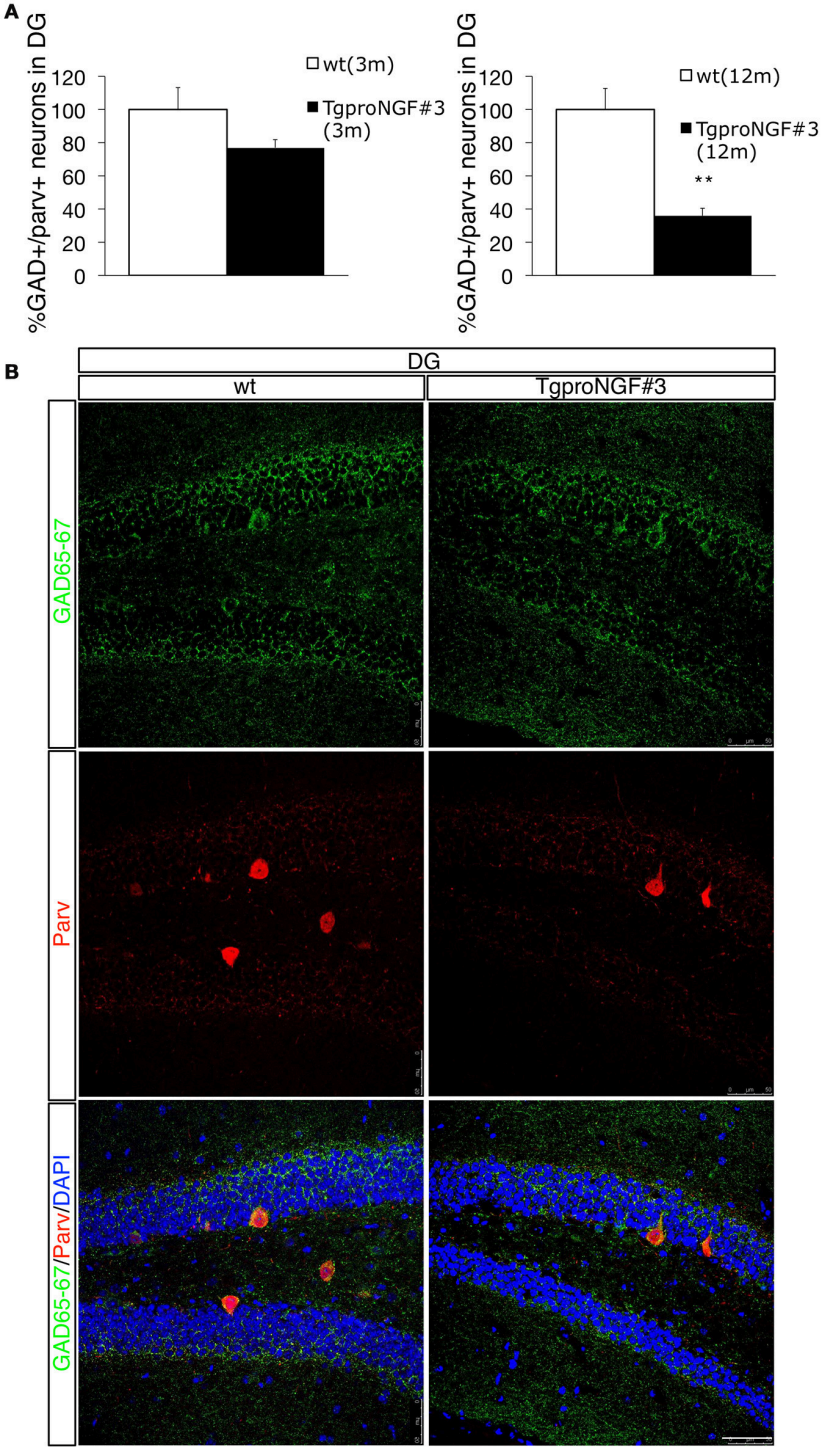
**Double labeling for Parvalbumin and GAD65-67 in the dentate gyrus (DG) of 12-months-old wt and TgproNGF#3 mice. (A)** Quantification of GAD+/Parv+ neurons of wt and TgproNGF#3 mice (3- and 12-month old), expressed as percentage. Cell counting was performed on the DG on both sides, on at least 4–6 sections per animal, males and females (*n* = 4 per each animal group) (*T*-test, **P < 0.005). **(B)** Confocal Micrographs of Parv/GAD65-67 double immunofluorescence labeling in the DG of wt and TgproNGF#3 mice. Reduction of both Parv and GAD markers was observed. Scale bar: 50 micron.

However, selective vulnerability of Parv+ interneurons in the DG cannot be ascribed to a higher level of proNGF expression in this hippocampal subregion, as revealed by the very low proNGF immunoreactivity (Figure S5). Determination of transgenic furin-resistant proNGF transcript (vs. the endogenous one) and proNGF/NGF protein levels in the hippocampus and other brain regions were previously reported (Tiveron et al., 2013).

TgproNGF#3 mice show therefore an impaired inhibitory interneuron homeostasis, as revealed by a regional- and cell type-selective Parv interneuron depletion in the DG that might be the cause of the epileptiform discharges observed in the hippocampal network.

### CB immunoreactivity is selectively reduced in DG granule cells and mossy fibers of aged TgproNGF#3 mice

Calbindin (CB) is another cytosolic Ca^++^ buffer protein expressed in inhibitory interneurons and in granule cells. We evaluated whether the CB+ interneurons and /or the CB levels were also reduced in the hippocampus of TgproNGF#3 mice. No significant change was observed in the density of CB-positive interneurons in the hippocampus of TgproNGF#3 mice, as revealed by hippocampal calbindin immunoreactivity (Figure S3). Moreover, no significant reduction of CB-immunoreactivity was observed in granule cells in the DG in 3-month-old TgproNGF#3 mice (Figure 3B, quantification in **A**). A striking depletion was instead observed in granule cells in the DG of 12-month-old TgproNGF#3 mice (Figure 3E, upper panels, quantification in **C**). In the same region, granule neurons number (Figure S8) as well as the GCL area were unaffected, thus demonstrating that the reduced CB-immunoreactivity indicates depletion of CB protein, also observed in CB+ mossy fiber axons projecting to CA3 (Figure 3E, lower panels, quantification in **D**). The reduction of CB-immunoreactivity was region-specific, as it was not observed in other hippocampal regions.

**Figure 3:**
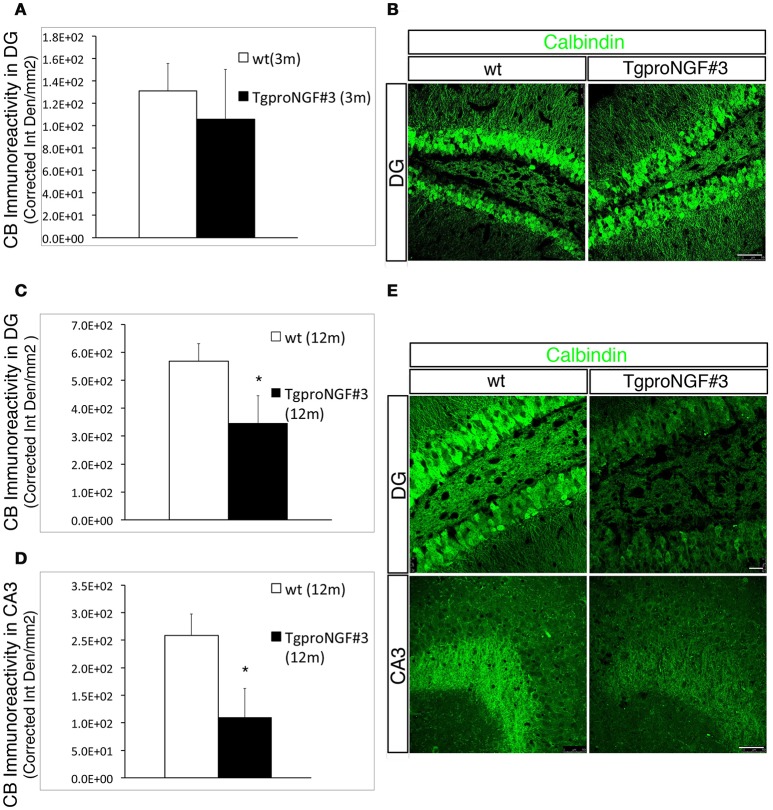
**Calbindin immunoreactivity is unaffected in 3-month-old TgproNGF#3 mice, but markedly reduced in the DG and CA3 region of the hippocampus of 12-month-old TgproNGF#3 mice. (A)** Quantification of fluorescence intensity for calbindin (expressed as Corrected Integrated Density/mm^2^) in the DG region of 3-month-old wt and TgproNGF#3 mice. **(B)** Confocal micrographs of calbindin immunofluorescence labeling in 3-month-old wt and TgproNGF#3 mice (DG region of the hippocampus). Scale bar: 50 micron. **(C)** Quantification of fluorescence intensity for calbindin (expressed as Corrected Integrated Density/mm^2^) in the DG region of 12-month-old wt and TgproNGF#3 mice (*T*-test, *P = 0.01). **(D)** Quantification of fluorescence intensity for calbindin (expressed as Corrected Integrated Density/mm^2^) in the CA3 region of 12-month-old wt and TgproNGF#3 mice (*T*-test, *P = 0.01). Analysis was performed on at least 4–6 sections per animal, males and females (*n* = 4 per each animal group). **(E)** Reduced Calbindin immunostaining in DG region of the hippocampus (upper panels) and in CB+ axons (Mossy fibers) projecting to the CA3 region (lower panels) in 12-month-old wt and TgproNGF#3 mice. (**E**, upper panels) Confocal micrographs of calbindin immunofluorescence labeling in 12-month-old wt and TgproNGF#3 mice in DG region of the hippocampus. Scale bar: 25 micron. (**E**, lower panels) Confocal micrographs of calbindin immunofluorescence labeling in 12-month-old wt and TgproNGF#3 mice in CA3 region in 12-month-old wt and TgproNGF#3 mice. Scale bar: 50 micron.

### Perineuronal nets are progressively and selectively depleted in the DG of TgproNGF#3 mice

Since Parv+ interneurons are ensheathed by the PNN, playing an essential role in synaptic maturation, we evaluated PNN in the DG of TgproNGF#3 mice (Figures 4A,B). The lectin from Wisteria Floribunda (an agglutinin commonly used to map PNN and ECM) only faintly decorates the DG in 12-month-old TgproNGF#3 mice, compared to the much stronger labeling of WT mice (Figure 4B), providing evidence for a broad down-regulation of ECM protein components, specifically at these important extracellular structures. The deficit appeared to be specific for the DG, as other hippocampal sub-regions appeared unaffected.

**Figure 4:**
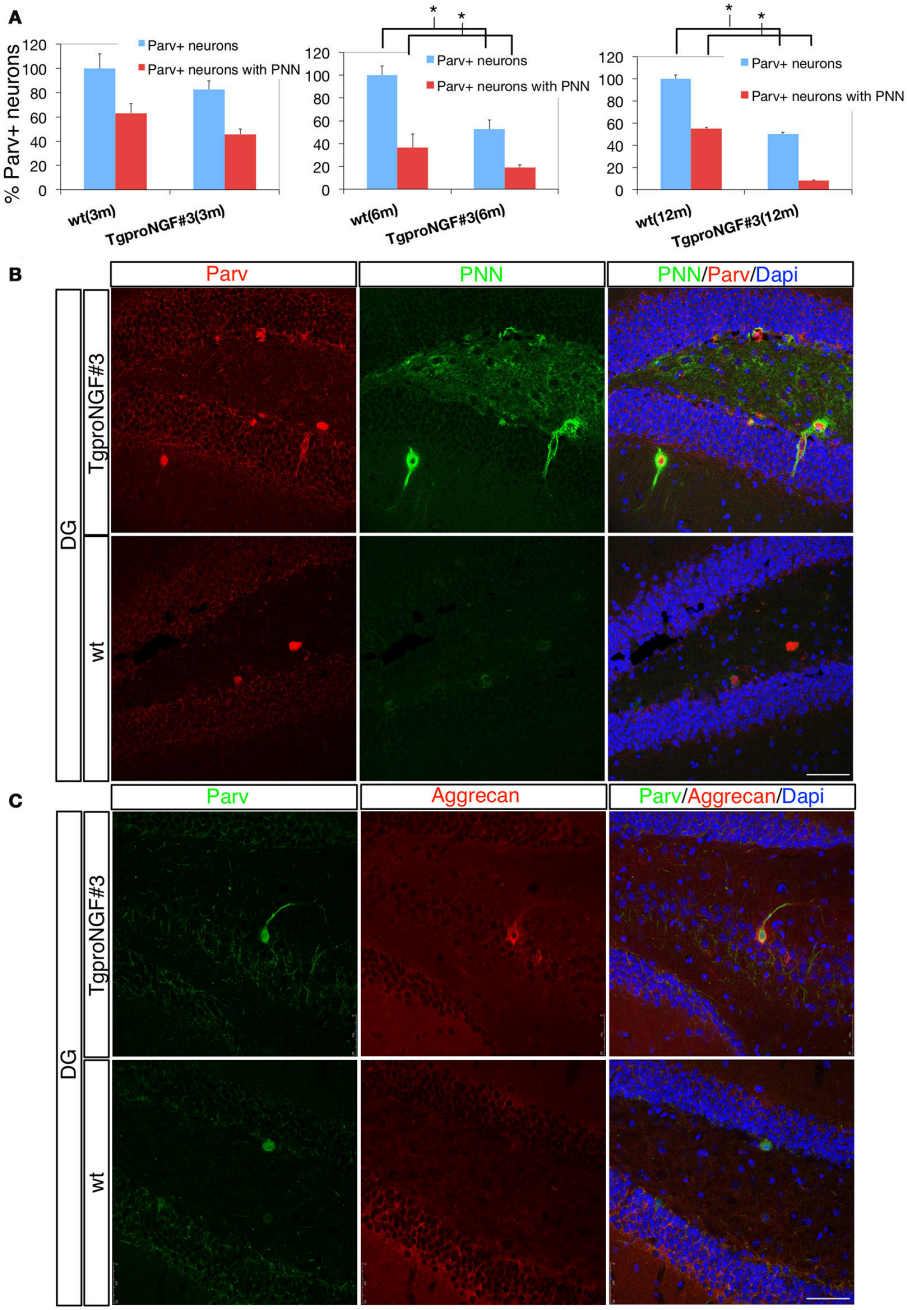
**(A,B)** The perineuronal nets (PNN) are markedly reduced in the dentate gyrus of TgproNGF#3 mice. Confocal microscopy. **(A)** Quantification of Parvalbumin+ interneurons of wt and TgproNGF#3 mice (3-, 6-, and 12-month-old). % total Parv+ neurons − *blue bar* − and Parv+ neurons ensheathed by the PNN − *red bar*. The reduction in Parv+ neurons ensheathed by PNN is significant in 6- and 12-month TgproNGF#3 mice. Analysis was performed on at least 4–6 sections per animal, males and females (*n* = 4 per each animal group) (*T*-test, *P < 0.005). **(B)** Double immunofluorescence for the perineuronal net and for Parvalbumin in the DG of 12-months-old wt and TgproNGF#3 mice. Brain sections were labeled with anti-Parvalbumin antibody, with the lectin Wisteria Floribunda (an agglutinin commonly used to map PNN and ECM, since it binds the glycan component of PNN proteoglycans) and Dapi. Scale bar: 50 micron. **(C)** Double immunofluorescence for aggrecan (a component of the PNN surrounding Parv+ interneurons) and for Parvalbumin in the DG of 12-months old wt and TgproNGF#3 mice. Scale bar: 50 micron.

Aggrecan is an ECM component of the PNN, expressed in the hippocampus primarily around Parv+ interneurons (McRae et al., 2010). In order to confirm the reduced PNN immunoreactivity, aggrecan expression in the DG was evaluated. Reduced aggrecan immunoreactivity was also observed (Figure 4C), confirming the PNN depletion.

Interestingly, the percentage of Parv+ neurons ensheathed by lectin+ PNNs in the DG is significantly and progressively reduced from 6- to 12-months of age in TgproNGF#3 mice (Figure 4A), closely paralleling the reduction of total Parv+ interneurons (100% refers to the total amount of Parv+ cells in the DG; the histogram in red indicates the fraction of the total Parv+ neurons ensheathed by the PNN).

### Transcriptomic analysis in the hippocampus of TgproNGF#3 mice

In order to evaluate whether Parvalbumin interneuron/PNN depletion in the DG of TgproNGF#3 mice is sustained by a modulation of the expression of specific transcripts and gene families, we analyzed the hippocampal transcriptome of TgproNGF#3 mice at different ages (1-, 3-, and 12-months) by microarray analysis. 

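Total RNA from the hippocampus of TgproNGF#3 and wild-type (WT) mice was labelled with a single dye (Cy3) and hybridized to Agilent whole mouse genome oligonucleotide arrays, 1 RNA sample per array. The 22 arrays hold 4 TgproNGF#3 and 4 WT mice at 1 month, 4 and 4 at 3 months, and 3 and 3 at 12 months. According to the sample labels the mice of 1 and 3 months were males and those of 12 months females, and each age was hybridized on its own slide, so that age, sex and slide cannot be told apart. Each array carries 62976 spots, of which 59305 are not controls, for 55681 probes. The authors deposited, for every spot, the intensity that Feature Extraction gives after subtracting the background and removing spatial trends within the array, and a smaller table of log2 values for the probes that were well above background on all 22 arrays, shifted so that the arrays share their 75th percentile. The spot intensities were used here. Spots not well above background were left out, as in the methods of the paper, together with control spots and spots that the software marked as outliers, and the log2 intensity was expressed relative to the 75th percentile of the spots left on the same array. A level of 0 is therefore that percentile, and values are given on the log2 scale throughout. The spots of a probe were averaged, and probes with at least 2 values in each group were compared between TgproNGF#3 and WT mice with limma, separately for each age and two-sided. A probe was called up- or down-regulated at an unadjusted p below 0.05 with a Log2 FC above 1 or below -1, the thresholds that the paper states. The minimum of 2 values was chosen here, because the paper's text gives none. The share of spots well above background lay at 1 month between 69.76% and 78.09% in TgproNGF#3 mice (median 76.84%) and between 69.81% and 80.27% in WT mice (median 72.32%). At 3 months the shares were 57.6% to 64.7% (median 62.23%) and 62.94% to 64.14% (median 63.52%), and at 12 months 62.13% to 67.68% (median 65.26%) and 60.7% to 64.87% (median 64.48%). No spot was saturated. The 3 TgproNGF#3 arrays of 12 months and WT replicate 3 of that age lie in 1 row of the slide and the other 2 WT arrays in the other row, so that genotype and array row nearly coincide at that age. The number of arrays limits the precision of every comparison. An exact permutation test cannot give a two-sided p below 0.029 with 4 mice against 4, below 0.125 when the pairs of arrays of 1 month are kept, or below 0.1 with 3 against 3. A gene symbol could be given to 28205 probes (50.7%), which stand for 21259 genes. The genotypes were taken from the sample labels alone.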

Transcriptional changes are usually known to anticipate the onset of phenotypic alterations, therefore the expression profiling study was performed also at early age (1-month), when neurodegenerative traits and behavioral deficit are not established yet (Tiveron et al., 2013). 

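At 1 month, 40536 probes were tested and 231 passed both thresholds, 98 of them up-regulated (42.4%) and 133 down-regulated (57.6%) in TgproNGF#3 mice. An unadjusted limma p below 0.05 was reached by 1405 probes, 3.47% of those tested, and after Benjamini-Hochberg adjustment by none (smallest adjusted p = 1). The values of TgproNGF#3 and WT mice did not overlap for 129 of the 231 probes. Over all probes tested they did not overlap for 1347 (3.32%). Chance gives 2.86% for the 36103 probes with a value on every array and more for the others. No excess over chance can be read from this share. The balance between the 2 directions changed with the scaling of the arrays. When the arrays were aligned to their median, 47.6% of 319 probes were down-regulated, and after quantile normalization 39.6% of 230. With the 75th percentile taken over all spots it was 70.6% of 194. With these thresholds and all mice, the count under other processing ran from 51 with the log2 values of the authors (76.5% down-regulated) to 770 with 1 value per group instead of 2 (25.1%). With the replicate number as a block, 431 probes passed, 53.4% of them down-regulated. Leaving out 1 mouse gave between 134 probes (without WT replicate 3) and 385 probes (without TgproNGF#3 replicate 4), and 348 without WT replicate 2. The share of down-regulated probes then ran from 27% without TgproNGF#3 replicate 1 to 84.8% without TgproNGF#3 replicate 3.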

In 1-month-old TgproNGF#3 mice, only a few mRNAs were differentially regulated (107 transcripts), with 34% up-regulated and 66% down-regulated (Figure 5A). Three-months-old TgproNGF#3 mice show a striking global and massive down-regulation of transcription (1645 transcripts modulated, only 15% up-regulated and 85% down-regulated) (Figure 5A). Similarly, in 12-month-old TgproNGF#3 mice (377 transcripts) 25.2% of differentially expressed mRNAs were found to be up-regulated and 74.8% mRNAs down-regulated (Figure 5A). 

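Of the 33593 probes tested at 3 months, 2272 passed both thresholds, 216 up-regulated (9.51%) and 2056 down-regulated (90.5%). An unadjusted p below 0.05 was reached by 9127 probes (27.2%) and a Benjamini-Hochberg adjusted p below 0.05 from limma by 2831, of which 529 were higher and 2302 lower in TgproNGF#3 mice. Both the adjusted p and the fold change threshold were met by 1589 probes. TgproNGF#3 and WT mice did not overlap for 1868 of the 2272 probes and for 6836 of all probes tested (20.3%). Chance gives 2.86% for the 29792 probes with a value on every array and more for the others. The lowest share of down-regulated probes with another scaling was 82% of 2041 probes, with the 75th percentile taken over all spots. The count rose to 3900 when dim spots were kept, 80.6% of them down-regulated. With single mice left out it lay between 1900 (without TgproNGF#3 replicate 4, 83.1% down-regulated) and 2816 (without TgproNGF#3 replicate 3, 91.4%).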

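At 12 months, 34064 probes were tested in 3 TgproNGF#3 and 3 WT mice and 444 passed both thresholds, 106 up-regulated (23.9%) and 338 down-regulated (76.1%). An unadjusted p below 0.05 was reached by 3084 probes (9.05%), and no probe passed the Benjamini-Hochberg adjustment in limma (smallest adjusted p = 0.177). The groups did not overlap for 291 of the 444 probes and for 5295 of all probes tested (15.5%). With 3 mice against 3, chance alone gives 10% for the 31761 probes with a value on every array and more for the others. How far the share exceeds chance is therefore not known. The share of down-regulated probes was 55.4% of 437 when the arrays were aligned to their median and 46.1% of 347 after quantile normalization. These scalings raise the Log2 FC of most probes: the median difference from the values of Table S1 was 0.00969 with the 75th percentile, 0.158 with the median and 0.215 after quantile normalization. The number of probes was 995 without WT replicate 3, 250 without WT replicate 1 and 221 without WT replicate 2.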

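Probe by probe, the calls were compared with those the authors list. Of the probes listed for 1 month, 95 of 107 (88.8%) passed both thresholds here, for 3 months 1577 of 1645 (95.9%), and for 12 months 356 of 377 (94.4%), each in the listed direction. The Log2 FC computed here lay above the listed one by a median of 0.0573 at 1 month (SD over probes 3.2e-06) and below it at 3 months, with a median difference of -0.0794 (SD 0.00461). At 12 months the median difference was 0.00969, but it varied between probes (SD 0.0456, and no setting gave an SD below 0.0292), so that the steps of the authors at that age are not reproduced. With only the probes that were well above background on every array of both groups, the median differences became -0.00623 at 1 month, 0.00591 at 3 months and -0.0796 at 12 months, and 105, 1631 and 460 probes passed. Of these, 105, 1626 and 346 were listed by the authors, so that this rule comes close to their calls at 1 and 3 months.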

Complete list of differentially expressed mRNAs at 1, 3 and 12 months is included in Supplementary Information Files as Table S1.

**Figure 5:**
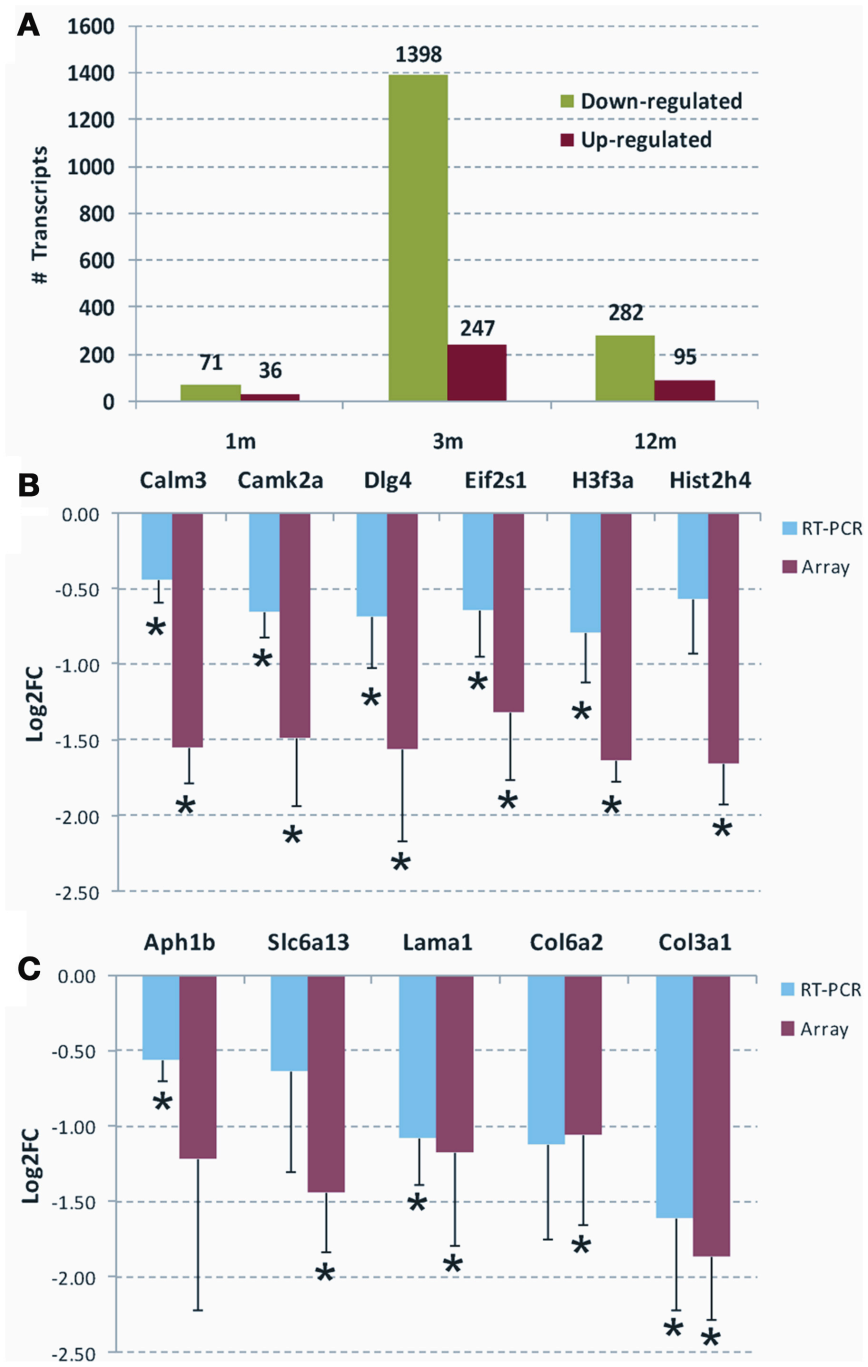
**(A)** Overall statistics of differentially expressed mRNAs in the hippocampus of 1-, 3-, and 12-months old TgproNGF#3 mice. Only transcripts with Limma *p* < 0.05 and |Log2 fold change| > 1.0 were selected. The graph shows the overall down-regulation of transcripts. **(B,C)** Validation of selected genes by qRT-PCR, respectively, at 3- and 12-months of age. The Log2 fold change (Log2 FC) ratio in microarray (red) and qRT-PCR (blue) are shown. The error bar is the *S.E.M*. and (*) indicates statistical significance by *T*-test (*P < 0.05).

Clustering of the differentially expressed genes into functional categories, by gene-ontology tools including DAVID and GSEA analysis (Table 1 and Figure 6), shows that:

**(i)** TgproNGF#3 hippocampus has a clear proNGF-induced transcriptional signature (D'Onofrio et al., 2011; Arisi et al., 2014), markedly different from the response typically evoked by NGF, which is characterized by a strong induction of transcripts; no NGF-response genes were induced in the hippocampus of TgproNGF#3 mice (see list in Table S2).
**(ii)** At 1-month of age, mRNAs encoding proteins involved in synaptic transmission, such as synaptotagmin X (Syt10), and an ECM component proteoglycan (Prg4) were down-regulated, early representatives of two major gene families globally regulated at later ages (Table 1).
**(iii)** In 3-month-old TgproNGF#3 mice hippocampus, the most significantly down-regulated categories of mRNAs include
  – transcription, chromatin packaging and remodeling
  – synaptic transmission, LTP, glutamatergic transmission (Table 1, validation of selected individual mRNAs in Figure 5B)
  Conversely,
  – the up-regulation of ECM genes stands out in contrast to this general scenario of down-regulated transcription.

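Syt10 (probe A_51_P318830) had a level of -2.44 ± 1.07 (SD, n = 4) in TgproNGF#3 and -0.07 ± 0.538 (SD, n = 4) in WT mice at 1 month, a Log2 FC of -2.37 (standard error 0.482, limma adjusted p = 1). The groups did not overlap (two-sided exact permutation p = 0.029 over all labellings, and 0.125, the smallest possible, with the pairs of arrays kept), although TgproNGF#3 replicate 4, at -0.84, lay close to the lowest WT mouse. With single mice left out the log2 fold change of Syt10 at 1 month stayed between -2.90 and -2.16. It was -2.98 at 3 months (standard error 0.631, adjusted p = 0.0224) and -0.72 at 12 months (0.971, adjusted p = 0.789), where it was 0.54 without TgproNGF#3 replicate 2. Prg4 (probe A_55_P2023637) changed from -2.99 ± 1.27 (SD, n = 4) in WT to -5.23 ± 1.11 (SD, n = 4) in TgproNGF#3 mice at 1 month, with a Log2 FC of -2.24 (standard error 0.665, limma adjusted p = 1) and overlapping groups (exact permutation p = 0.057, and 0.125 with the pairs kept). It was higher in TgproNGF#3 mice at 3 months, by 1.90 (standard error 0.615, limma adjusted p = 0.0867, exact permutation p = 0.086).
Since the gene sets of DAVID and GSEA were not analysed here, 8 gene lists were written from general knowledge before the data were examined, with 1 probe per gene, the one with the highest mean over all arrays. The value of a list is the mean Log2 FC of its genes minus that of the other genes tested. It was tested two-sided with camera in limma at a preset correlation between genes of 0.01, and the p-values were adjusted over 8 lists and 3 ages (24 tests). Among 112 genes of synaptic transmission tested at 3 months, 10 were called down-regulated (8.93%) and 1 up-regulated, while over all genes tested 3.87% were called down-regulated and 0.82% up-regulated. Adjusted over the list alone 16 genes passed (12 lower, 4 higher), and adjusted over all probes tested 12. The list as a whole did not differ from the other genes, with a value of -0.09 (60 genes higher, 52 lower, adjusted p = 0.417). Of 180 ECM genes, 7 were called up-regulated (3.89%) and 5 down-regulated (2.78%), and 10 passed when adjusted over the list alone (7 higher, 3 lower) against 11 over all probes tested. Of 260 genes of transcription and chromatin, 25 were called down-regulated (9.62%) and 0 up-regulated. Here 36 genes passed adjusted over the list alone and 26 over all probes tested, those of the list alone all lower. This list includes histone genes under their older symbols, a matching that was decided after values had been seen. With current symbols only, 216 genes were tested, 10 were called down-regulated, 7 passed adjusted over the list alone and 12 over all probes tested.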

**(iv)** Interesting findings derive from GSEA analysis (Figure 6). At 1-month functional analysis reveals down-regulation of the Long Term Depression mRNA system, while the ECM gene sets are up-regulated. 

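For long term depression, 73 genes were tested at 1 month and their list value was -0.02 (38 genes higher and 35 lower than the mean of the other genes, camera adjusted p = 0.734). The change was smaller than the spread between arrays: the mean of the list per array, relative to all genes and to the WT mean, ranged from -0.07 to 0.03 in TgproNGF#3 mice. It reversed to 0.02 without WT replicate 4 and to 0.000621 after the normexp background correction. For the ECM list, with 194 genes tested, the value was -0.05 (87 higher, 107 lower, adjusted p = 0.37), with single TgproNGF#3 mice between -0.28 and 0.19 and WT mice between -0.14 and 0.13. The lower level of ECM genes passed the threshold without TgproNGF#3 replicate 2 (-0.14, adjusted p = 0.000257), without TgproNGF#3 replicate 4 (-0.08, adjusted p = 0.0402) and without WT replicate 1 (-0.09, adjusted p = 0.0176), and it changed sign without TgproNGF#3 replicate 3 (0.01). GSEA on genes ranked by Log2 FC (fgsea) placed it below the threshold in the same direction, with a normalized enrichment score of -1.38 (adjusted p = 0.0238). The collagen list was higher at 1 month, by 0.12 (24 genes higher and 16 lower, camera adjusted p = 0.164), and passed the threshold with fgsea (score 1.84, adjusted p = 0.00145). In limma, 12 ECM genes reached an unadjusted p below 0.05, 2 were called up-regulated and 1 down-regulated, and adjusted over the list alone or over all probes tested none passed. Of the long term depression genes 2 reached an unadjusted p below 0.05, 1 was called up-regulated, and 0 passed either adjustment.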

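At 3 months the long term potentiation list (62 genes tested) had a value of -0.05 (30 genes higher, 32 lower, camera adjusted p = 0.526). The mean of the list per array ran from -0.11 to 0.04 in TgproNGF#3 mice, relative to WT. Of its genes, 2 were called down-regulated and 0 up-regulated, 10 reached an unadjusted limma p below 0.05, 4 passed adjusted over all probes tested and 1 adjusted over the list alone. The alternative that moved this list most took the mean of all probes of a gene, with -0.14 (adjusted p = 0.245). The transcription and chromatin list had a value of -0.20 (152 genes lower, 108 higher, adjusted p = 0.00579), and each TgproNGF#3 array, from -0.25 to -0.11, lay below every WT array, from -0.06 to 0.04. The membership of this list changed after values had been seen, by matching histone genes through their older symbols, and with current symbols only the value was -0.12 over 216 genes (adjusted p = 0.164), no longer past the threshold. For collagens the value at 3 months was 0.22 (37 genes tested, 26 higher and 11 lower, adjusted p = 0.0359) and for the ECM list 0.14 (113 higher, 67 lower, adjusted p = 0.164), which passed only with fgsea (normalized enrichment score 1.58, adjusted p = 0.000326). The collagen list did not pass without TgproNGF#3 replicate 1 (0.15, adjusted p = 0.101), without TgproNGF#3 replicate 3 (0.23, adjusted p = 0.0677), without WT replicate 1 (0.18, adjusted p = 0.0728) or without WT replicate 4 (0.18, adjusted p = 0.0594), and over the other processing alternatives its adjusted p ran from 0.0298 to 0.182. Without WT replicate 3 it was 0.0122. At 12 months the values were -0.42 for collagens (35 genes tested, 24 lower and 11 higher, adjusted p = 4.02e-07) and -0.24 for the ECM list (172 genes tested, 114 lower and 58 higher, adjusted p = 4.02e-07), and both lists stayed past the threshold with each mouse left out and under each alternative. Leptomeningeal marker genes that encode no matrix protein moved in the same directions, by 0.64 at 3 months and -0.99 at 12 months relative to the other genes. Under fry, which takes the correlation between genes from the data, none of these lists passed after adjustment (adjusted p from 0.658 to 0.867). With fgsea, which permutes genes, the adjusted p was 0.0418 for collagens and 3.86e-06 for transcription and chromatin (older symbols included) at 3 months, and 1.58e-05 for collagens and 7.03e-11 for the ECM list at 12 months.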

At 3-months the GSEA plots highlight a general down-regulation of the Long Term Potentiation and Transcription systems, while the Collagen and ECM categories are up-regulated at 3 and down-regulated at 12-months. GSEA analytical tool allows identifying with high sensitivity global up- or down-regulation trends affecting large sets of functionally related genes. GSEA plots represent, for each functional category, a kind of summation integral of expression changes for all single genes in the category. The methodology is sensitive even for small changes involving large gene sets. Such findings were confirmed also using a second well-established tool, DAVID, recently updated, for gene Ontology and pathway analysis. These methodologies are also robust to a reasonable rate of false positive differential genes. Both tools reach very similar biological conclusions, though being based on different algorithms, which further support the findings of the study.

**Table 1:** **Comparative functional analysis of differentially expressed mRNAs in the hippocampus of 3- vs. 12-month-old TgproNGF#3 mice**.

**Category**	**Term**	**Up 3 m**	**Down 3 m**	**Up 12 m**	**Down 12 m**
GOTERM_CC_4	Proteinaceous extracellular matrix	5.68E-04	.	.	7.45E-10
PANTHER_MF_ALL	Extracellular matrix	2.11E-03	.	.	4.03E-10
GOTERM_CC_4	Extracellular matrix part	6.02E-03	.	.	2.93E-05
SP_PIR_KEYWORDS	extracellular matrix	7.43E-03	.	.	1.96E-09
PANTHER_PATHWAY	Integrin signaling pathway	1.58E-03	.	.	2.92E-03
PANTHER_FAMILY	COLLAGEN ALPHA CHAIN	2.37E-02	.	.	1.55E-05
INTERPRO	Collagen triple helix repeat	2.52E-02	.	.	2.07E-05
SP_PIR_KEYWORDS	Collagen	2.99E-02	.	.	2.16E-05
SP_PIR_KEYWORDS	Cytokine	.	.	1.48E-02	.
GOTERM_BP_5	Induction of positive chemotaxis	.	.	2.54E-02	.
PANTHER_MF_ALL	Major histocompatibility complex antigen	.	.	.	9.09E-05
GOTERM_CC_5	MHC protein complex	.	.	.	2.93E-04
GOTERM_BP_4	Muscle tissue morphogenesis	3.71E-04	.	.	.
GOTERM_BP_5	Negative regulation of apoptosis	1.34E-02	.	.	.
SP_PIR_KEYWORDS	Phosphoprotein	.	1.80E-16	.	.
SP_PIR_KEYWORDS	Acetylation	.	1.08E-06	.	.
SP_PIR_KEYWORDS	Methylation	.	1.35E-06	.	.
GOTERM_CC_4	Microbody	.	1.77E-03	.	.
GOTERM_CC_4	Peroxisomal part	.	2.76E-03	.	.
GOTERM_BP_5	Regulation of gene expression	.	1.16E-04	.	.
GOTERM_BP_5	Regulation of transcription	.	1.14E-04	.	.
PANTHER_BP_ALL	Chromatin packaging and remodeling	.	1.62E-03	.	.
GOTERM_CC_4	Chromatin	.	2.43E-03	.	.
KEGG_PATHWAY	Long-term potentiation	.	3.41E-05	.	.
GOTERM_CC_4	Ionotropic glutamate receptor complex	.	9.02E-03	.	.
GOTERM_BP_5	Regulation of synaptic transmission	.	5.31E-05	.	.
GOTERM_CC_4	Neuron projection	.	1.25E-05	.	.
GOTERM_CC_4	Dendrite	.	8.54E-03	.	.

*The analysis of over-represented mRNA categories was performed using the DAVID tool. Only differential genes corresponding to each time points were used. P-values are shown for up and down-regulated genes in separate columns. Categories referring to genes related to collagen (yellow) and extracellular matrix (light blue) have opposite trends at 3-months compared to 12-months of age. Categories referring to similar genes have the same color*.

**Figure 6:**
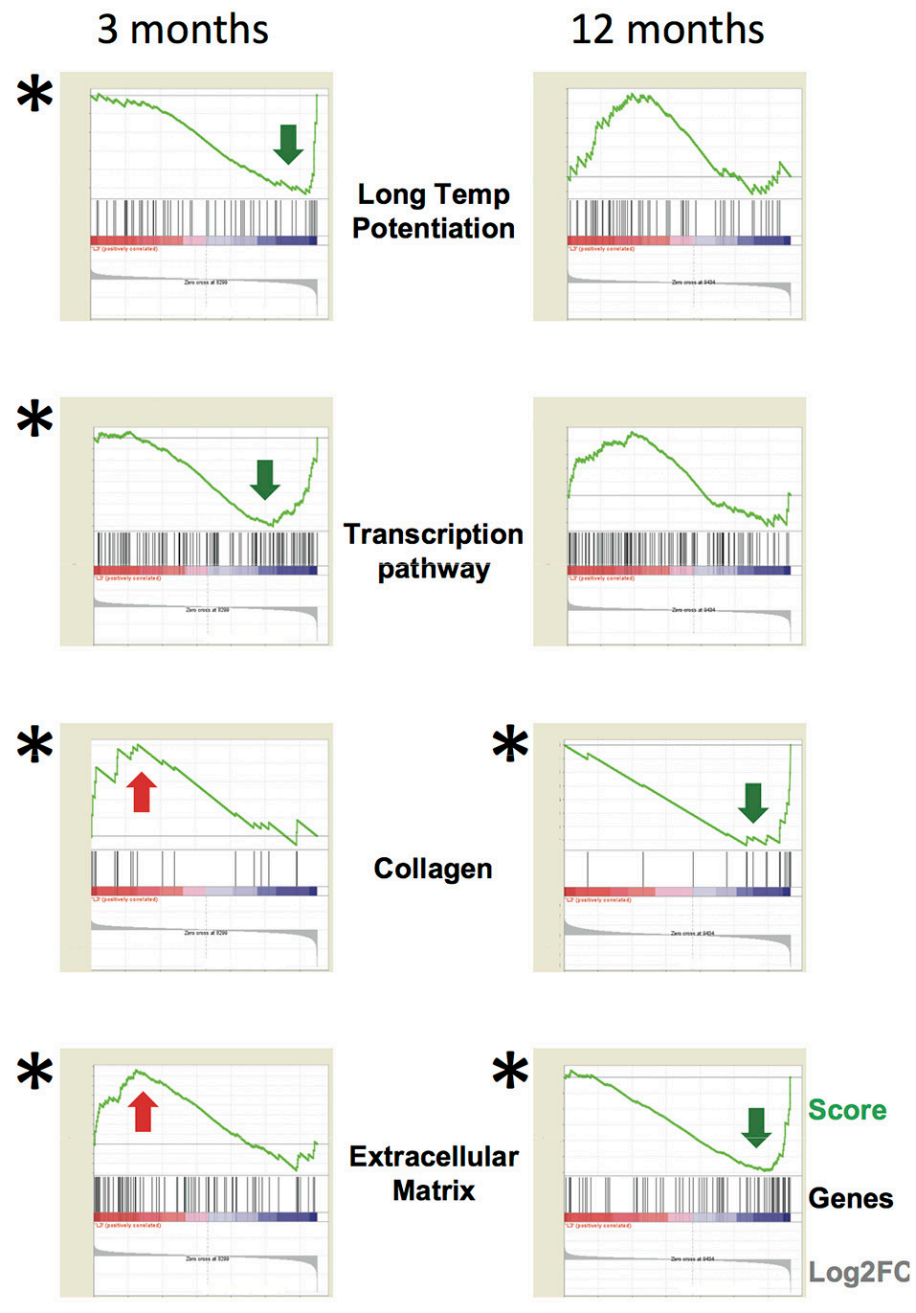
**Functional analysis of specific gene categories**. The whole dataset was analyzed by the tool GSEA (Gene Set Enrichment Analysis). FDR *q* < 0.05 (statistically significant) is indicated by (*) (obtained by gene set permutation). The GSEA analytical tool allows to identify small changes affecting a large set of functionally related genes compared to a *per gene* statistics. GSEA analytical tool allows to identify with high sensitivity global up- or down-regulation trends affecting large sets of functionally related genes. GSEA plots represent, for each functional category, a kind of summation integral of expression change for all single genes in the category. The methodology is sensitive even for small changes involving large gene sets. The GSEA plots highlight a general down-regulation of the Long Term Potentiation and Transcription systems at 3-months, while the Collagen and Extracellular Matrix categories are up-regulated at 3-months and down-regulated at 12-months. In each panel, the green line is the GSEA score plot, while the gray plot on the bottom of each panel is the global distribution of Log2 fold change for all genes, with up-regulated genes on the left and down-regulated ones on the right. The black thin bars on the bottom of each sub-panel indicate the genes belonging to the functional category, with each bar position corresponding to the specific score and Log2 fold change levels in the two plots. The following link provides information about how to interpret GSEA data and plot: http://software.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html?Interpreting_GSEA.

Such global analysis provides therefore interesting and significant results.

At 12-months, down-regulation of aggrecan transcript, a PNN component, is detected by microarray and highlighted by GSEA analysis (Figure 6), in line with the reduced aggrecan protein expression observed by immunofluorescence (Figure 4C).

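Acan (probe A_51_P462271), which encodes aggrecan, had a level of -4.15 ± 0.183 (SD, n = 3) in TgproNGF#3 and -3.73 ± 0.101 (SD, n = 3) in WT mice at 12 months. The Log2 FC was -0.42 (standard error 0.149), an unadjusted p of 0.0232 from limma and an adjusted p of 0.549, below the fold change threshold of the paper. The groups did not overlap, but with 3 mice against 3 the exact permutation p was 0.1, the smallest possible. The Log2 FC lay between -0.51 and -0.33 with single mice left out and was -0.19 after quantile normalization, the alternative that moved it most. In younger mice Acan was higher in TgproNGF#3 mice, with a Log2 FC of 0.38 at 1 month (standard error 0.195, adjusted p = 1) and 0.55 at 3 months (standard error 0.168, adjusted p = 0.0759, groups apart, exact permutation p = 0.029).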

**(v)** Significantly, gene categories related to collagen and ECM have opposite trends at 3-months (up-regulated) and 12-months of age (down-regulated, Table 1). 

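The difference between the 2 ages was tested itself, in a limma fit of the 14 arrays of 3 and 12 months as the Log2 FC at 12 months minus that at 3 months, for 32427 probes of which 1301 had an adjusted p below 0.05. The collagen list differed by -0.65 between the ages (34 genes tested, 25 lower and 9 higher than the mean of the other genes, camera p = 1.18e-07) and the ECM list by -0.385 (171 genes tested, 112 lower and 59 higher, camera p = 2.37e-06), while 3 and 2 of 100 permutations of the genotypes within each age, the true one included, gave differences as large. With fry the p-values were 0.0573 and 0.298. With single mice left out the differences lay between -0.77 and -0.52 for collagens and between -0.45 and -0.33 for the ECM list. On single arrays the collagen list was 0.21 ± 0.17 (SD, n = 4) in TgproNGF#3 mice of 3 months and -0.43 ± 0.248 (SD, n = 3) at 12 months, relative to the WT mean of the same age, with a WT spread of 0.129 (SD, n = 4) and 0.214 (SD, n = 3). The ECM list was 0.14 ± 0.112 (SD, n = 4) and -0.25 ± 0.14 (SD, n = 3), with a WT spread of 0.109 (SD, n = 4) and 0.137 (SD, n = 3). At 3 months TgproNGF#3 and WT arrays overlapped for both lists.

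**Figure D1:**
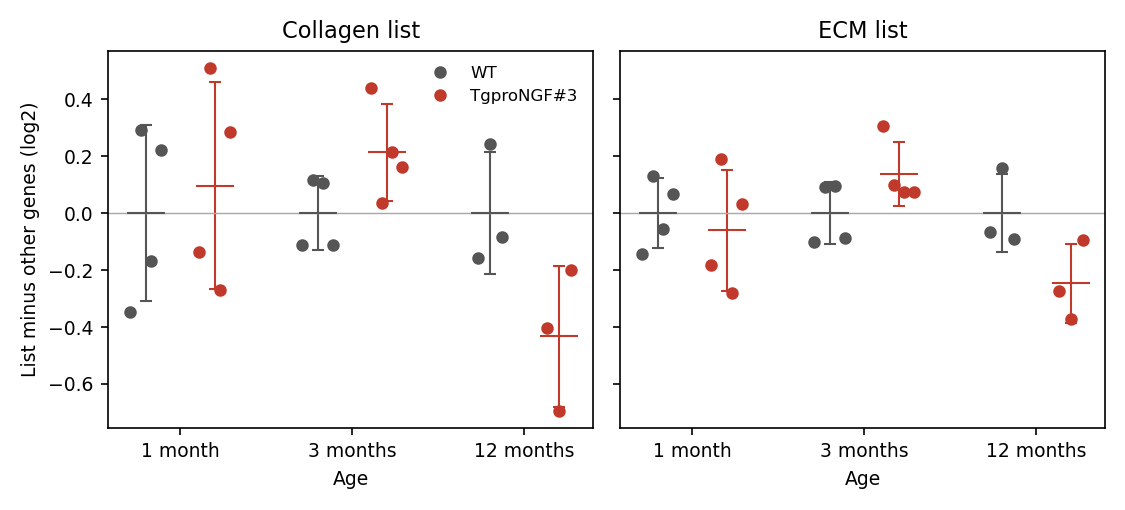
Mean level of the collagen list and of the ECM list per array, relative to all genes and to the WT mean of each age (log2), at 1, 3 and 12 months; points are single arrays of WT (grey) and TgproNGF#3 (red) mice, horizontal lines the means and bars the SD. At 12 months the TgproNGF#3 arrays lie between -0.69 and -0.20 for collagens and the WT arrays between -0.16 and 0.24.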

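At 12 months 6 of the 35 collagen genes tested were called down-regulated (17.1%) and 0 up-regulated, while over all genes 0.987% were called down-regulated. Of the collagens 10 reached an unadjusted limma p below 0.05, 3 passed adjusted over the list alone, all lower, and 0 passed over all probes tested. In the ECM list 15 genes were called down-regulated and 2 up-regulated, and 7 passed adjusted over the list alone, all lower, against 0 over all probes tested. The list of PNN components (11 genes tested) had a value of 0.015 (6 genes higher and 5 lower, camera adjusted p = 0.667). Its mean and its median (0.03) lay above 0 while camera and fry gave the direction as lower. It changed to -0.02 without TgproNGF#3 replicate 1 and to -0.04 without WT replicate 2. No PNN gene was called at 12 months in limma, and 1 of 11 had an unadjusted p below 0.05.
Gad1 (probe A_52_P144310), which encodes GAD67, had a level of 2.38 ± 0.276 (SD, n = 4) in TgproNGF#3 and 1.75 ± 0.292 (SD, n = 4) in WT mice at 3 months, a Log2 FC of 0.63 (standard error 0.195, limma adjusted p = 0.078), and the groups did not overlap (exact permutation p = 0.029). At 12 months the levels were 2.62 ± 0.31 (SD, n = 3) and 2.04 ± 0.359 (SD, n = 3), with a Log2 FC of 0.58 (standard error 0.234, limma adjusted p = 0.549, exact permutation p = 0.2). Gad2 (probe A_51_P495462), which encodes GAD65, had a Log2 FC of 0.39 at 3 months (standard error 0.208, adjusted p = 0.253) and 0.48 at 12 months (0.237, adjusted p = 0.563). Under each scaling tried, both genes stayed higher in TgproNGF#3 mice at 3 and 12 months.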

At 12-months we observed a significant down-regulation of collagens and PNN (a condensation of ECM proteins ensheathing Parvalbumin interneurons) components.
**(vi)** Notably, no reduction in global hippocampal GAD transcript was observed in 3- and 12-month-old TgproNGF#3 mice.

### Validation by real time qRT-PCR of a selected panel of transcripts

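Slc12a2, the gene of Nkcc1 (probe A_55_P2099448), had a Log2 FC of 0.01 at 1 month (standard error 0.219, limma adjusted p = 1), -0.16 at 3 months (0.186, adjusted p = 0.62) and -0.15 at 12 months (0.167, adjusted p = 0.754), each within the spread of the mice. For Slc12a5, the gene of Kcc2, the probe listed in Table S1 (A_55_P2087544) had a level of -5.20 ± 0.889 (SD, n = 4) in TgproNGF#3 and -3.70 ± 0.419 (SD, n = 4) in WT mice at 3 months. The Log2 FC was -1.50 (standard error 0.407, unadjusted p = 0.00472, limma adjusted p = 0.0531), which passed both thresholds, and the groups did not overlap (exact permutation p = 0.029). The log2 fold change of Slc12a5 at 3 months lay between -1.82 and -1.22 with single mice left out and was -1.02 after the normexp correction, the alternative that moved it most. A second probe of the gene had -0.29 at 3 months. At 1 month the Log2 FC of Slc12a5 was -0.49 (standard error 0.233, adjusted p = 1) and at 12 months 0.07 (0.159, adjusted p = 0.888).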

Chloride transporters Nkcc1 and Kcc2, known determinants of E/I homeostasis, essential in establishing GABAergic system maturation, were not found to be modulated in microarray analysis. In order to confirm this data, the mRNA expression of chloride transporters Nkcc1 and Kcc2 in TgproNGF#3 mice hippocampus was evaluated by real-time RT-PCR at 1.5, 3, and 12-months of age. No significant change in the expression pattern was observed (Figure S6). Maturation and function of parvalbuminergic Fast Spiking interneurons critically depend on BDNF (Berghuis et al., 2004; Cancedda et al., 2007). However, microarray analysis showed that global BDNF expression was unchanged in the hippocampus of TgproNGF#3 mice. 

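Bdnf (probe A_55_P2036303) had a Log2 FC of 0.17 at 1 month (standard error 0.231, limma adjusted p = 1), -0.36 at 3 months (0.178, adjusted p = 0.231) and 0.19 at 12 months (0.147, adjusted p = 0.651). At 3 months its level was -0.89 ± 0.284 (SD, n = 4) in TgproNGF#3 and -0.53 ± 0.20 (SD, n = 4) in WT mice and the groups overlapped (exact permutation p = 0.086).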

In order to confirm the lack of variation, the global level of BDNF-encoding mRNA was evaluated by real time qRT-PCR. No major changes were observed (not shown). Several differentially regulated transcripts highlighted by gene-ontology analysis were individually validated by real time qRT-PCR, confirming the down-regulated pattern (Figures 5B,C): at 3-months, calmodulin3 (Calm3), calcium/calmodulin-dependent protein kinaseII alpha (CAMK2a), PSD95 synaptic protein [discs large homolog 4 (Drosophila) or Dlg4] and the translation initiation factor eIF2, at 12-months, collagen, type III alpha 1 (Col3a1), collagen, type VI alpha 2 (Col6a2), laminin, alpha 1 (Lama1) (Chung et al., 2005; Cheng et al., 2009; Dityatev et al., 2010; Mercier and Arikawa-Hirasawa, 2012). 

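Each of the 4 transcripts named for 3 months was called down-regulated on the probe of Table S1, with TgproNGF#3 below WT mice in every pair of arrays (exact permutation p = 0.029 for each, n = 4 and 4). Calm3 (A_52_P140356) had a level of 1.52 ± 0.427 (SD, n = 4) in TgproNGF#3 and 3.15 ± 0.267 (SD, n = 4) in WT mice, a Log2 FC of -1.63 (standard error 0.23, limma adjusted p = 0.00463). Camk2a (A_55_P2149209) had a Log2 FC of -1.57 (standard error 0.379, adjusted p = 0.0358) and Dlg4 (A_55_P2008053) of -1.64 (0.495, adjusted p = 0.0714), which lay between -1.92 and -1.23 with single mice left out. Eif2s1 (A_55_P2184811), the alpha subunit of eIF2, had -1.40 (0.394, adjusted p = 0.0581) at 3 months and rose by 1.64 at 12 months (0.585, adjusted p = 0.549), a call that was lost without TgproNGF#3 replicate 3, WT replicate 1 or WT replicate 2. Second probes of these genes fell less at 3 months, to -0.52 for Calm3, -0.47 for Camk2a and -0.09 for Eif2s1.
At 12 months the groups did not overlap for any of the 3 transcripts named for that age, and the exact permutation p was 0.1 for each (n = 3 and 3), the smallest possible. Col3a1 (A_51_P515605) had a level of -5.20 ± 0.294 (SD, n = 3) in TgproNGF#3 and -3.40 ± 0.363 (SD, n = 3) in WT mice, a Log2 FC of -1.80 (standard error 0.231, limma adjusted p = 0.349). Col6a2 (A_51_P279639) had a Log2 FC of -1.03 (0.3, adjusted p = 0.549), which no longer passed the fold change threshold with the arrays aligned to their median (-0.88), after quantile normalization (-0.84), after the normexp correction (-0.84), without TgproNGF#3 replicate 2 (-0.84), without WT replicate 1 (-0.98) or without WT replicate 2 (-0.80). Lama1 (A_66_P118600) had -1.18 (0.311, adjusted p = 0.549), and -0.91 without WT replicate 2. At 3 months Col3a1 was higher in TgproNGF#3 mice by 0.76 (standard error 0.296, adjusted p = 0.136) and Col6a2 by 0.80 (0.349, adjusted p = 0.177), while Lama1 was lower (-0.39, standard error 0.271, adjusted p = 0.378). Col3a1, Col6a2 and Lama1 also belong to a list of leptomeningeal marker genes, which as a whole was lower at 12 months by 0.86 (list value -0.86).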

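Slc6a13 (probe A_51_P438083) had a level of -1.98 ± 0.603 (SD, n = 3) in TgproNGF#3 and -0.56 ± 0.488 (SD, n = 3) in WT mice at 12 months, a Log2 FC of -1.42 (standard error 0.349, limma adjusted p = 0.549) with groups that did not overlap (exact permutation p = 0.1). With single mice left out the log2 fold change of Slc6a13 at 12 months stayed between -1.67 and -1.08. Slc6a13 was among the 20 leptomeningeal markers without matrix genes that were tested at 12 months, each of which was lower in TgproNGF#3 mice than the mean of the other genes. At 3 months its Log2 FC was 0.77 (standard error 0.267, adjusted p = 0.102), and 1.04 without TgproNGF#3 replicate 3, and at 1 month -0.14 (0.247, adjusted p = 1).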

Finally, at 12-months some components of the ion channels/transporters gene family are modulated, such as the GABA transporter solute carrier family 6 (Slc6a13, also known as GAT2) (Zhou and Danbolt, 2013). Interestingly, the trend observed in array analysis was confirmed by real time qRT-PCR, often in a significant pattern. A few of the modulated transcripts could not be significantly validated by real time qRT-PCR. However, bioinformatic tools for gene Ontology and pathway analysis (GSEA and DAVID) highlighted the significant involvement of ECM among the modulated categories.

### Expression of BDNF-encoding mRNAs: selective modulation of BDNF transcript variants

Having established that the parvalbuminergic interneuron population is selectively reduced in the DG of TgproNGF#3 mice, we investigated the possible role of the BDNF neurotrophin. The role of BDNF in interneuron maturation and function is well-established (Huang et al., 1999; Cancedda et al., 2007; Sakata et al., 2009), however in TgproNGF#3 mice the global level of BDNF-encoding mRNAs in the hippocampus was unaffected, as revealed by microarray analysis.

The rodent BDNF gene produces several different splicing variants (Figure S7), each composed of one alternatively spliced 5′UTR exon linked to a common downstream exon containing the coding region with two possible (either short or long) 3′UTRs (Aid et al., 2007). Therefore, we further analyzed the expression of individual BDNF transcript variants by qRT-PCR.

In 1-month-old TgproNGF#3 mice, a significant down-regulation of BDNF transcript I was observed (Figure 7Aa)

**Figure 7:**
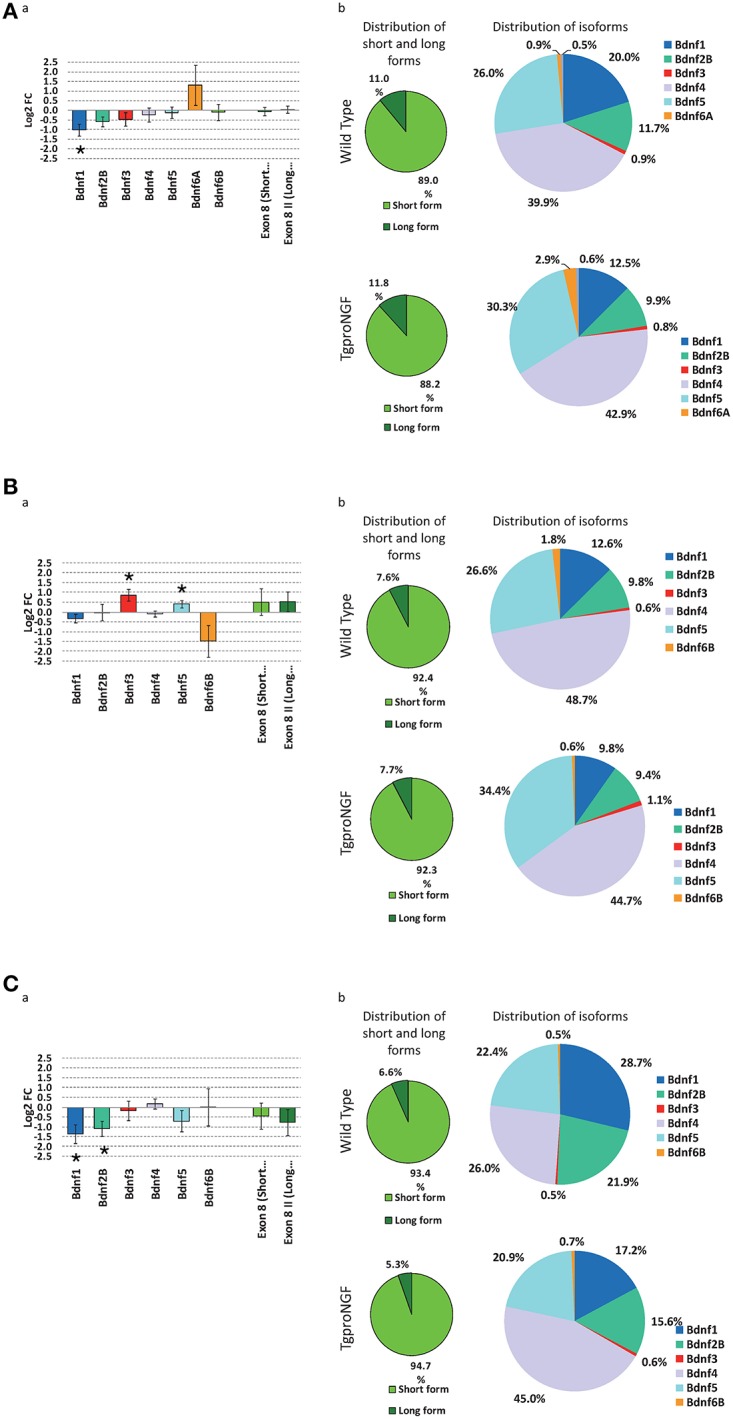
**(A)** Expression level of Bdnf gene isoforms, by qRT-PCR, at 1-month of age. **(a)** Differential expression of main Bdnf isoforms, measured ad Log2 fold change ratio TgproNGF#3 vs. Wild Type; (*) indicates a statistical significant variation by 1-tail *T*-test for Bdnf1, while the two rightmost bars indicates the global relative expression of short and long isoforms. **(b)** Relative distribution of short and long Bdnf forms (left) and of the different isoforms (right) in the TgproNGF#3 and Wild Type mice: the relative proportion of short and long isoforms is comparable in the two mouse strains. **(B)** Expression level of Bdnf gene isoforms, by qRT-PCR, at 3-months of age. **(a)** Differential expression of main Bdnf isoforms, measured ad Log2 fold change ratio TgproNGF#3 vs. Wild Type; (*) indicates a statistical significant variation by 1-tail *T*-test, for Bdnf3 and Bdnf5, while the two rightmost bars indicates the global relative expression of short and long isoforms. **(b)** Relative distribution of short and long Bdnf forms (left) and of the different isoforms (right) in the TgproNGF and Wild Type mice: the relative proportion of short and long isoforms is comparable in the two mouse strains. **(C)** Expression level of Bdnf gene isoforms, by qRT-PCR, at 12-months of age. **(a)** Differential expression of main Bdnf isoforms, measured ad Log2 fold change ratio TgproNGF#3 vs. Wild Type; (*) indicates a statistical significant variation by 1-tail *T*-test, for Bdnf1 and Bdnf2B, while the two rightmost bars indicates the global relative expression of short and long isoforms. **(b)** Relative distribution of short and long Bdnf forms (left) and of the different isoforms (right) in the TgproNGF#3 and Wild Type mice: the relative proportion of short and long isoforms is comparable in the two mouse strains.

Conversely, at 3-months of age a significant up-regulation of BDNF splice variants (III and V) was detected in TgproNGF#3 mice (Figure 7Ba).

At 12-months of age a significant down-regulation of BDNF splice variants 1 and 2b was detected in TgproNGF#3 mice (Figure 7Ca).

At 1-, 3-, and 12-months the relative proportion of short and long isoforms, regardless of their 5′ splicing pattern, was, on the other hand, unchanged in the two mouse strains (wt and transgenic, Figures 7A–C). The distribution of the 3′ short form, evaluated using primers encompassing the common coding exonVIII, confirmed that global BDNF levels were unaffected, as revealed by microarray (Figures 7A–C).

Therefore, the observed subtle specific changes in the expression of selected BDNF transcripts might underlie differential BDNF influence on interneuron maturation and homeostasis in TgproNGF#3 mice hippocampus.

### Early spontaneous epileptic-like events in TgproNGF#3 mice

Aged TgproNGF#3 mice were previously shown to display spontaneous epileptiform interictal-like discharges in the entorhinal cortex-hippocampal (EC-HP) network, suggesting a role of proNGF/NGF balance in the E/I homeostasis (Tiveron et al., 2013). The age-dependency of this phenomenon was investigated by multielectrode analysis with field recordings, using a 64-channels MEA device, revealing the presence of spontaneous epileptic-like seizures in 1-, 3-, and 12-months-old TgproNGF#3 mice, in combined EC-HP slices. Repetitive spontaneous interictal-like events restricted to the hippocampal region were detected in every slice (*n* = 10) from 1-month-old TgproNGF#3 mice, while no spontaneous events were detected in the entorhinal area at this age (Figure 8A). Similarly, in slices (*n* = 5) of 3-months-old TgproNGF#3 mice, spontaneous interictal-like events were never observed in the EC, as opposed to a pronounced hippocampal spontaneous hyperactivity (Figure 8B). Conversely, slices from 12-month-old TgproNGF#3 mice displayed spontaneous interictal-like events not only in the hippocampus, but also in the entorhinal area (Figure 8C), in line with previous reports (Tiveron et al., 2013). Thus, TgproNGF#3 mice display spontaneous epileptic-like events in EC-HP slices starting from 1-month of age, well before the onset of behavioral and neurodegenerative changes.

**Figure 8:**
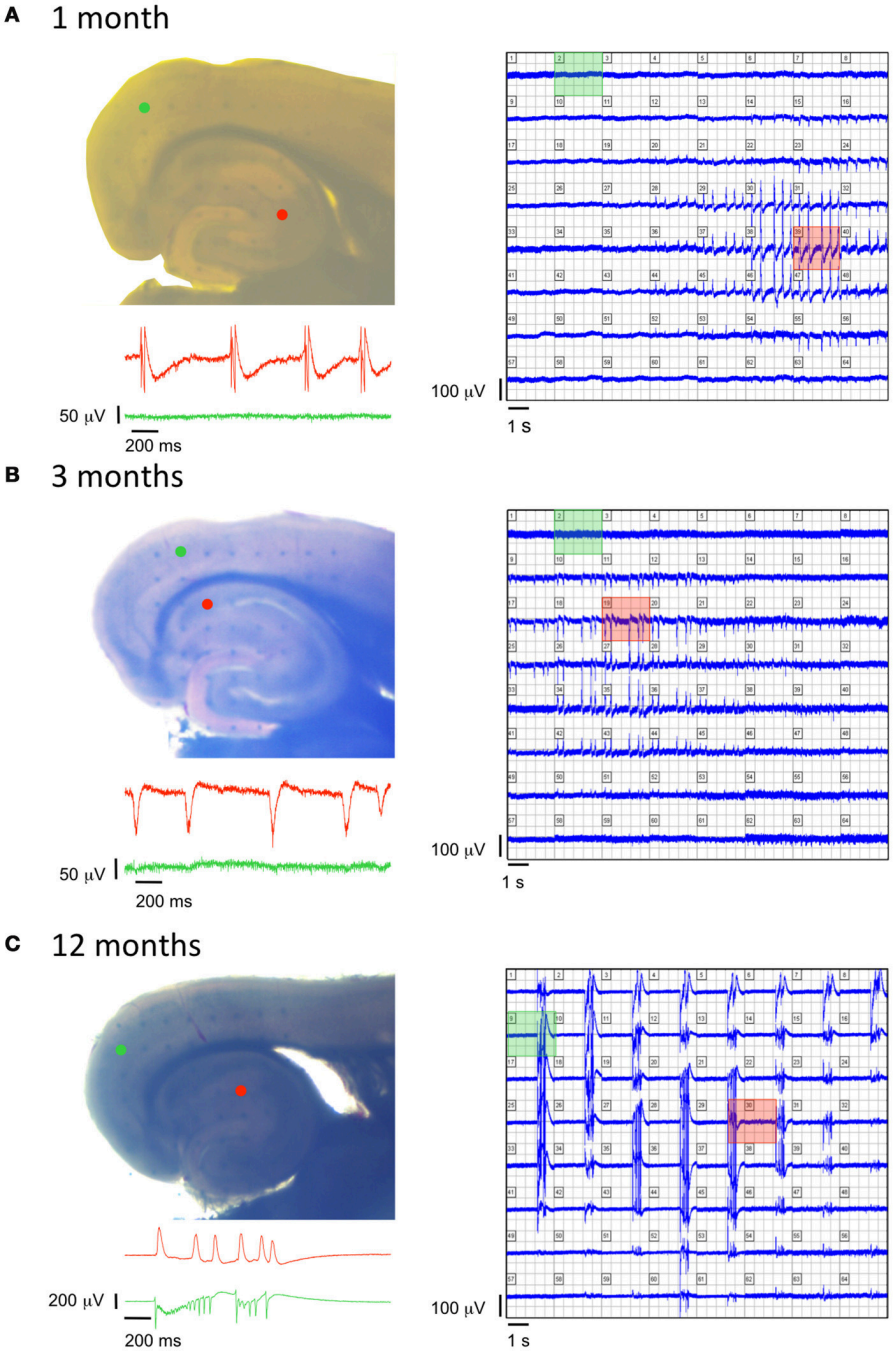
**Age-dependent modifications of epileptiform activity in TgproNGF#3 mice. (A–C** left panels) Photographs of EC-HP slices obtained from a 1-, 3-, and 12-months old TgproNGF#3 mouse, respectively, placed over an array of 64 planar multi-electrodes, detectable in transparency through the slice. Colored dots indicate position of the electrodes, whose voltage signals appear in the corresponding colored area. (**A–C** right panels) Simultaneous recordings from each one of the 64 electrodes. (**A–C** insets) Trace records from the HP (red) and EC (green) detected by the colored electrodes in the corresponding photograph, showing no spontaneous activity in the EC of 1- and 3-months old mice, as opposed to spontaneous cortical events at 12-month, while the hippocampal area displays spontaneous events at all 3 ages.

## Discussion

The presence of spontaneous epileptic-like events in the HP/EC network, previously described in aged TgproNGF#3 mice (Tiveron et al., 2013), suggested the occurrence of an E/I imbalance, as a consequence of proNGF increase. In order to gain further insights into the mechanisms triggering and sustaining TgproNGF#3 mice phenotype, we investigated early events driven by proNGF/NGF imbalance in these mice.

Our results show that proNGF overexpression alters the interneuron-PNN-system, in a region- and interneuron subpopulation-selective manner. The DG appears to be particularly sensitive to the effects of proNGF.

### Parvalbuminergic interneurons are selectively depleted in the DG

Selective depletion of parvalbuminergic interneurons was detected in the DG, starting from 6-months of age, despite of no detectable enrichment in proNGF expression in this hippocampal sub-region. Interestingly, other hippocampal areas were preserved.

Selective depletion of Parv+ neurons was observed also in the basolateral amygdala, a region involved in the active avoidance response (Li and Richter-Levin, 2012), severely impaired in TgproNGF#3 mice (Tiveron et al., 2013). The amygdala, a brain region involved in memory processing, particularly in encoding emotional significance of environmental stimuli, strongly connected to other brain structures, receives, in analogy to the pyramidal cells and GABAergic interneurons of the hippocampus, cholinergic inputs from basal forebrain synapses that modulate both excitatory and inhibitory synaptic transmission (Feduccia et al., 2012). The cholinergic deficit previously described in TgproNGF#3 mice (Tiveron et al., 2013), and confirmed in the present study by transcriptomic data, may therefore affect both regions.

In both DG and amygdala alterations of parv interneurons are reported as consequence of stress, with opposite changes in the two regions affecting excitatory and inhibitory components in a homeostatic balance (Seidel et al., 2008).

Moreover, a number of studies have shown the role of amygdala Parv+ interneurons in fear conditioning and in active avoidance. Parvalbumin interneurons play a default-silencing role in the amygdala during fear memory encoding. When animals acquire a fear memory, the suppressive influence of Parv+ interneurons is relieved, allowing the fear system to respond promptly (Lucas et al., 2016). Parv+ interneuron inhibition shapes the size of neuronal memory ensembles (engram that allows patterns of activity present during learning to be reactivated in the future, Morrison et al., 2016). These findings suggest that, in case of Parv depletion, the basal default silencing activity of Parv+ cells might be disrupted and the aberrant lack of suppression of basal activity might, conversely, affect the encoding of fear memory.

In addition, during acquisition and extinction of an active avoidance task, neural activity in amygdala involves Parv+ interneurons, as revealed by induction of the immediate early gene product c-Fos (Jiao et al., 2015).

Therefore, the observed Parv+ depletion in basolateral amygdala is likely to contribute to the behavioral deficit in avoidance response observed in TgproNGF#3 mice.

The GABAergic Parv+ neurons are surrounded by the PNN (Pizzorusso et al., 2002). In post-natal development, the PNN restricts plasticity at the end of the critical period in the visual cortex and regulates firing of Parv+ neurons, influencing their maturation (Pizzorusso et al., 2002).In the DG of TgproNGF#3 mice, also the percentage of Parv+ neurons ensheathed by PNNs is significantly and progressively reduced. Enhanced neuronal activity is known to cause a decrease in the expression of components of the PNN (McRae et al., 2012), therefore such finding might be related to the aberrant spontaneous epileptiform activity in the EC-HP network. A deteriorated PNN surrounding Parv+ interneurons lays the ground for extrasynaptic movement of receptors and neurotransmitters into the extrasynaptic space (McRae and Porter, 2012), leaving inhibitory interneurons susceptible to increased synaptic reorganization (McRae et al., 2012).

Possible impairment of adult neurogenesis must be taken into account, since intracerebral injection of proNGF inhibits SGZ neurogenesis (Guo et al., 2013). Interestingly, among modulated RNAs there is laminin, alpha 1 (Lama1), an ECM protein component of PNN and structural components of basal laminae found in the fractones (Mercier and Arikawa-Hirasawa, 2012) of the neurogenic niche and contributing to synapse formation (Dityatev et al., 2010).

Moreover, it will be interesting to evaluate, in future analysis, a possible impairment in electrical oscillation patterns in these mice, since Parv+ interneurons are the fast-spiking (FS) population driving oscillation rhythms, including gamma oscillations (Buzsáki and Wang, 2012).

It is known that BDNF crucially controls the functional differentiation and maturation of FS-interneurons (Berghuis et al., 2004); surprisingly the overall expression of BDNF transcript was unchanged in TgproNGF#3 mice hippocampus. However, more subtle changes in selective splicing isoforms of BDNF have been detected in TgproNGF#3 mice (see below).

The selective involvement of the dentate gyrus (DG) deserves some comments. In neurodegenerative models the DG is often selectively compromised (Palop et al., 2005). The DG represents a crossroad, receiving the perforant path as main excitatory input, which funnels distinctly unidirectional progression of excitatory activity arriving from other brain regions to the trisynaptic hippocampal circuit. These excitatory synaptic inputs are complemented by cholinergic, GABAergic, noradrenergic, dopaminergic, and serotonergic projections (Perederiy and Westbrook, 2013). The adult brain is in a continuous state of remodeling. This is particularly true in the DG, where competing forces, such as neurodegeneration and neurogenesis, dynamically modify neuronal connectivity and can occur simultaneously (Perederiy and Westbrook, 2013). Altered or aberrant activity in such a critical node might alter the excitation/inhibition balance in the DG (as it is known to occur after lesion of the perforant path, Clusmann et al., 1994).

### Calbindin depletion in DG granule cells

In neurodegeneration models Ca^++^ buffer proteins are often altered in the DG: hAPP mice (a mouse model of AD) develop AD-like abnormalities, including depletions of calcium-related proteins in the DG, spontaneous non-convulsive seizure activity in cortical and hippocampal networks, associated with synaptic plasticity deficits in the DG (Palop et al., 2007). Moreover, epileptiform activity can also lead to depletion of calcium-dependent proteins over time (Palop et al., 2011). Calbindin+ neurons were therefore evaluated in the same region.

In aged TgproNGF#3 mice, a marked depletion of calbindin (CB)-protein in granule cells and in their axons projecting to CA3 (Mossy fibers) was observed. Recent evidence that removal of CB from amyloid precursor protein/presenilin transgenic mice aggravates AD pathology, suggests a critical role of CB (Kook et al., 2014). Moreover, in late-stage AD, a higher ratio of CB-negative granule cells is detected in the DG (Stefanits et al., 2014). In TgproNGF#3 mice we previously described a learning and memory deficit starting from 3-months of age (Tiveron et al., 2013). The late calbindin deficit observed in the DG may contribute to aberrant neuronal activity. Evaluation of DG-LTP will be necessary in order to investigate a selective plasticity deficit. No LTP deficit was previously detected in CA1 (Tiveron et al., 2013).

### Hippocampal transcriptional profiling reveals a specific proNGF-induced signature, lacking NGF-response genes induction, with broad early down-regulation of transcripts

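Over all probes tested, the median Log2 FC was -0.12 at 3 months, with 62.7% of the probes below 0, and 0.07 at 1 month, with 36.2% below 0. These shares follow the scaling: with the 75th percentile taken over all spots they were 50% and 49.8%, and with the median 58.4% and 27.2%. Of the probes called at 1 month, 39 were also called at 3 months, 37 of them in the same direction and 2 from down- to up-regulated. Between 3 and 12 months 68 called probes were shared, of which 29 had the same direction and 39 the opposite one. The share of down-regulated probes at 3 months was 4.94% among probes with a gene symbol and 8.08% among probes without one.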

The most remarkable finding of transcriptome analysis is the global down-regulation of mRNAs expression in the hippocampus of TgproNGF#3 mice in early neurodegeneration (at 3-months), a trend that already begins at 1-month. Consistently, a broad reduction in the expression of genes involved in regulation of transcription and chromatin remodeling is observed. 

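H3f3a (probe A_55_P2078266), which encodes histone H3.3, had a level of 0.62 ± 0.325 (SD, n = 4) in TgproNGF#3 and 2.34 ± 0.114 (SD, n = 4) in WT mice at 3 months, a Log2 FC of -1.72 (standard error 0.177, limma adjusted p = 0.00136), and a second probe of the gene had -0.55. Hist2h4, now H4c14 (probe A_55_P1973349), fell from 1.88 ± 0.43 (SD, n = 4) to 0.15 ± 0.40 (SD, n = 4), a Log2 FC of -1.73 (standard error 0.26, limma adjusted p = 0.00572). The groups did not overlap for either gene (two-sided exact permutation p = 0.029, n = 4 and 4). At 1 and 12 months the Log2 FC was 0.19 and 0.13 for H3f3a and -0.24 and -0.32 for Hist2h4, none of them called. Histone genes under older symbols entered the transcription and chromatin list only after such values had been seen, and added 50 genes to the 224 found under current symbols.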

Notably, the expression of mRNAs known to be heavily regulated by NGF (Egr1, Egr2, Egr4, Fos, Jun, Arc, Myc, Vgf) (whose induction represents, on the contrary, a typical “NGF signature,” see Dijkmans et al., 2009), is not changed in TgproNGF#3 mice hippocampus, despite the presence of mature NGF, consequent to cleavage by extracellular proteases, as previously measured (Tiveron et al., 2013). This confirms that proNGF signaling predominates over that of NGF in these mice, confirming what had been shown in cellular systems exposed to either NGF or proNGF added singularly or in various combinations (D'Onofrio et al., 2011; Arisi et al., 2014).

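At 3 months, 3 of the 8 genes were called down-regulated. Egr2 (probe A_55_P2033362) had a level of -2.94 ± 1.11 (SD, n = 4) in TgproNGF#3 and -0.82 ± 0.171 (SD, n = 4) in WT mice, a Log2 FC of -2.12 (standard error 0.463, limma adjusted p = 0.025). Egr4 (A_51_P270426) had a Log2 FC of -1.25 (0.269, adjusted p = 0.0236) and Fos (A_52_P262219) of -1.20 (0.373, adjusted p = 0.0776), which was not called with 1 fit over all arrays or without TgproNGF#3 replicate 4 (-0.78). Egr1 (A_51_P367866) was lower by less than the fold change threshold, with -0.66 (0.172, adjusted p = 0.0459). For these 4 genes the groups did not overlap (exact permutation p = 0.029, n = 4 and 4). Arc (-0.85, adjusted p = 0.33), Jun (-0.60, adjusted p = 0.417), Myc (-0.55, adjusted p = 0.148) and Vgf (-0.06, adjusted p = 0.837) overlapped between the groups. Vgf was 0.07 when dim spots were kept or with the 75th percentile taken over all spots, 0.02 with only the probes well above background on every array of both groups, and 0.025 without TgproNGF#3 replicate 1. Arc reached -1.18 without TgproNGF#3 replicate 2. At 1 month the Log2 FC of the 8 genes ran from -0.30 (Fos) to 0.20 (Myc) and at 12 months from 0.12 (Arc) to 0.60 (Egr2), none of them called. Without TgproNGF#3 replicate 1 the log2 fold change of Egr2 at 12 months was 1.73 and the log2 fold change of Fos at 12 months was 1.41, and both were called up-regulated. The text of the paper states that these genes do not change, while its Table S1 lists Egr2 (-2.04), Egr4 (-1.17) and Fos (-1.12) as down-regulated at 3 months.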

Notably, hippocampal transcriptional profiling reveals, a clear dominant “proNGF signature,” with broad down-regulation of transcription, whereas lacks completely the classical “NGF signature,” characterized typically by IEG induction, followed by an up-regulation of their target genes (D'Onofrio et al., 2011).

### Gene ontology analysis highlights marked down-regulation of synaptic transmission-related genes

Down-regulated transcript categories include those related to synaptic transmission and synaptic plasticity, such as Calm3 (principal mediator of Ca^++^ signal, essential for CAMK activation), CAMKIIa, Dlc4 (better known as PSD95, main constituent of the post-synaptic compartment, essential for spine stability) and EIF2, involved in translational control of synaptic plasticity, acting on local protein synthesis (Toutenhoofd and Strehler, 2002; Bingol et al., 2010; Borck et al., 2012; Cane et al., 2014). Interestingly functional analysis of differential categories reveals down-regulation of Long Term Depression system at 1-month and of Long Term Potentiation at 3-months. It would be interesting to evaluate in future electrophysiological studies both LTD and LTP in this model.

Specific effects of proNGF on such crucial protein targets, essential for synaptic plasticity and for the establishment of long-term memory, may well sustain the behavioral deficits previously described in this model (Tiveron et al., 2013).

In TgproNGF#3 mice the observed spontaneous epileptic-like discharges could be due, in principle, to changes in post-natal maturation of Cl^−^ homeostasis, known to determine GABAergic system post-natal maturation. However, the expression of the cation-chloride cotransporters Nkcc1 and Kcc2 mRNA was not significantly altered in TgproNGF#3 mice HP. The most interesting insights of expression profiling derive from the analysis of the globally modulated categories, more than of single transcripts: LTP—related or synaptic transmission—related transcripts and ECM, as described below.

### ECM components show initial up-regulation followed by late down-regulation

In aged transgenic mice fewer genes were differentially modulated. The most striking transcriptional change involves ECM transcripts: interestingly, the trend is opposite in early and late neurodegeneration. Initial up-regulation of ECM transcripts at 3-months, possibly contributing to impaired plasticity, stands out in the context of a general mRNA down-regulation scenario, and is followed by their severe down-regulation at 12-months. Human genetic studies and analysis of transgenic mice deficient in ECM molecules link ECM molecules to epileptogenesis (Suzuki et al., 2002; Dityatev, 2010; Geissler et al., 2013). Our results place proNGF as a regulator of this link.

Interestingly, a consistent down-regulation of a number of collagen mRNAs, alongside the regulation of a number of ECM related mRNAs was observed in TgproNGF#3 mice, a finding which could be mechanistically related to structural alterations in the GABAergic inhibitory network and to a disruption of the excitatory/inhibitory balance. Indeed, the ECM is at the crossroad of circuit development, reshaping synaptic plasticity and excitatory/inhibitory balance in the nervous system. It is tempting to suggest that the ECM dysregulation uncovered by this transcriptional profile in TgproNGF#3 mice might be related to the neurological aspects of matrix diseases. Further studies will be required to investigate this aspect further.

### Alterations in the expression of selected BDNF splice variants

Taking into account that BDNF crucially controls the functional differentiation and maturation of FS-interneurons (Berghuis et al., 2004; Cancedda et al., 2007) we evaluated changes in the expression of BDNF splice-variants pattern.

BDNF splice variants are characterized by differential distribution in brain regions and in neuronal subcellular compartments (somatic vs. dendritic); their pattern is modulated in response to various stimuli and activity-dependent BDNF mRNA localization in dendrites is observed. Splice variant patterns constitute therefore a “spatial and temporal code” directing BDNF expression locally. Such regulation explains the contradictory effects of BDNF, which may oppose or promote epileptogenesis (Tongiorgi et al., 2006; Chiaruttini et al., 2008; Sakata et al., 2009). In the hippocampus, in basal conditions, the main BDNF dendritic variant is BDNF6 (although other variants are expressed in smaller amounts: 7 in CA1; 1, 6, and 9a in CA3; and 5, 6, 7, and 8 in DG). Stimuli such epileptogenesis prompt dendritic accumulation of variants 4 and 6 (and also, in small amounts, in selected subregions, of BDNF2, 3, and 9a) (Chiaruttini et al., 2008; Baj et al., 2013). Interestingly, in prefrontal cortex BDNF4 is known to play an essential role in GABA interneuron homeostasis (Sakata et al., 2009). Notably, proNGF selectively alters the complex pattern of BDNF transcripts, up-regulating BDNF3 and BDNF5 splice variants in 3-month-old TgproNGF#3 mice hippocampus. In the brain, BDNF3 is the only splice variant also expressed by microglial cells (Kruse et al., 2007) and is known to participate in macrophages activation process in an autocrine manner (Asami et al., 2006). The up-regulation of isoform BDNF3 at 3-months, suggests therefore an interesting involvement of microglial signaling. Future characterization of microglial phenotype is therefore necessary to address their hypothesized role. It is known that pilocarpine-treatment inducing status epilepticus changes the pattern of hippocampal BDNF mRNA variants in rat, selectively increasing transcript encoding exon3 in the DG (Baj et al., 2013). Notably, BDNF3 up-regulation is also induced by endothelin1 (ET1) (Böhm and Pernow, 2007), whose intraventricular injection evokes epileptic seizures, apparently mediated by its vasoconstrictor effect (Koyama et al., 2005). The hypothesis that up-regulation of BDNF3 in microglial cells, as a consequence of proNGF/NGF imbalance, contributes to E/I imbalance is intriguing and need to be addressed in future studies.

Consequences of up-regulation of BDNF5 (at 3-months of age) and down-regulation of BDNF1 (at 1- and 12-months) and BDNF2b (at 12-month), also observed in TgproNGF#3 mice hippocampus, require further investigation.

### Spontaneous epileptiform discharges in the HP network are a very early event

We observe the presence of spontaneous epileptic-like events in the HP network, previously described in aged TgproNGF#3 mice, in the hippocampus as early as at 1-month of age, when (as reported in Tiveron et al., 2013), the cholinergic deficit is not established yet, but proNGF is already accumulating. These spontaneous discharges spread also to the EC network at later ages (12-months). Therefore, their onset precedes the learning and memory deficit observed at 3-months of age, suggesting that E/I imbalance is a primary and direct consequence of proNGF/NGF unbalanced signaling. However, TgproNGF#3 mice do not exhibit frank spontaneous seizures; possible increased susceptibility to seizures will be evaluated in the future.

### Cellular targets of proNGF action

The known cellular targets of proNGF action are cells expressing p75^NTR^. Hippocampal expression of p75^NTR^ in principal neurons is weak or absent (Dougherty and Milner, 1999).

Parv+ interneurons in the DG do not express p75^NTR^, whereas they are physiologically known to express NGF (Holm et al., 2009; Biane et al., 2014) and to feed the NGF-dependent BF cholinergic fibers, expressing both TrkA and p75^NTR^, that make synaptic contacts with them in the DG (Figure 9), predominantly with processes (Dougherty and Milner, 1999; Ludkiewicz et al., 2002). Parv+ interneurons do not express trkA, but are known to express trkB, being responsive to BDNF (Holm et al., 2009). However, the overall expression of BDNF is not affected in TgproNGF#3 mice hippocampus. Interestingly, some changes in BDNF splicing variants were observed: a different pattern in BDNF splicing variants may account, at least in part, for alterations in Parv+ interneurons homeostasis. A cholinergic deficit starting from 3-months was detected in TgproNGF#3 mice (Tiveron et al., 2013) as confirmed also by hippocampal transcriptomic data (not shown). 

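A list of 15 cholinergic genes was tested with camera, of which 13 could be measured at each age. Its list value was 0.02 at 1 month (9 genes higher and 4 lower than the mean of the other genes, unadjusted camera p = 0.625), 0.41 at 3 months (10 higher, 3 lower, p = 0.0449) and 0.07 at 12 months (9 higher, 4 lower, p = 0.46), and on single arrays of 3 months the list lay between 0.18 and 0.49 in TgproNGF#3 and between -0.06 and 0.08 in WT mice, which is complete separation (smallest possible exact permutation p). With fry the 3-month p was 0.201. No gene of the list was called in limma at any age with the settings used throughout. At 3 months 5 genes had an unadjusted p below 0.05, 1 passed adjusted over all probes tested and 2 adjusted over the list alone, 1 higher and 1 lower. Chrm1 had a Log2 FC of -0.61 (standard error 0.148, adjusted p = 0.0373) and Ngfr, the gene of p75NTR, of 0.57 (0.165, adjusted p = 0.0632) at 3 months, both with groups apart (exact permutation p = 0.029, n = 4 and 4). Chat was 0.15 at 3 months (0.277, adjusted p = 0.764) and 0.17 at 12 months (0.239, adjusted p = 0.793). Ache was 0.41 at 3 months (0.17, adjusted p = 0.159) and Bche 0.92 (0.295, adjusted p = 0.0853), which was called under 7 of 21 alternatives: with dim spots kept (1.05), with the 75th percentile over all spots (1.05), with probes above background on every array of both groups or of at least 1 group, and without TgproNGF#3 replicate 3 (1.17), TgproNGF#3 replicate 4 (1.03) or WT replicate 3 (1.01). Slc5a7, Chrm2 and Chrna4 were also called at 3 months under some of them. Chrm5 was not well above background on enough arrays to be tested.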

Pathological conditions characterized by increased levels of proNGF in the brain, might lead to a reduced cholinergic drive to Parv+ interneuron, with the ensuing E/I imbalance (Figure 9B). How astrocytes, which are also a potential target of proNGF actions, contribute to this mechanism is being currently investigated.

**Figure 9:**
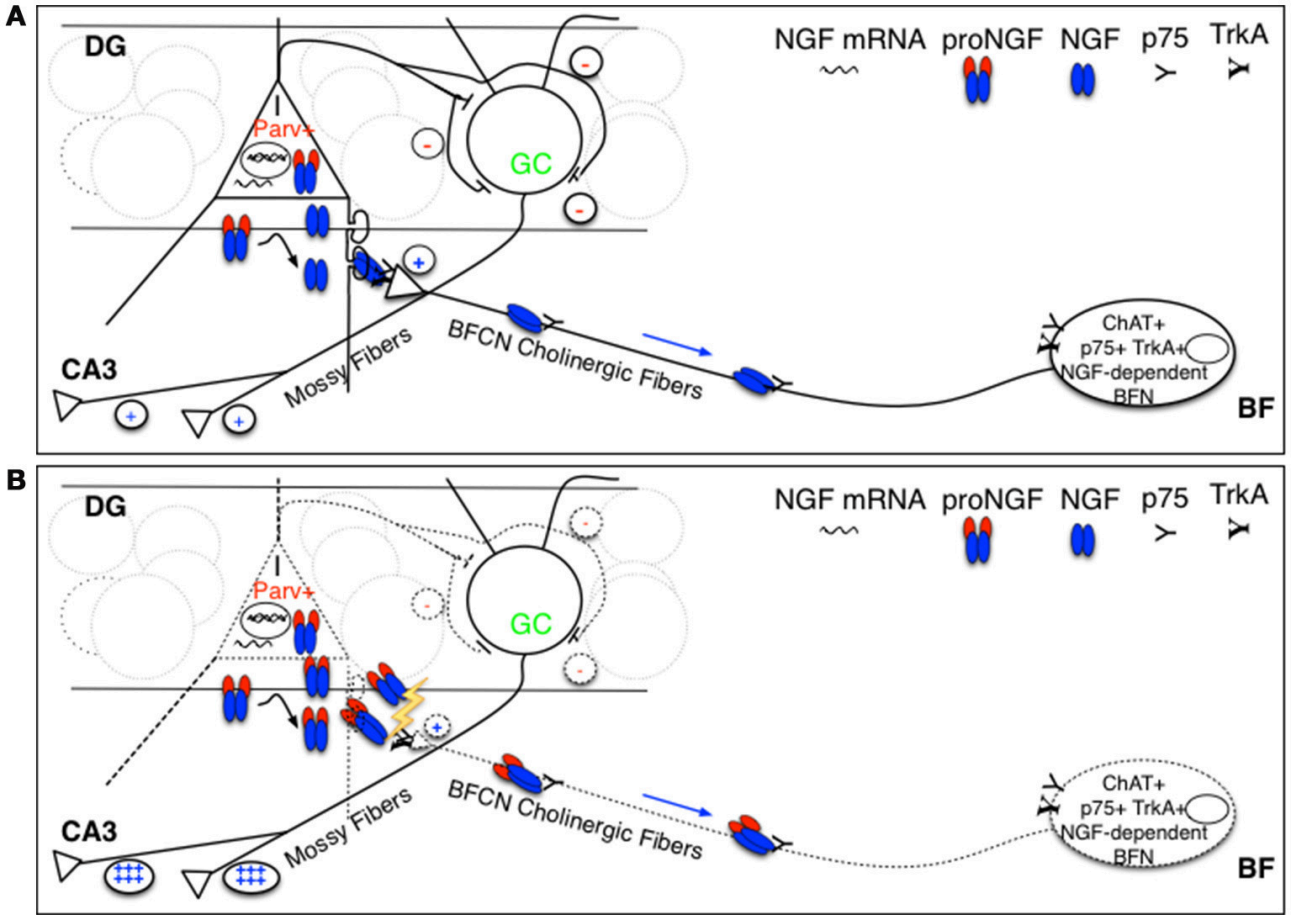
**Schematic representation of hypothesized targets of proNGF/NGF imbalance. (A)** We hypothesize that proNGF/NGF imbalance primarily impacts Parv+ interneurons that make inhibitory synaptic contact with DG granule cells that project their axons (the so-called Mossy fibers) to CA3 neurons. These interneurons normally produce NGF and feed cholinergic fibers deriving from NGF-dependent BFN expressing p75NTR, making synaptic contact with Parv interneuron dendrites in the DG. In such a way, cholinergic input tunes Parv+ interneuron inhibitory output onto granule cells, affecting their excitatory activity to CA3 neurons (mediated by Mossy fibers). **(B)** Overexpression of furin-resistant proNGF, producing an NGF/proNGF imbalance, severely impairs cholinergic fibers, disrupting this feed-back control mechanism influencing hippocampal memory encoding and retrieval and contributing to E/I imbalance. I, interneuron; Parv+, parvalbuminergic interneuron; GC, granule cell; DG, dentate gyrus; BFN, Basal Forebrain Neuron.

Taking into account the time-scale of the observed cholinergic deficit (measured as reduced counting of ChAT+ neurons, starting from 3-months of age, Tiveron et al., 2013), it precedes the selective depletion of Parv+ interneurons. However, it seems difficult to explain the early onset of epileptiform discharges in the hippocampus (at 1-month of age), as a consequence of an interneuron dysfunction occurring much later, according to the timeline of progression of TgproNGF#3 phenotype. Moreover, we previously showed (Tiveron et al., 2013) that cholinergic impairment is not present at 1-month of age, therefore it cannot represent the “primum movens” responsible of the supposed hyperexcitability suggested by MEA results, although we cannot exclude that a reduced functional cholinergic drive begins even earlier.

To better understand the hypothesized cycle linking proNGF, neurodegeneration and E/I homeostasis, further electrophysiological evaluation at early stages of proNGF/NGF imbalance is needed. A functional study directly addressing the effective E/I ratio is therefore expected to provide more clues about the real upstream driver.

Moreover, the selective involvement of the DG in alterations of Parv+ neurons/PNN system, jointly with transcriptomic data, showing down-regulation of synaptic transmission-related transcripts, suggest future analysis of DG–LTP, frequently altered in neurodegeneration models (Houeland et al., 2010).

## Conclusions

Neuronal network hyperexcitability and cognitive dysfunction have been detected in mouse models of AD and associated to depletion of Ca^++^ dependent proteins and to inhibitory interneuron deficits or hippocampal remodeling (Palop et al., 2011; Verret et al., 2012). Reported experimental evidence favors a view of E/I imbalance as a consequence of amyloidogenic process activation (Palop and Mucke, 2009; Palop et al., 2007; Palop and Mucke, 2010; Harris et al., 2010), but also as upstream driver of neurodegeneration and cognitive impact (Sanchez et al., 2012), since antiepileptic treatment was shown to slow down the cognitive decline in transgenic models of neurodegeneration and, recently, in MCI subjects (Sanchez et al., 2012; Bakker et al., 2015).

Our results provide further mechanistic insights into the negative cycle linking proNGF, neurodegeneration and E/I homeostasis (Tiveron et al., 2013).

In summary, we observed a regional- and cellular-selective Parvalbumin interneuron and PNN depletion in the DG, but not in other hippocampal regions. These results demonstrate that in the hippocampus the DG is selectively vulnerable to altered proNGF/NGF signaling. Parvalbumin interneuron depletion is also observed in the amygdala, a region strongly connected to the hippocampus and likewise receiving cholinergic afferences.

However, the onset of spontaneous discharges in the hippocampal network precede those changes, suggesting E/I imbalance represents a primary event, immediately following proNGF accumulation. The observed alterations in the expression of selected BDNF splice variants might be directly involved; the impact of those changes on E/I balance and how they relate to proNGF increase are intriguing questions that need to be addressed further.

## Author contributions

LF and RB are joint first authors. LF, RB, and AC: designed experiments. LF, RB, FL, IA, NB, MD, and AC: performed experiments. LF, RB, IA, FL, NB, SC, MD, and AC: analyzed data. LF and AC wrote the manuscript. All authors read, reviewed, and commented the manuscript. LF and IA prepared the figures.

## Funding

This work was funded by the following grants: FIRB RBAP10L8TY from the Italian Ministry of Higher Education and Scientific Research; Fondazione Roma; PAINCAGE FP7 Collaborative Project number 603191; Fondazione Italiana Sclerosi Multipla FISM 2013/R/6; Italian Research Council (Framework Agreement EBRI-CNR 2015–2017) and European grant Horizon H2020-ICT-2016, “MADIA,” number 1732678.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

NGF: Nerve Growth Factor
AD: Alzheimer's Disease
wt: wild-type
HP: hippocampus
BF: basal forebrain
BFCN: basal forebrain cholinergic neurons
EC: entorhinal cortex
E/I: excitatory/inhibitory
MEA: multi electrode array
ECM: extracellular matrix proteins
PNN: perineuronal net
Parv: Parvalbumin
CB: calbindin
MCI: mild cognitive impairment
DG: dentate gyrus
FS: fast-spiking
BDNF: brain-derived neurotrophic factor
LTP: Long Term Potentiation
LTD: Long Term Depression.

# Supplementary material for: ProNGF Drives Localized and Cell Selective Parvalbumin Interneuron and Perineuronal Net Depletion in the Dentate Gyrus of Transgenic Mice
**Source:** Front Mol Neurosci. 2017 Feb 9;10:20. doi: 10.3389/fnmol.2017.00020
**Supplement:** Supplementary file 2

## Slide 1
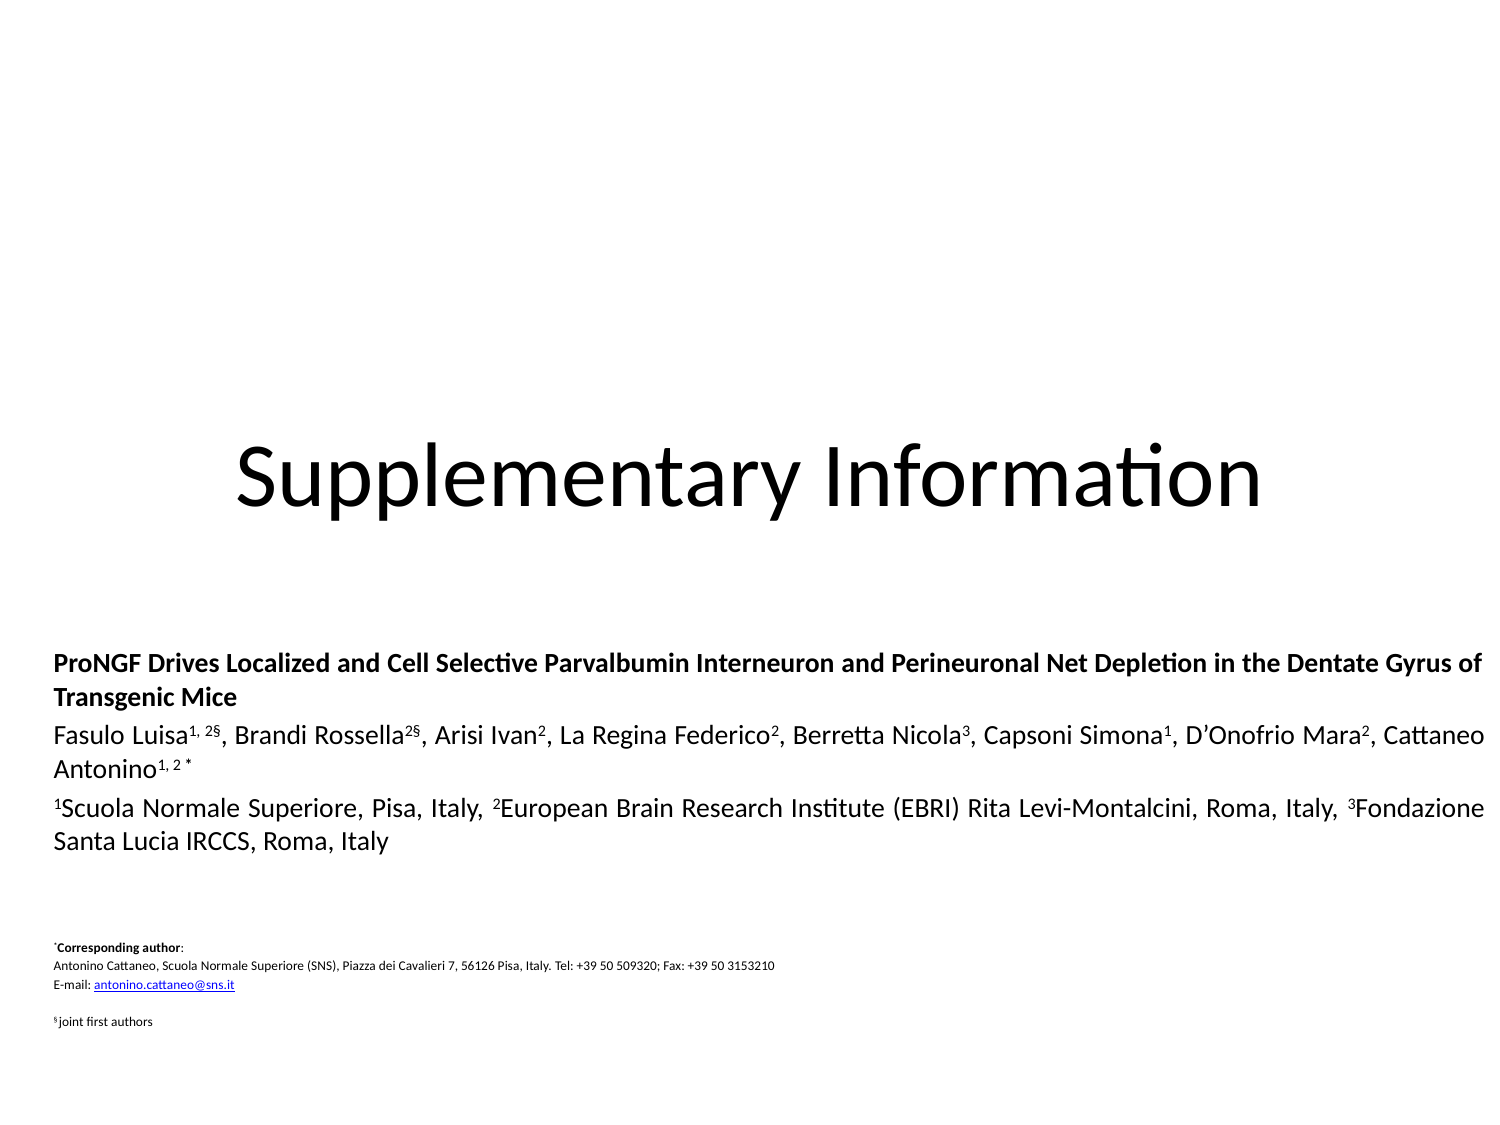

# Supplementary Information
ProNGF Drives Localized and Cell Selective Parvalbumin Interneuron and Perineuronal Net Depletion in the Dentate Gyrus of Transgenic Mice
Fasulo Luisa1, 2§, Brandi Rossella2§, Arisi Ivan2, La Regina Federico2, Berretta Nicola3, Capsoni Simona1, D’Onofrio Mara2, Cattaneo Antonino1, 2 *
1Scuola Normale Superiore, Pisa, Italy,
§ joint first authors

## Slide 2
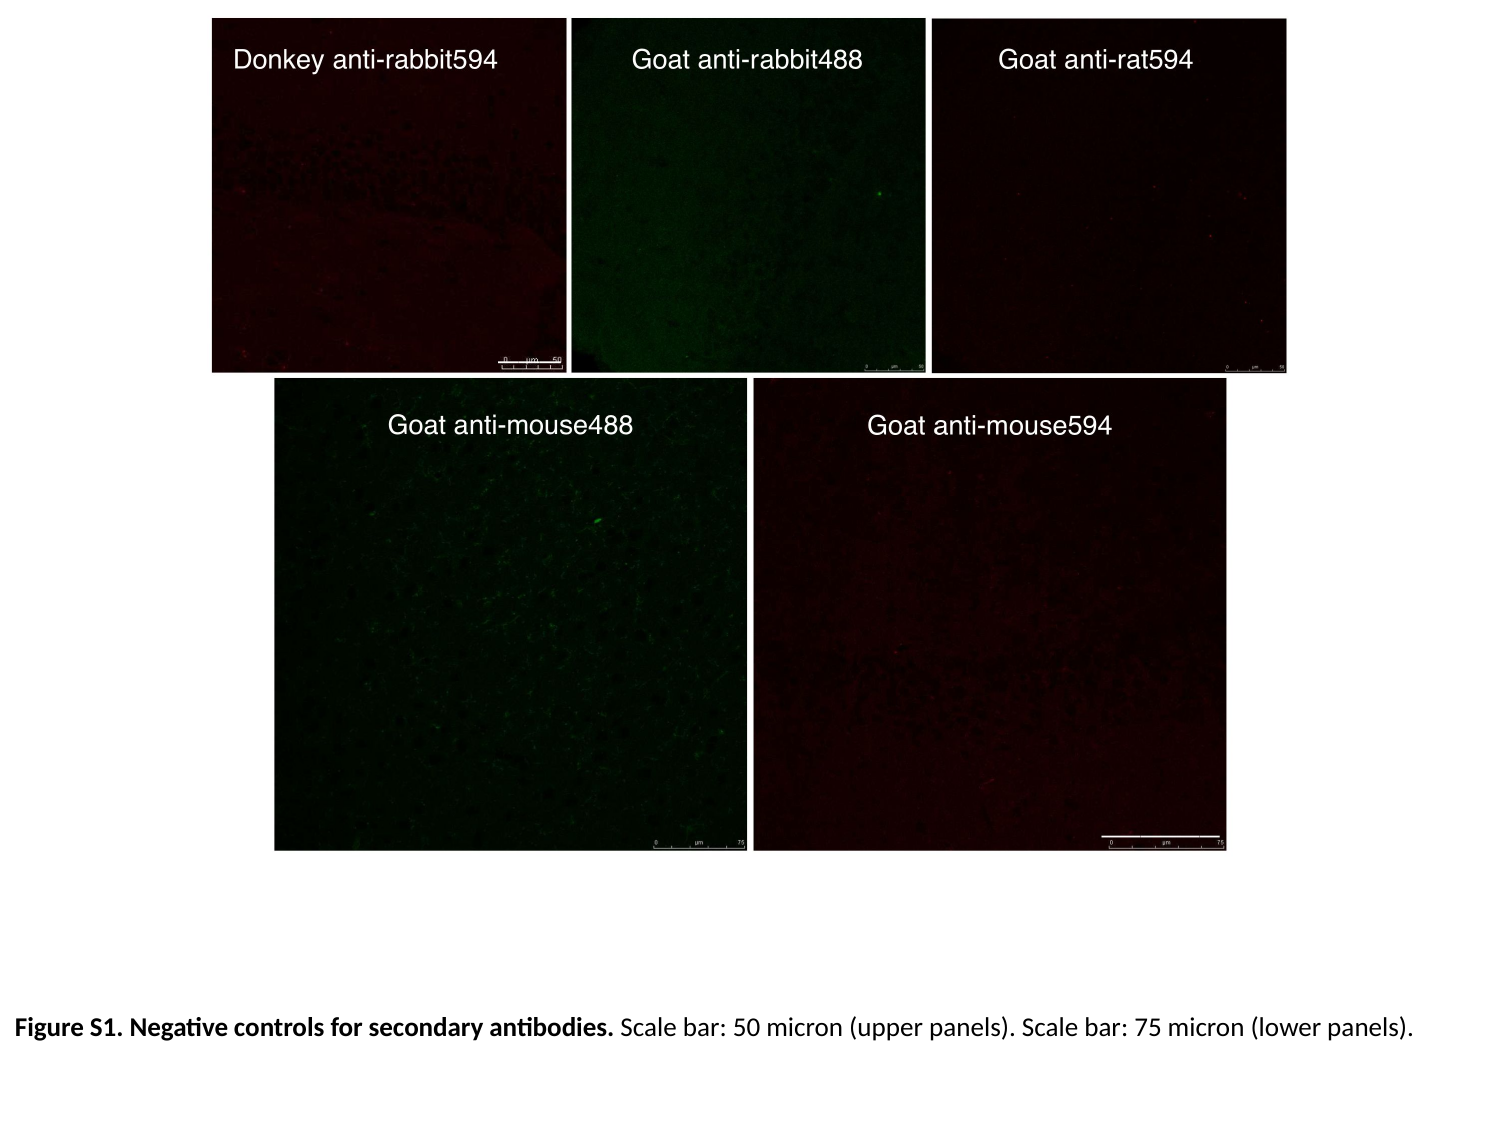

#
Figure S1. Negative controls for secondary antibodies. Scale bar: 50 micron (upper panels). Scale bar: 75 micron (lower panels).

## Slide 3
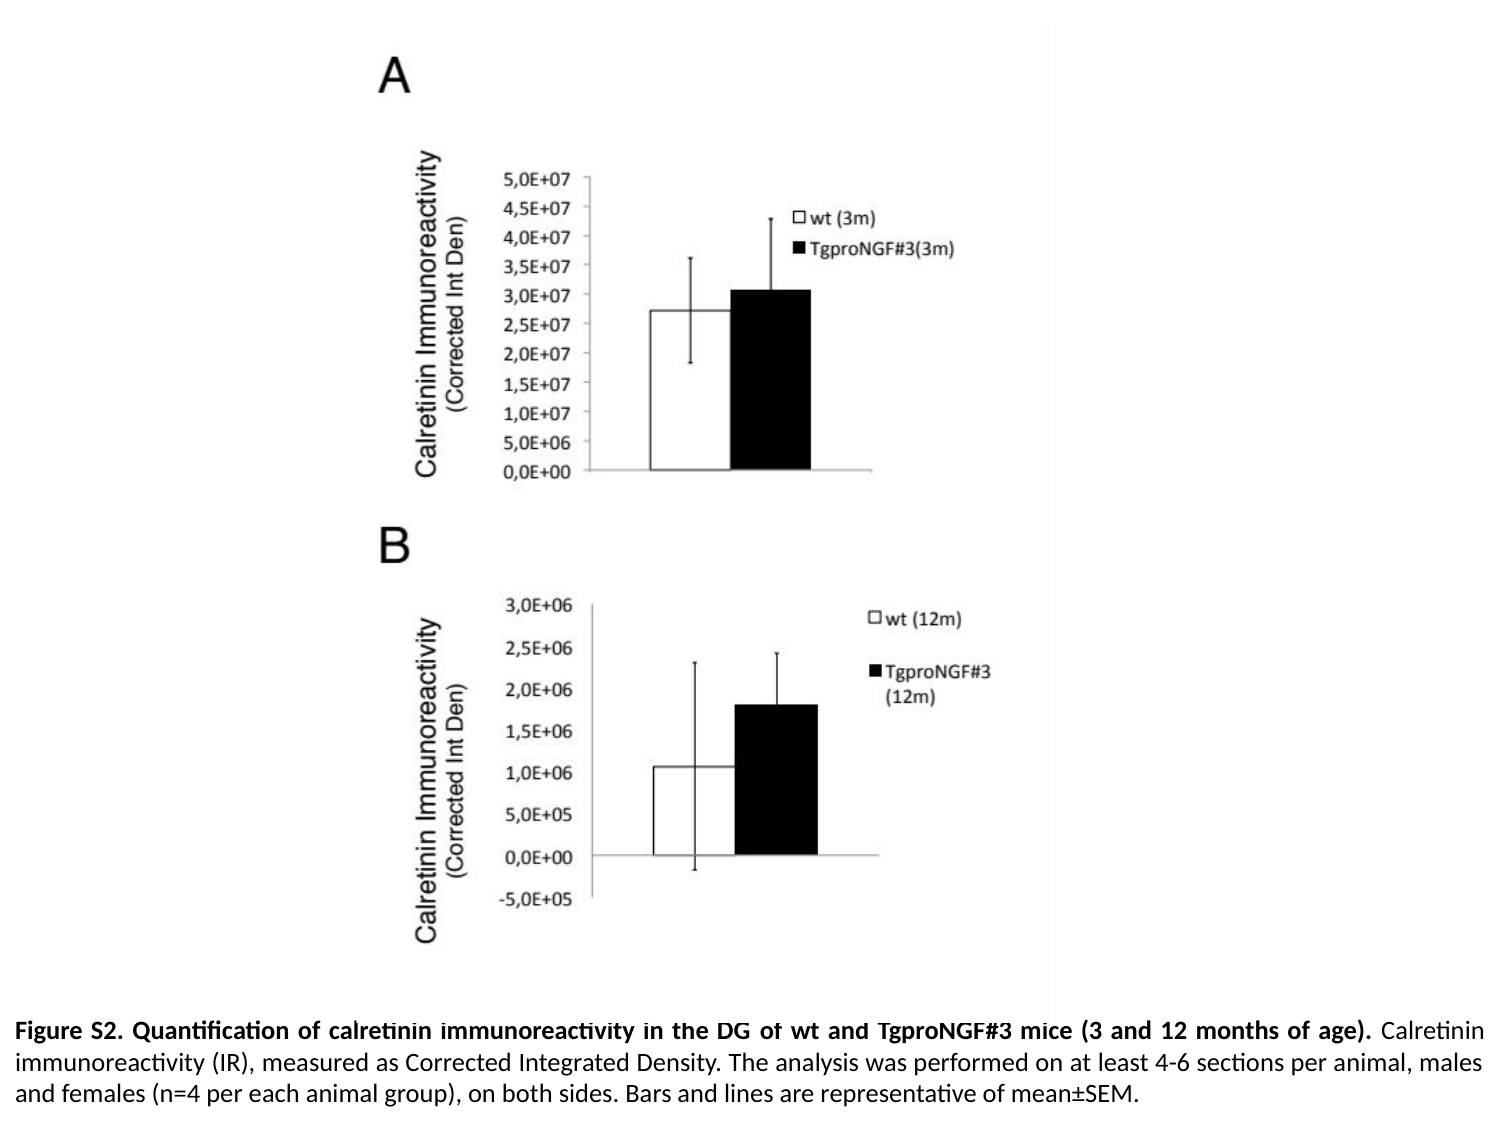

# Figure S2. Quantification of calretinin immunoreactivity in the DG of wt and TgproNGF#3 mice (3 and 12 months of age). Calretinin immunoreactivity (IR), measured as Corrected Integrated Density. The analysis was performed on at least 4-6 sections per animal, males and females (n=4 per each animal group), on both sides. Bars and lines are representative of mean±SEM.

## Slide 4
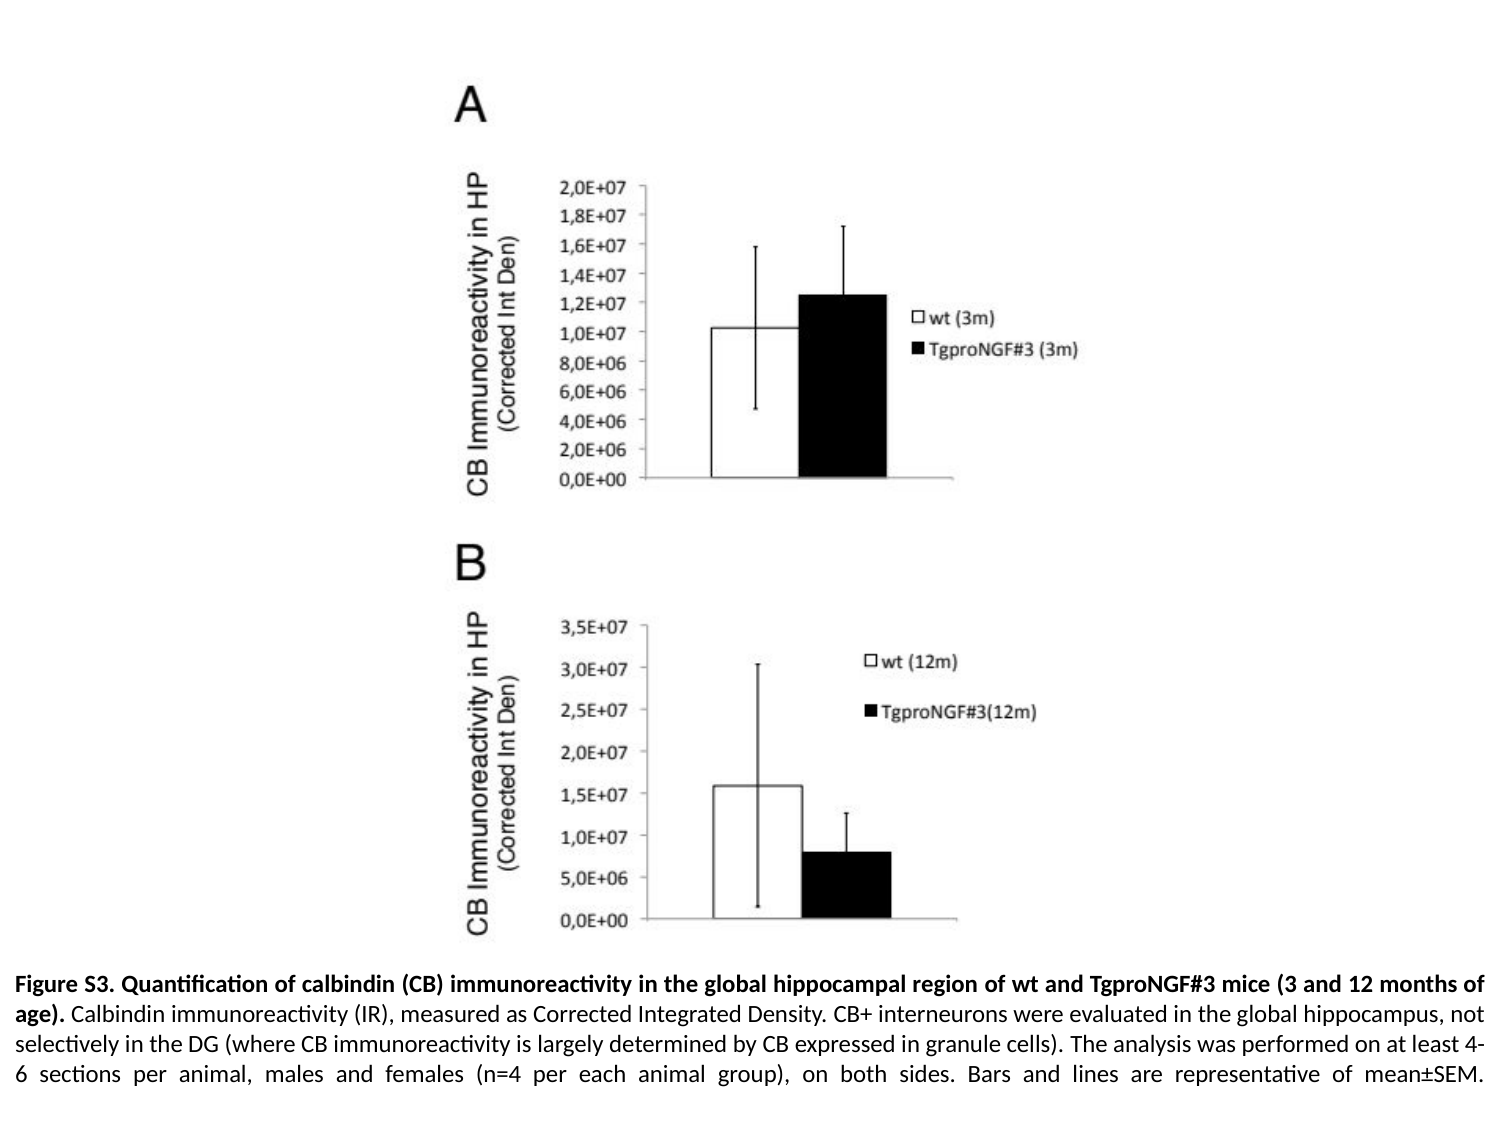

# Figure S3. Quantification of calbindin (CB) immunoreactivity in the global hippocampal region of wt and TgproNGF#3 mice (3 and 12 months of age). Calbindin immunoreactivity (IR), measured as Corrected Integrated Density. CB+ interneurons were evaluated in the global hippocampus, not selectively in the DG (where CB immunoreactivity is largely determined by CB expressed in granule cells). The analysis was performed on at least 4-6 sections per animal, males and females (n=4 per each animal group), on both sides. Bars and lines are representative of mean±SEM.

## Slide 5
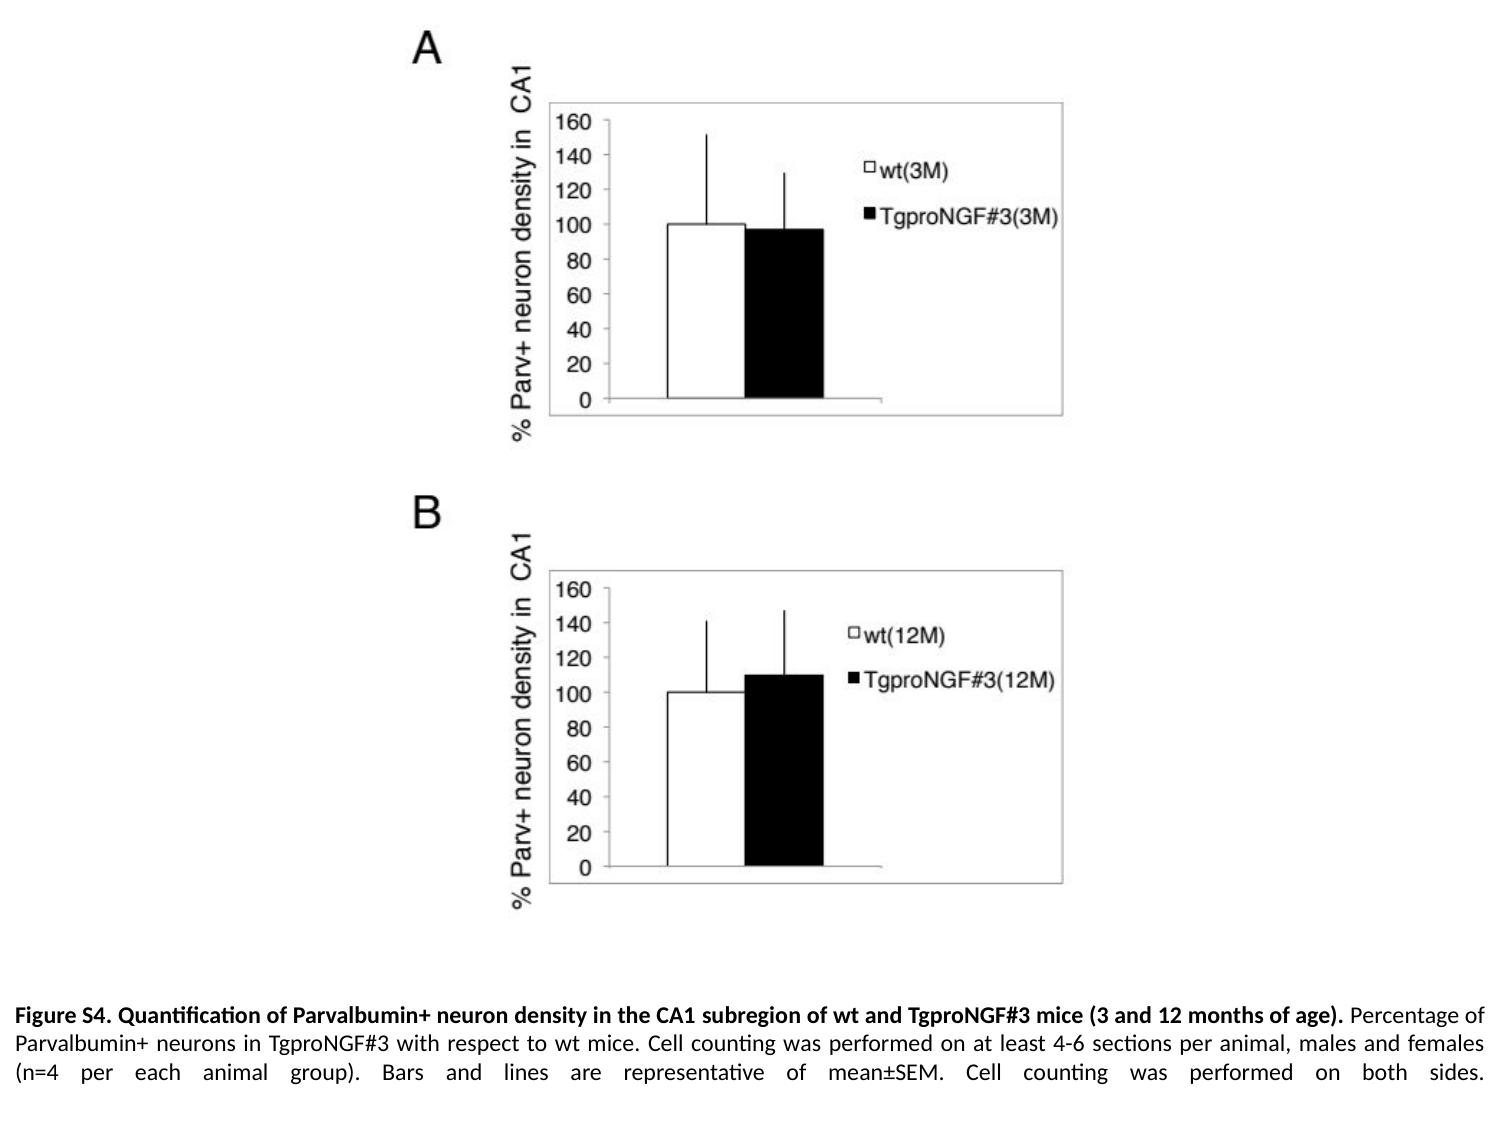

# Figure S4. Quantification of Parvalbumin+ neuron density in the CA1 subregion of wt and TgproNGF#3 mice (3 and 12 months of age). Percentage of Parvalbumin+ neurons in TgproNGF#3 with respect to wt mice. Cell counting was performed on at least 4-6 sections per animal, males and females (n=4 per each animal group). Bars and lines are representative of mean±SEM. Cell counting was performed on both sides.

## Slide 6
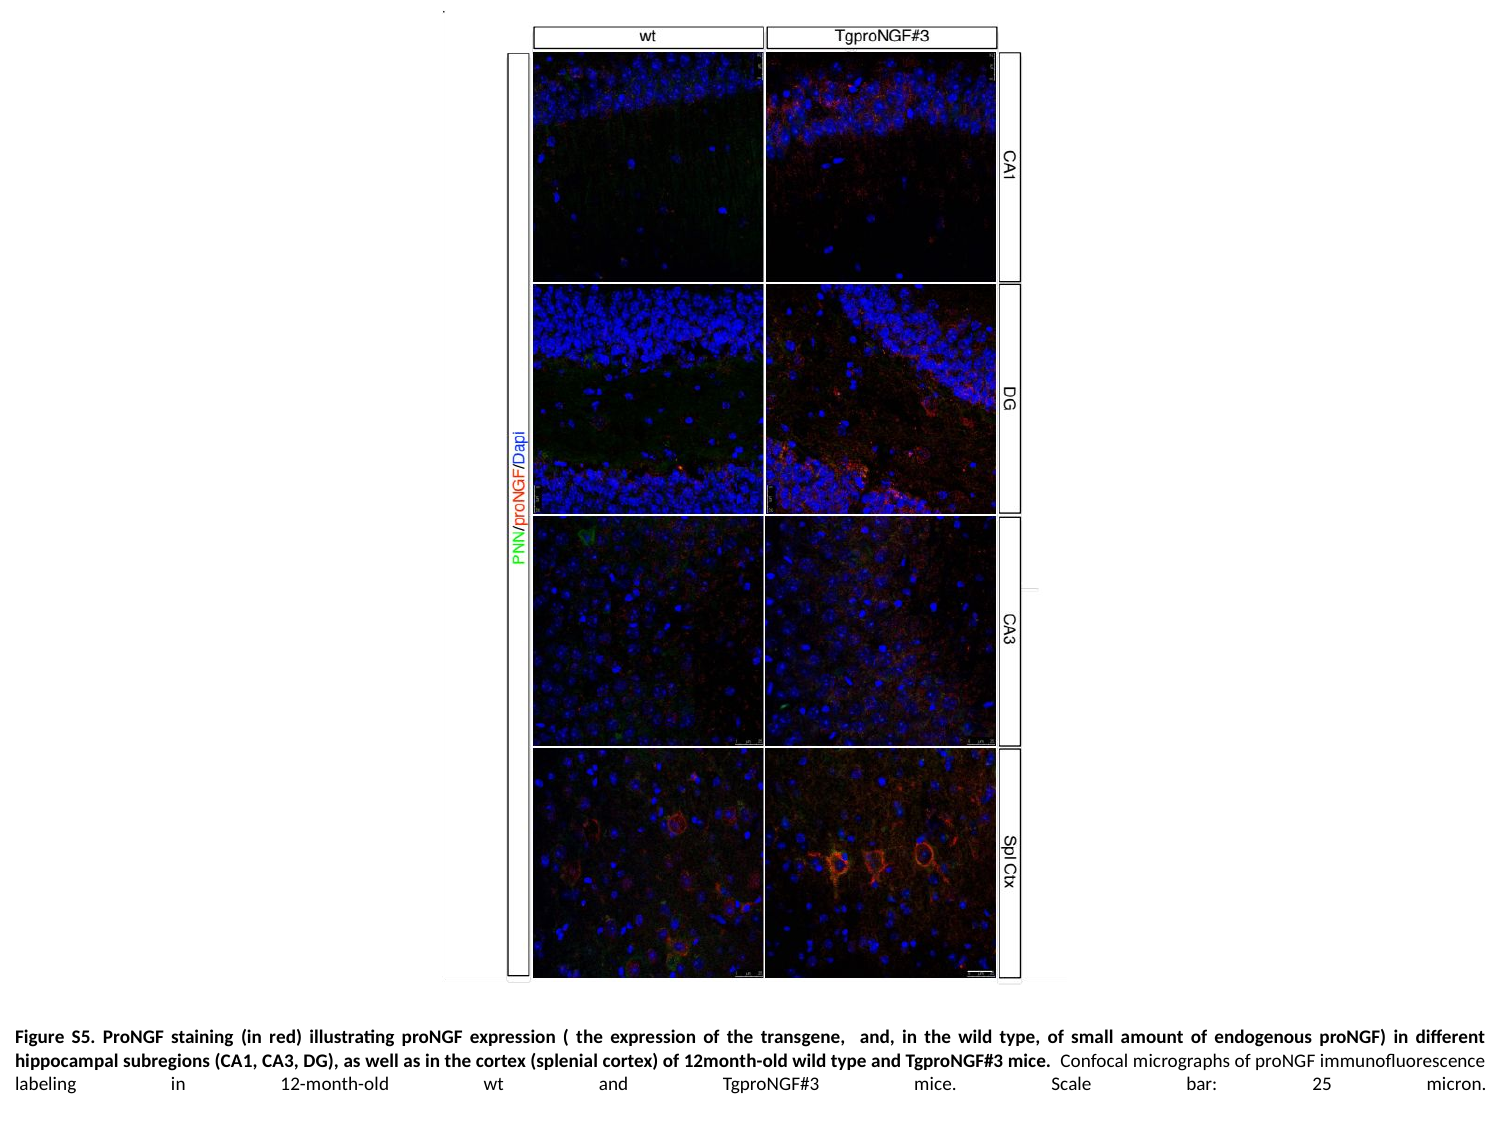

# Figure S5. ProNGF staining (in red) illustrating proNGF expression ( the expression of the transgene, and, in the wild type, of small amount of endogenous proNGF) in different hippocampal subregions (CA1, CA3, DG), as well as in the cortex (splenial cortex) of 12month-old wild type and TgproNGF#3 mice. Confocal micrographs of proNGF immunofluorescence labeling in 12-month-old wt and TgproNGF#3 mice. Scale bar: 25 micron.

## Slide 7
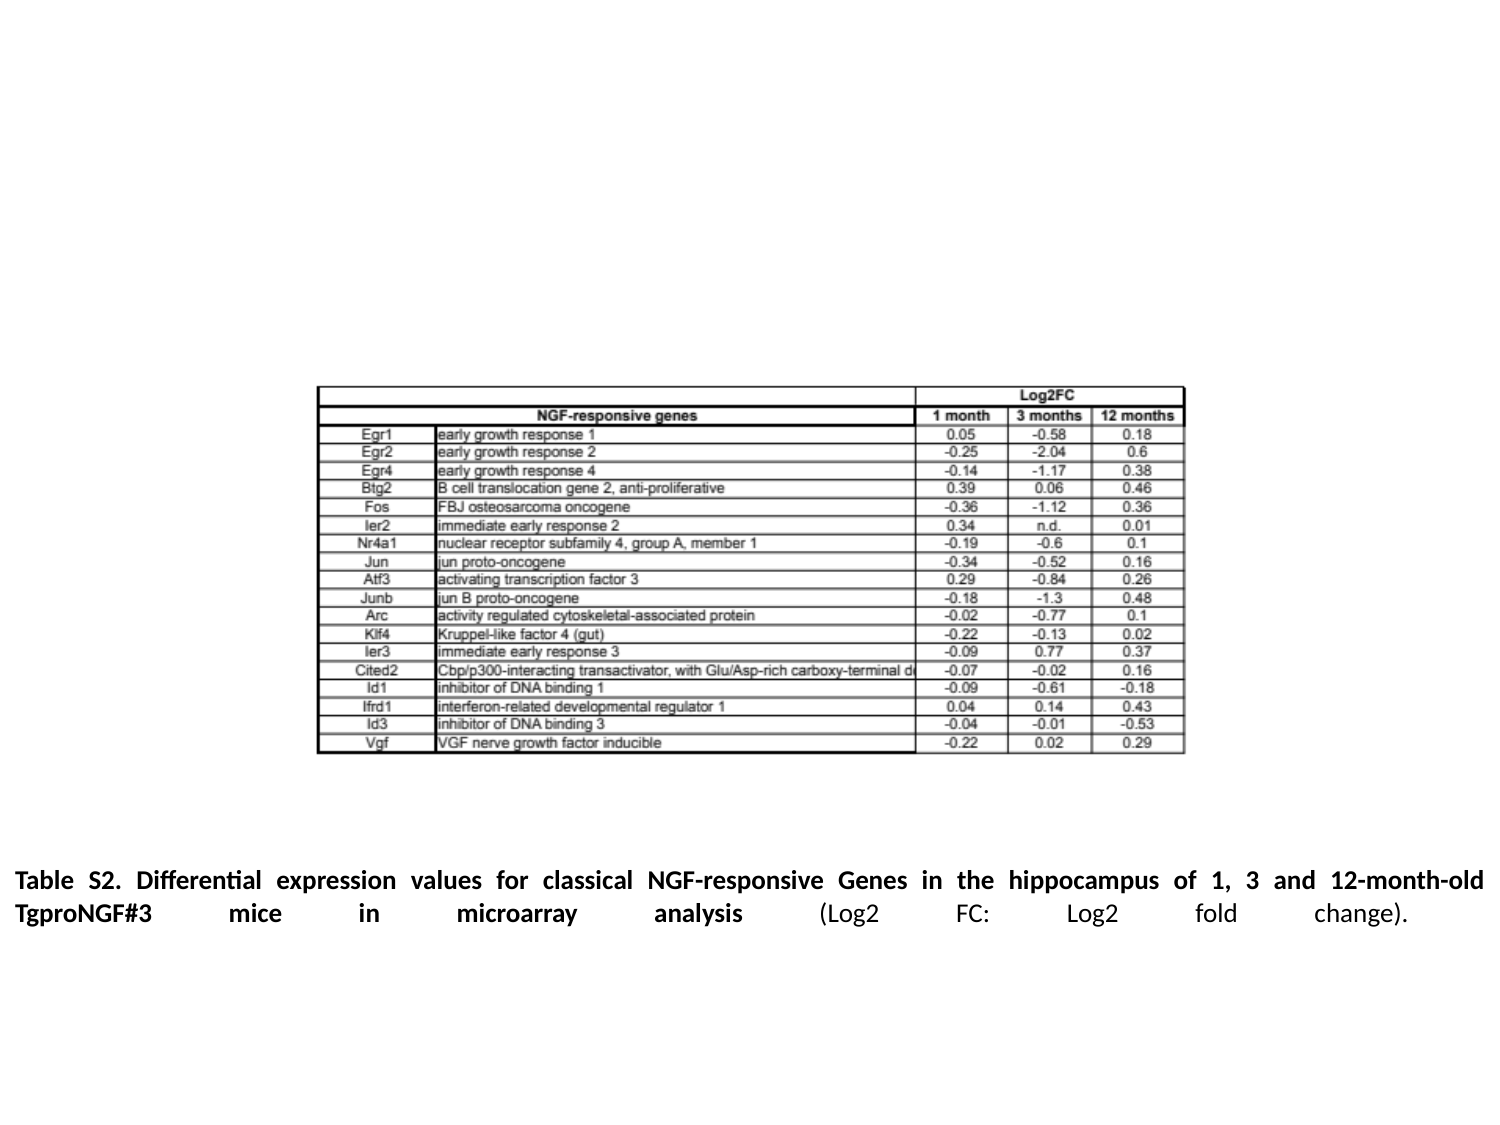

# Table S2. Differential expression values for classical NGF-responsive Genes in the hippocampus of 1, 3 and 12-month-old TgproNGF#3 mice in microarray analysis (Log2 FC: Log2 fold change).

## Slide 8
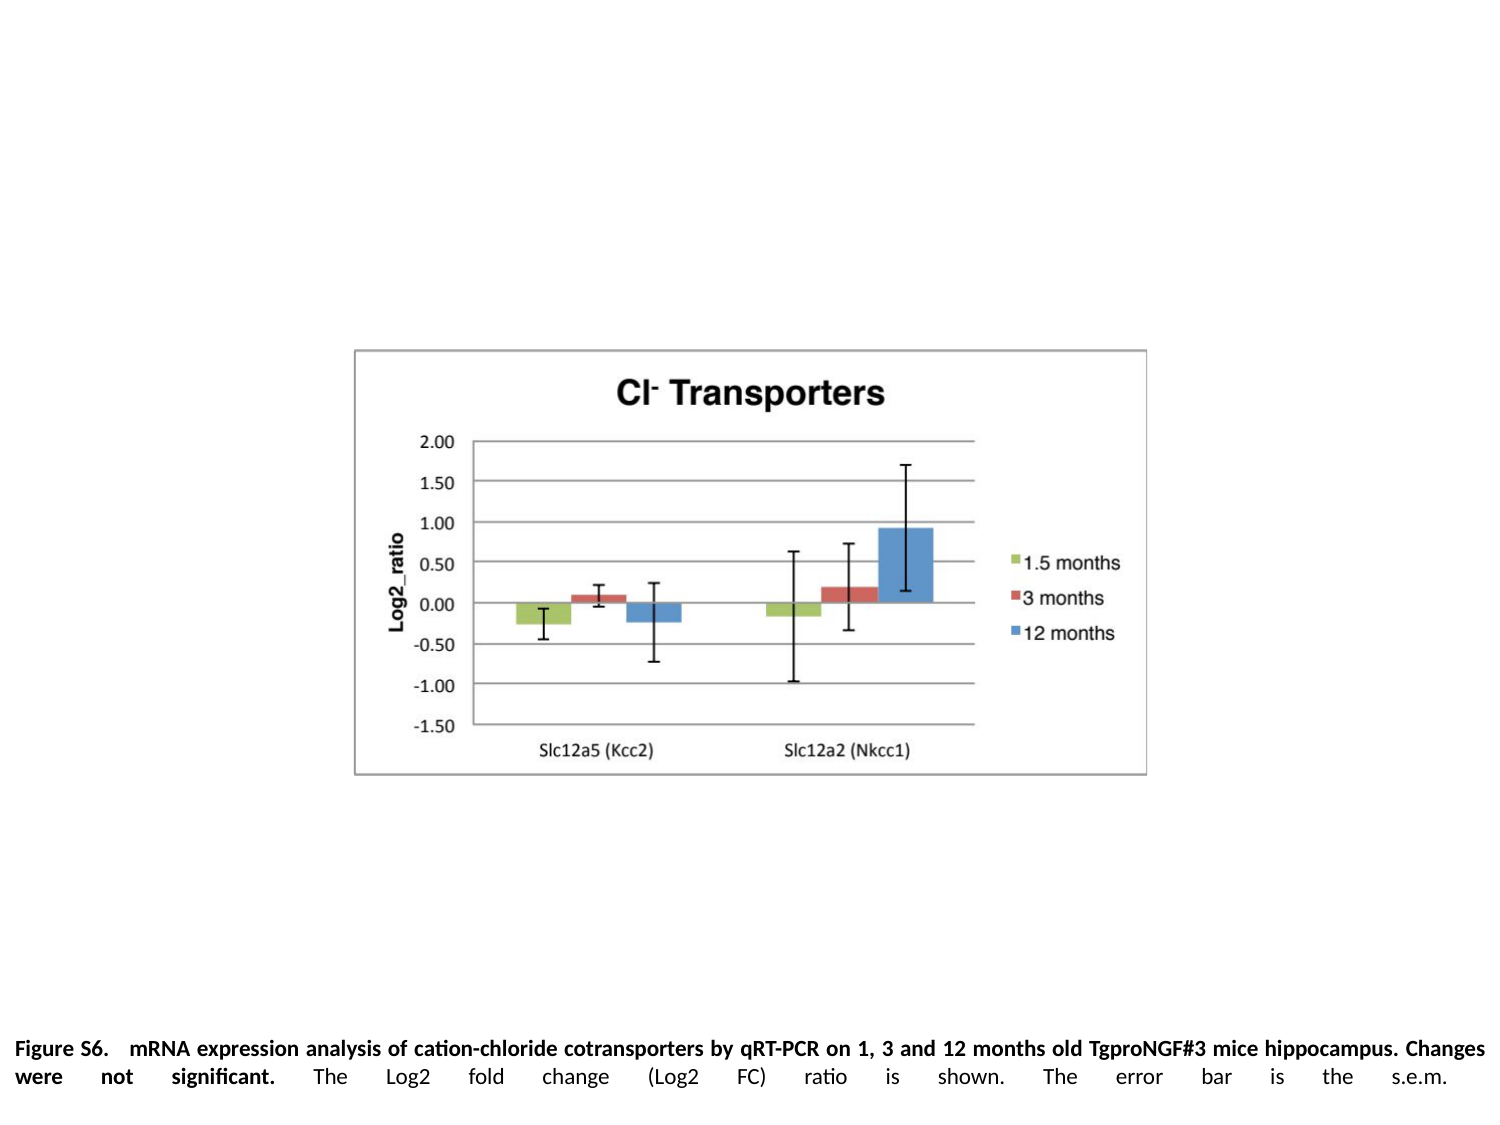

# Figure S6. mRNA expression analysis of cation-chloride cotransporters by qRT-PCR on 1, 3 and 12 months old TgproNGF#3 mice hippocampus. Changes were not significant. The Log2 fold change (Log2 FC) ratio is shown. The error bar is the s.e.m.

## Slide 9
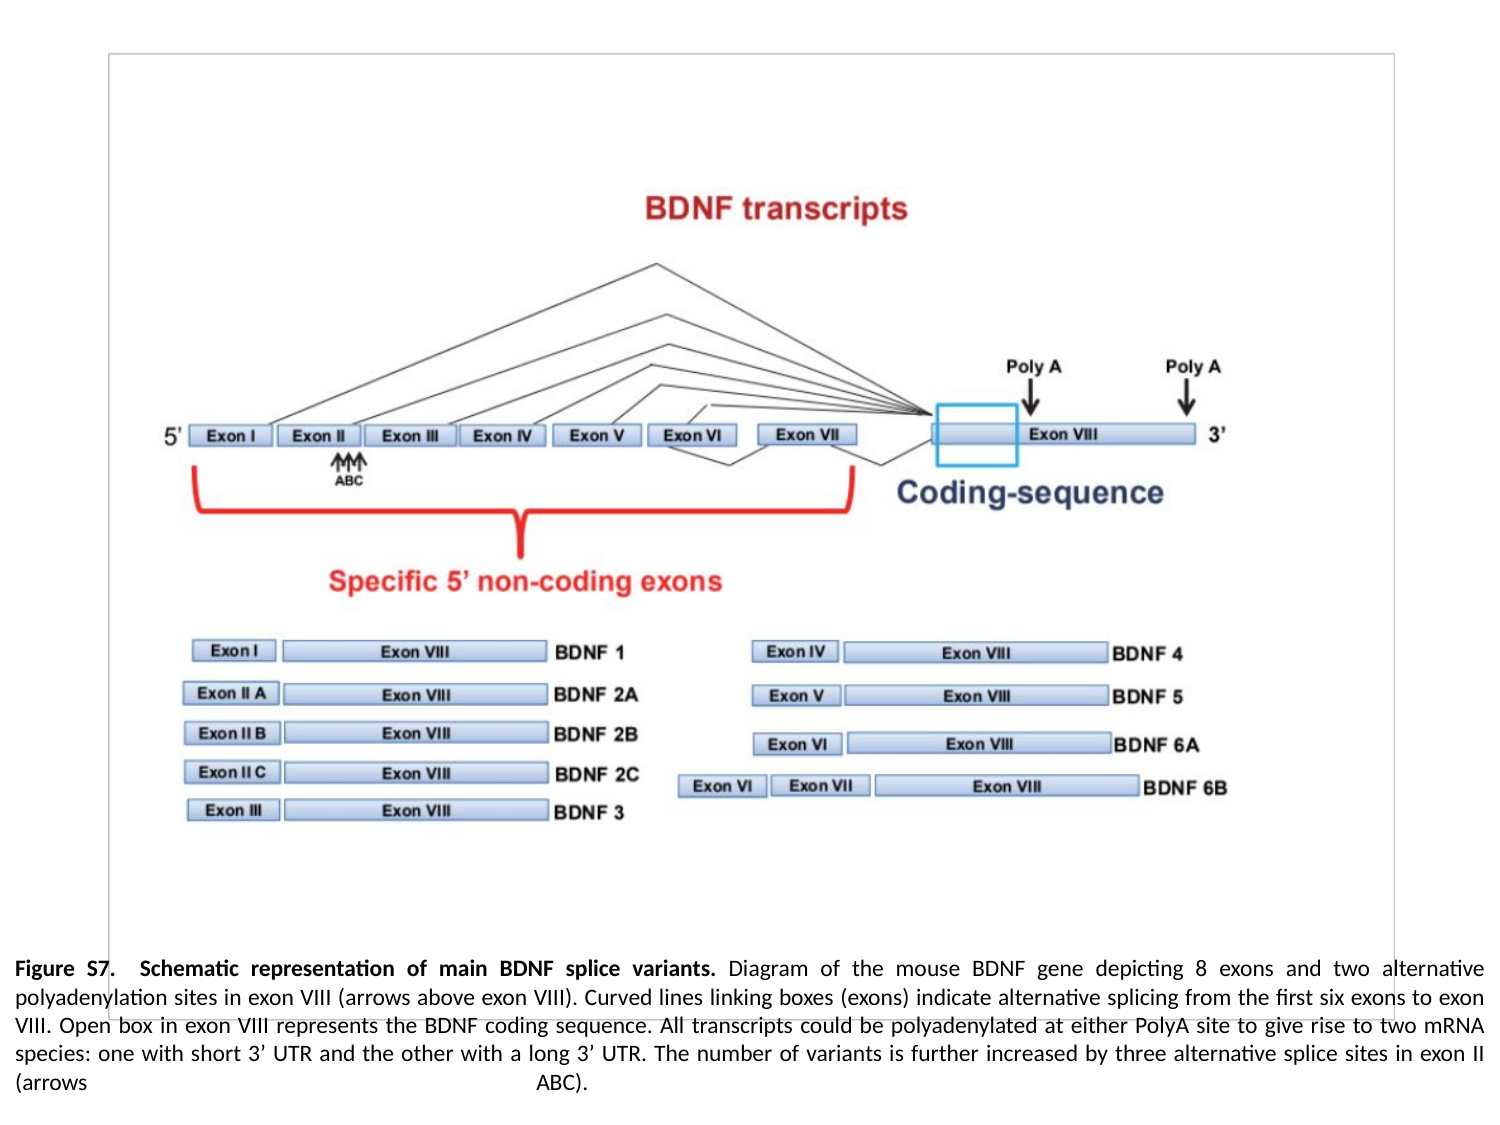

# Figure S7. Schematic representation of main BDNF splice variants. Diagram of the mouse BDNF gene depicting 8 exons and two alternative polyadenylation sites in exon VIII (arrows above exon VIII). Curved lines linking boxes (exons) indicate alternative splicing from the first six exons to exon VIII. Open box in exon VIII represents the BDNF coding sequence. All transcripts could be polyadenylated at either PolyA site to give rise to two mRNA species: one with short 3’ UTR and the other with a long 3’ UTR. The number of variants is further increased by three alternative splice sites in exon II (arrows ABC).

## Slide 10
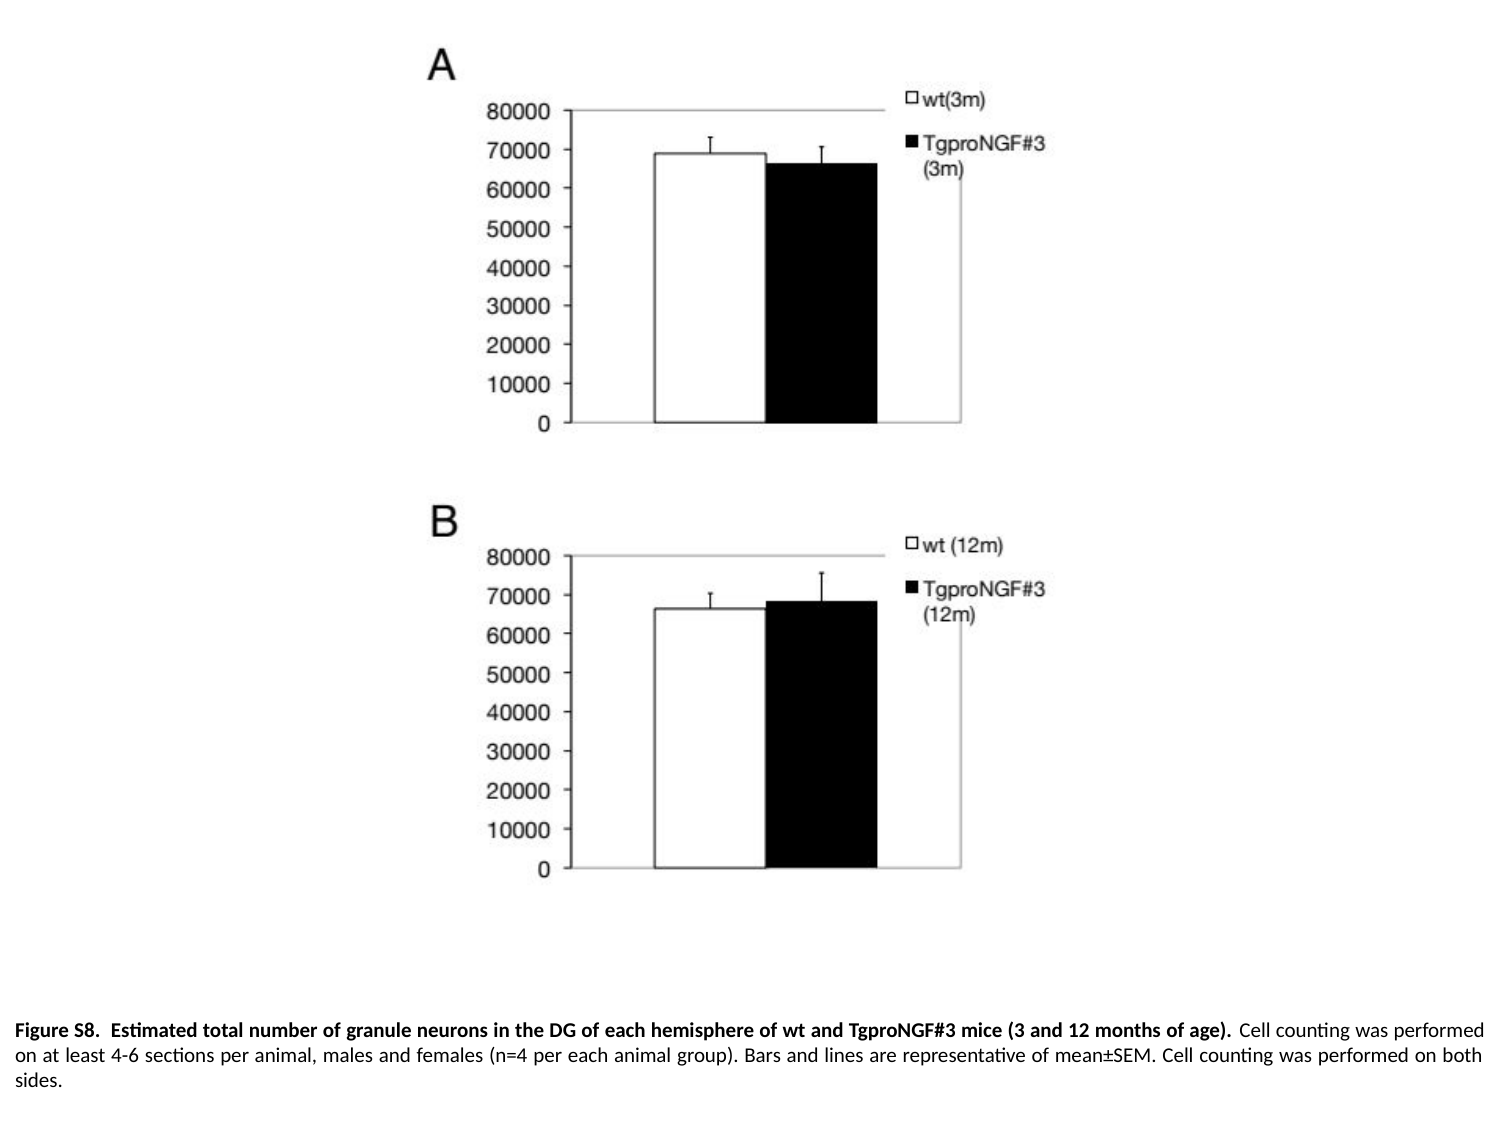

# Figure S8. Estimated total number of granule neurons in the DG of each hemisphere of wt and TgproNGF#3 mice (3 and 12 months of age). Cell counting was performed on at least 4-6 sections per animal, males and females (n=4 per each animal group). Bars and lines are representative of mean±SEM. Cell counting was performed on both sides.

How the deposited data were processed for this re-analysis (not part of the article)

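Hippocampal RNA from 22 mice was measured, 1 mouse per array, in TgproNGF#3 and WT mice of 1 month (4 and 4), 3 months (4 and 4) and 12 months (3 and 3). The sample labels give males at 1 and 3 months and females at 12 months. Sex was checked on the arrays: a probe of Xist (A_52_P113537) was well above background on 0 of 16 arrays labelled male and 6 of 6 labelled female, and a probe of Ddx3y on 16 of 16 and 0 of 6. Each age was hybridized on its own slide. At 1 month the TgproNGF#3 arrays lie in array columns 3 and 4 of the slide and the WT arrays in columns 1 and 2. The 3 TgproNGF#3 arrays of 12 months share an array row with WT replicate 3 alone, and the other 2 WT arrays lie in the other row.

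The authors deposited, per spot, the intensity that Feature Extraction computes from the scanned Cy3 image after subtracting the background and removing spatial trends, without any scaling between arrays. They also deposited log2 values of this signal in which each array was shifted so that its 75th percentile over the probes kept is the same. These log2 values differ from the log2 of the spot intensities by 1 constant per array (largest SD of the difference over probes 0.03). No spot was saturated, and 0 columns were left without a sample.

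From the spot intensities, control spots, spots not well above background and spots marked as outliers by the software were left out. The log2 intensity minus the 75th percentile of the spots left on the array was averaged over the spots of a probe. The 75th percentile lay between 10.961 and 11.964 (log2) on the TgproNGF#3 arrays of 1 month and between 10.483 and 11.937 on the WT arrays, between 10.843 and 11.792 and between 10.72 and 11.503 at 3 months, and between 10.967 and 11.267 and between 10.413 and 11.017 at 12 months. Gene symbols were given through RefSeq identifiers (28026 probes) and through Table S1 (179 probes).

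Groups were compared within each age with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), for probes with at least 2 values in each group. Probes were called at an unadjusted p below 0.05 with a Log2 FC above 1 or below -1, and Benjamini-Hochberg adjusted p-values over all probes tested are given beside the calls. Single genes were also compared with two-sided exact permutation tests where all arrays had a value. Gene lists were tested with cameraPR in limma (correlation between genes 0.01), with fry, and with fgsea 1.28.0 (10000 permutations). The p-values of 8 lists at 3 ages were adjusted together (24 tests). The cholinergic list and the differences between 12 and 3 months have their own p. Tables were handled with data.table 1.17.8.

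The replicate numbers in the sample labels were taken to pair the arrays of 1 month. Deviations from the group means of arrays with the same number correlated by 0.511, 0.272, 0.191 and 0.208 over 36103 probes. Such arrays share an array row, but so do those of 3 months, which correlated negatively. Arrays with different numbers were not compared, so that the pairing rests on these data alone. The count with the replicate number as a block is therefore printed beside the unblocked one at 1 month. Exchanging genotypes within these 4 pairs cannot give a two-sided p below 0.125. The paper describes no pairing.

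The genes chosen to be named are every gene that the paper names for the microarray, Thy1, the cholinergic genes, and for each age the 3 largest rises and the 3 largest falls among called probes with a symbol and groups apart (47 genes in all). The results of some of these genes and of 1 of the 8 gene lists are not reported here. The probe is that of Table S1, or else the brightest. The members of the gene lists were fixed through symbol patterns. Histone genes that have since been renamed were first missed, and matching the patterns to older symbols as well was decided after values had been seen, when histones were among the large falls at 3 months. This added 50 genes to the transcription and chromatin list (224 to 274) and changed no other list. With current symbols only, its 3-month value was -0.115 (adjusted p = 0.164) in place of -0.20.

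As alternatives, dim spots were kept, or probes were required to be well above background on every array of both groups or of at least 1 group; spots marked as outliers were kept; the percentile was taken over all spots; the median or quantile normalization replaced the percentile; a normexp correction with an offset of 50 was applied; the authors' log2 values were used; 1 value per group was enough; all 22 arrays shared 1 fit; the replicate number or the array row entered as a block; the thresholds were changed; lists were tested on the mean of all probes of a gene or with fgsea; and each mouse was left out in turn. The normexp correction was planned on mean signals and was run on median signals, the ones the files hold.

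The procedure was tested on simulated data with the same groups. Of 200 probes changed by a log2 value of 2, it recovered 97.5% at 1 month, 98% at 3 months and 99% at 12 months. Of the unchanged probes, 0.88%, 0.51% and 0.47% were called. At 1 month these were 356 probes, more than the 231 called in the data. The count of calls at 1 month is therefore no larger than simulated noise alone gave. A shift of 0.5 given to the collagen list was read as 0.433, 0.397 and 0.537. Marker lists of 12 cell and tissue types (36 tests with camera, adjusted together) were used in the closing section. DAVID and GSEA collections were not used here.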

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

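The tests of the lists and of regrouped mice in this part were fixed before results were seen, apart from those on the labelled part of the transcripts and on the calls among protein-coding mRNAs, which were chosen after seeing the calls, and the matching of list members to older symbols.

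A single array stood far from the other 3 of its group in 13 of 248 groups tested, where chance gives about 5%. Among the named genes reported here these were Syt10 in TgproNGF#3 replicate 4 at 1 month (-0.839, nearest other array -2.9), Acan in WT replicate 1 at 1 month (-3.2, nearest -3.77), Col6a2 in TgproNGF#3 replicate 4 at 3 months (-4.512, nearest -3.12), Slc6a13 in WT replicate 2 at 3 months (-0.082, nearest -0.476), Chrna4 in WT replicate 3 at 3 months (-5.028, nearest -4.14), Chrna7 in TgproNGF#3 replicate 4 at 1 month (-4.198, nearest -3.27), Ngfr in WT replicate 3 at 1 month (-3.748, nearest -2.94), 1700012P22Rik in WT replicate 4 at 1 month (-7.07, nearest -6.04), Mirg in WT replicate 4 at 1 month (-0.9067, nearest 0.28) and Rn18s in WT replicate 2 at 3 months (4.189, nearest 6.81). The ECM list stood apart in TgproNGF#3 replicate 1 at 3 months (0.3047, nearest 0.0996), and the number of spots marked as outliers in TgproNGF#3 replicate 4 at 1 month (249, nearest 194). The number is near that expected by chance. TgproNGF#3 replicate 4 of 1 month appears 3 times in this account. Without it, 385 probes were called at 1 month instead of 231, and the Log2 FC of Syt10 was -2.90. Whether this array differs for a technical reason or the mouse itself was not tested.

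The Log2 FC differed between 12 and 3 months (12 minus 3) for 13 of 60 named probes after adjustment: Acan -0.9701 (limma adjusted p = 0.0313), Calm3 1.752 (adjusted p = 0.00504), Chrm1 0.8786 (adjusted p = 0.0289), Col3a1 -2.56 (adjusted p = 0.00486), Eif2s1 3.035 (adjusted p = 0.0364), Gm5067 -4.403 (adjusted p = 0.00168), H3f3a 1.843 (adjusted p = 0.00161), Map1b 4.863 (adjusted p = 0.0114), Rn18s 4.614 (adjusted p = 0.013), Sdc4 3.508 (adjusted p = 0.00961), Slc4a7 -4.398 (adjusted p = 0.0021), Slc6a13 -2.195 (adjusted p = 0.0178) and Vill -4.109 (adjusted p = 0.00113). Several were chosen for a large change at 1 of the ages, which favours such a difference. The collagen list (-0.649) and the ECM list (-0.385) differed as well, and of 100 regroupings of the mice within each age, the true one included, 3 and 2 gave a difference as large, so that chance is excluded at 0.05. Age, sex and slide changed together between these arrays, so that an effect of age cannot be told apart from one of sex or of slide.

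Leptomeningeal markers, which the paper does not discuss, differed between genotypes at each age. A list of 40 such genes had a value of -0.328 at 1 month (adjusted p = 3.78e-10, 34 of 40 lower), 0.513 at 3 months (adjusted p = 6.66e-05, 36 of 40 higher) and -0.859 at 12 months (adjusted p = 3.12e-38, 35 of 38 lower). It shares 16 genes with the ECM list and 5 with the collagen list and includes Col3a1, Col6a2 and Lama1, which the study picked. The 22 markers that encode no matrix protein, of which the study picked Slc6a13, gave -0.437 at 1 month (adjusted p = 3.78e-10, 20 of 22 lower), 0.635 at 3 months (adjusted p = 5.24e-05, 21 of 22 higher) and -0.988 at 12 months (adjusted p = 2.68e-32, 20 of 20 lower). Of the regroupings of the mice, 1 of 8 and 1 of 8 were as large at 1 month for the 2 lists among those that part every pair of arrays (11 and 7 of all 35, the others of which keep pairs together), 3 of 35 and 2 of 35 at 3 months, and 1 of 10 and 1 of 10 at 12 months. These 8 groupings at 1 month and the 10 at 12 months are too few to exclude chance at 0.05, and at 3 months chance is not excluded. Camera assumes a small correlation between genes, and its p-values do not account for tissue carried over in single dissections. Abundant markers fell at 12 months, with a Log2 FC of -1.34 for Slc13a4 (mean level 2.3), -0.978 for Slc13a3 (1.74), -1.65 for Col1a2 (1.5) and -1.39 for Gjb2 (0.339).

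Choroid plexus markers (26 genes, 1 of them in the ECM and collagen lists) had values of -0.405 at 1 month (adjusted p = 0.00221, 24 of 26 lower) and -0.833 at 12 months (adjusted p = 0.000861, 26 of 26 lower). Regroupings as large were 5 of 8 (30 of all 35) and 5 of 10, so these differences lie within what other groupings of the same mice give. Ttr, the most abundant marker (mean level 6.36), had a Log2 FC of -1.13 at 12 months, and Enpp2 (6.31) of -0.491. A list of blood genes was lower at 1 month (-0.621, adjusted p = 0.000576, 12 of 13 lower, 3 of 8 regroupings as large, 6 of all 35) and at 3 months (-0.515, adjusted p = 0.034, 7 of 10 lower, 6 of 35 as large). Microglial genes were higher at 1 month (0.178, adjusted p = 0.00109, 12 of 14 higher, 2 of 8 as large, 4 of all 35) and lower at 12 months (-0.276, adjusted p = 0.00221, 12 of 14 lower, 1 of 10 as large). Markers of CA1 and CA3 neurons were lower at 3 months (-0.432, adjusted p = 0.00518, 10 of 11 lower, 1 of 35 as large, which excludes chance at 0.05 for this list taken alone) and higher at 12 months (0.253, adjusted p = 0.0114, 10 of 11 higher, 1 of 10 as large). Differences in the tissue taken at dissection and differences in the hippocampus of TgproNGF#3 mice both remain open for these lists, and for blood, microglia and CA1 and CA3 neurons neither was tested.

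Ribosomal and small RNAs (5 of 12 genes tested) were lower at each age, by list values of -0.565 at 1 month (adjusted p = 0.000487, 2 of 8 regroupings as large, 5 of all 35), -3.28 at 3 months (adjusted p = 3.83e-08, 1 of 35 as large, which excludes chance at 0.05 for this list taken alone) and -0.706 at 12 months (adjusted p = 0.00325, 2 of 10 as large), with 5 of 5 genes lower each time. RNAs without a poly(A) tail depend on how the RNA was purified and primed, and a technical source of this fall may be such a step. Among probes of protein-coding mRNAs other than histones, 853 of 991 calls at 3 months were down-regulated (86.1%), which argues against this loss as the source of the excess there. For the 1074 calls on probes without a gene symbol (95.2% down-regulated) it stays open. A difference between the genotypes in these RNAs stays open as well and was not tested.

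The probes with the largest changes and groups apart, which the paper does not discuss, were at 1 month A530016L24Rik (1.72, above background on 2 TgproNGF#3 arrays), Rgs13 (1.417), 1700012P22Rik (1.369), Mirg (-1.999, other probe 0.0855) and Mup4 (-1.937, above background on 3 and 3 arrays), each with a limma adjusted p of 1. At 3 months they were Slc4a7 (4.17, adjusted p = 0.00164, other probe -0.504), Gm5067 (2.778, adjusted p = 0.000526), Pdxdc1 (2.69, adjusted p = 0.011, other probe 1.04), Rn18s (-5.113, adjusted p = 0.00423), Serpina3f (-5.061, adjusted p = 0.0148) and Map1b (-4.777, adjusted p = 0.00651, other probe -1.35). At 12 months those reported here were Gm33651 (2.512, above background on 2 TgproNGF#3 arrays), Sdc4 (2.262), 5031434O11Rik (-3.109), Vill (-3.08, adjusted p = 0.177) and Ankrd33b (-2.91, other probe 0.631), the other 4 with an adjusted p of 0.549. A variant of the strain, or of the region linked to the transgene, under a single probe could give such a change, and the other tested probes of genes with a down-regulated probe at 3 months had a median Log2 FC of -0.22. Neither this nor a change of the transcripts themselves was decided.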

How the results depend on the processing

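The matching of list members to current symbols only was chosen as an alternative after values had been seen, and the other alternatives were set in advance. Of 18 results reported here (3 counts of called probes, 3 shares of down-regulated probes, 10 list values and 2 differences between ages), the number that changed by more than the limits set was 0 with spots marked as outliers kept, 1 with 1 fit over all arrays or with the replicate block, 3 with the array row block, the percentile over all spots, the median, quantile normalization, 1 value per group or probes above background in at least 1 group, 5 with dim spots kept, with only probes above background everywhere or with the authors' log2 values, and 7 with normexp. Fewer probes tested or other thresholds change counts by construction. In the other cases the cause was not tested.

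With all spots kept, 39.4% of the calls at 1 month were down-regulated, 80.6% of 3900 at 3 months and 85% of 1337 at 12 months. With only probes well above background on every array of both groups, 105 probes (67.6% down) were called at 1 month, 84.6% were down at 3 months and 85.2% at 12 months, and the collagen list at 3 months was 0.214 (adjusted p = 0.0903). With probes above background on every array of at least 1 group the share was 87.2% at 3 months and 81.7% of 690 at 12 months. The percentile over all spots gave 70.6% at 1 month, 82% at 3 months and 0.214 for collagens at 3 months (adjusted p = 0.087). The median gave 47.6%, 88.2% and 55.4%, and quantile normalization 39.6%, 85.7% and 46.1%. Normexp called 54 (83.3% down), 1234 (93.6% down) and 197 probes, with the LTD list at 1 month at 0.000621 and collagens at 3 months at 0.14 (adjusted p = 0.182). The authors' log2 values gave 51 calls (76.5% down) at 1 month, 85.8% at 3 months, 84.2% at 12 months and 0.217 for collagens at 3 months (adjusted p = 0.0894). With 1 value per group there were 770 calls at 1 month (25.1% down), and the collagen value was 0.168 (adjusted p = 0.0735). With 1 fit it was 0.218 (adjusted p = 0.0597). The range of its adjusted p over all processing alternatives was 0.0298 to 0.182. The replicate block gave 431 calls at 1 month, and with this block 2236 and 490 probes were called at 3 and 12 months, where replicate numbers did not pair the arrays (correlations of -0.356, -0.0846, -0.311 and -0.0234 at 3 months and -0.0391, -0.316 and 0.0503 at 12 months). The array row block gave 175 calls at 12 months (90.3% down) and a PNN list of -0.0579. At that age it compares the 3 TgproNGF#3 mice with WT replicate 3 alone, so that these values say little about the others.

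With Benjamini-Hochberg adjustment and the fold threshold, 0 probes were called at 1 month, 1589 at 3 months and 0 at 12 months. Without a fold threshold limma called 1405 (37.9% down), 9127 (72.5% down) and 3084 probes (65.6% down). With current symbols only the transcription and chromatin list at 3 months was -0.115 (adjusted p = 0.164), and over the other alternatives it stayed past the threshold. With fgsea the ECM list had a normalized enrichment score of -1.38 at 1 month (adjusted p = 0.0238) and 1.58 at 3 months (adjusted p = 0.000326), and the collagen list of 1.84 at 1 month (adjusted p = 0.00145). The mean of all probes of a gene changed 0 of 12 list results.

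Leaving out single mice changed 32 of 146 values. Calls ranged from 134 to 385 at 1 month (share down 27% to 84.8%), from 1900 to 2816 at 3 months (83.1% to 91.6%) and from 221 to 995 at 12 months (67.8% to 90%). The list values ranged at 1 month from -0.139 to 0.0127 (ECM) and from -0.0489 to 0.0179 (LTD). At 3 months they ranged from 0.0848 to 0.17 (ECM), from -0.0908 to -0.0305 (LTP), from -0.157 to -0.0372 (synaptic transmission), from 0.148 to 0.271 (collagen) and from -0.223 to -0.179 (transcription and chromatin). At 12 months they ranged from -0.314 to -0.179 (ECM), from -0.0411 to 0.0464 (PNN) and from -0.547 to -0.295 (collagen), and for the differences between ages from -0.771 to -0.52 (collagen) and from -0.446 to -0.328 (ECM). The collagen and ECM lists at 12 months and both differences between ages stayed past the threshold of camera or fgsea under each alternative run.

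For single named genes, 1886 of 1914 values with another processing kept their side of the thresholds, 22 were no longer called, 6 became called and 0 called values changed sign. With mice left out, 1055 of 1086 did, 18 were no longer called and 13 became called. Values that stayed below the thresholds changed sign in 69 cases with another processing and in 78 with mice left out. Between 57.6% and 80.27% of the spots on an array were well above background, and genes below it, such as Chrm5, could not be tested.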

Differences from the paper's values

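The matching of list members to older histone symbols was chosen after values had been seen, and the other tests and alternatives named in this part were set before the data were examined. At 1 month 231 probes were called here, against 107 in the paper. With only probes well above background on every array of both groups, all 105 calls were among the 107 the authors list. The difference thus follows largely from the rule for keeping probes, which here asked for 2 values per group. The count came within 1.5 times the paper's with only probes well above background on every array of both groups (105), with probes above background on every array of at least 1 group (159) and without WT replicate 3 (134). It did not with all spots kept (343), spots marked as outliers kept (231), the percentile over all spots (194), the median (319), quantile normalization (230), normexp (54), the authors' log2 values (51), 1 value per group (770), 1 fit over all arrays (240), the replicate block (431), the array row block (318), Benjamini-Hochberg adjustment (0), no fold threshold (1405), or without TgproNGF#3 replicates 1 (307), 2 (214), 3 (309) and 4 (385) and WT replicates 1 (188), 2 (348) and 4 (329).

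For the up-regulated part of the called probes at 3 months (share of calls up-regulated, percent of all calls), the value was 9.5% here and 15% in the paper. It was within the limit with all spots kept (19.4%), only probes above background on every array of both groups (15.4%), probes above background on every array of at least 1 group (12.8%), the percentile over all spots (18%), the median (11.8%), quantile normalization (14.3%), the authors' log2 values (14.2%), 1 value per group (10.3%), the replicate block (10.5%), the array row block (10%), and without TgproNGF#3 replicates 2 (10.6%) and 4 (16.9%) and WT replicates 1 (10.3%) and 3. It was outside with spots marked as outliers kept (9.4%), normexp (6.4%), 1 fit (9.2%), Benjamini-Hochberg adjustment (9.1%), no fold threshold (27.5%), and without TgproNGF#3 replicates 1 (8.4%) and 3 (8.6%) and WT replicates 2 (9.3%) and 4 (9.2%).

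The log2 fold change of Arc at 1 month in the paper is about -0.02 (Table S2, read by eye) and the value here is 0.0351. The sign was the paper's with all spots kept (-0.0283), only probes above background on every array of both groups (-0.0285) or of at least 1 group (-0.0253), the percentile over all spots (-0.0318), the authors' log2 values (-0.0294), and without TgproNGF#3 replicates 2 (-0.147) and 4 (-0.0891) and WT replicate 4 (-0.0702). It was positive with spots marked as outliers kept (0.0335), the median (0.09), quantile normalization (0.0409), normexp (0.0717), 1 value per group, 1 fit and both blocks (0.0351 each), and without TgproNGF#3 replicates 1 (0.247) and 3 (0.129) and WT replicates 1 (0.0413), 2 (0.0741) and 3 (0.0951).

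The log2 fold change of Vgf at 3 months in the paper is about 0.02 (Table S2, read by eye) and the value here is -0.0637. It was positive with all spots kept (0.0706), only probes above background on every array of both groups (0.0217) or of at least 1 group (0.0228), the percentile over all spots (0.0659), the authors' log2 values (0.0197) and without TgproNGF#3 replicate 1 (0.025). It was negative with spots marked as outliers kept (-0.066), the median (-0.0227), quantile normalization (-0.0356), normexp (-0.0481), 1 value per group, 1 fit and both blocks (-0.0637 each), and without TgproNGF#3 replicates 2 (-0.185), 3 (-0.0805) and 4 (-0.0141) and WT replicates 1 (-0.0017), 2 (-0.1), 3 (-0.099) and 4 (-0.0539).

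The text of the paper states that Kcc2 is not modulated and that Egr2, Egr4 and Fos do not change, while its Table S1 lists a probe of each as down-regulated at 3 months (Slc12a5 -1.42, Egr2 -2.04, Egr4 -1.17 and Fos -1.12). The values here, -1.50, -2.12, -1.25 and -1.20, are called as in that table and differ from the text. For Kcc2 the paper also reports no significant change by qRT-PCR, and a second probe of Slc12a5 had -0.29 here at 3 months. The paper describes ECM genes as raised and long term depression genes as lowered at 1 month. Here the list values were -0.0473 and -0.0244, neither past the threshold of camera. With fgsea the ECM list passed in the lower direction (score -1.38, adjusted p = 0.0238). With camera it passed as lower without TgproNGF#3 replicate 2 (adjusted p = 0.000257), TgproNGF#3 replicate 4 (0.0402) or WT replicate 1 (0.0176). The collagen list at 1 month was higher, by 0.121 (adjusted p = 0.164), and passed with fgsea (adjusted p = 0.00145). The ECM value was positive only without TgproNGF#3 replicate 3 (0.0127), and the long term depression list passed the threshold under no alternative run. It describes long term potentiation genes as lowered at 3 months, and here the list value was -0.0517 (adjusted p = 0.526), past the threshold under no alternative run. It describes synaptic transmission as lowered and ECM genes as raised at 3 months, and here the list values were -0.087 (adjusted p = 0.417) and 0.136 (adjusted p = 0.164). With fgsea the ECM list passed (adjusted p = 0.000326) and the synaptic transmission list did not (0.0502). For synaptic transmission the paper relied on over-representation among called genes, a different measure from a list value. Of the synaptic transmission genes 8.93% were called down-regulated here, against 3.87% of all genes. Of the ECM genes 3.89% were called up-regulated, against 0.82% of all genes. These shares lie in the paper's direction and were not tested. Transcription genes, described as lowered at 3 months, were past the threshold only with the older histone symbols, a choice made after values had been seen. For PNN genes at 12 months, described as lower, the list value was 0.015, with Acan at -0.42, below the fold threshold. This list was negative with the array row block (-0.0579), which at 12 months leaves 1 WT mouse to compare with, and without TgproNGF#3 replicate 1 (-0.0191) or WT replicate 2 (-0.0411), past the threshold in none of them. It reports a cholinergic deficit from 3 months in its transcript data, and here the cholinergic list was higher at 3 months (0.41), with Chrm1 lower (-0.61).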

Other observations

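The tests on the labelled part of the transcripts and on the calls among protein-coding mRNAs were chosen after the calls had been seen, the lists without marker genes were not written down in advance, the older symbols of the transcription and chromatin list and its regrouping with current symbols were chosen after values had been seen, and the other tests in this part were fixed before.

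Less leptomeningeal tissue in the TgproNGF#3 dissections is a candidate explanation for the lower collagen and ECM lists at 12 months. The leptomeningeal markers without matrix genes were lower by a list value of -0.988, and at 3 months, when collagens were higher, these markers were higher by 0.635, which is consistent with more such tissue in those dissections. At 1 month the group means went apart: these markers were lower (-0.437, 20 of 22 lower) while the collagen list was higher (0.121, 24 of 40 higher). The collagen list did not pass camera (adjusted p = 0.164) but passed fgsea (adjusted p = 0.00145), and regrouping did not exclude chance for the markers. These opposite means therefore decide nothing about such tissue at that age. Over the 22 arrays, as deviations from the group means, the collagen list followed these markers (Pearson r = 0.745, permutation p = 0.00199, Spearman rho = 0.684, permutation p = 0.00489, r = 0.794 without the 2 arrays farthest from the median) and so did the ECM list (r = 0.84, permutation p = 0.00033, rho = 0.831, permutation p = 9e-05, r = 0.869 without 2 arrays). After adjustment over 4 relations the p-values were 0.00199 and 0.00489 for collagens and 0.00044 and 0.00018 for the ECM list (100000 permutations). Without leptomeningeal and choroid plexus markers the lists kept part of the difference at 12 months, with -0.245 for 29 collagens (18 lower) and -0.181 for 155 ECM genes (99 lower). At 3 months they gave 0.195 for 31 collagens and 0.116 for 163 ECM genes, and at 1 month 0.166 for 34 collagens and -0.0295 for 177 ECM genes. Col1a1, Col1a2 and Col3a1 together gave -0.0405 at 1 month, 0.543 at 3 months (3 of 3 higher) and -1.66 at 12 months (3 of 3 lower). A change of matrix genes in the hippocampus of TgproNGF#3 mice, the paper's reading, stays open for the part that remains. For the marker genes left out it stays open as well, since no test separated it from a difference in the tissue taken.

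Less choroid plexus could contribute at 12 months, with a list value of -0.833, but 5 of 10 groupings of the same mice gave a value as large. The relation over 22 arrays was r = 0.875 (permutation p = 3e-05, adjusted 0.00012, rho = 0.909, permutation p = 2e-05, adjusted 8e-05, r = 0.871 without 2 arrays) for collagens and r = 0.796 (permutation p = 0.00012, adjusted 0.00024, rho = 0.782, permutation p = 0.00047, adjusted 0.000627, r = 0.81 without 2 arrays) for the ECM list.

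The excess of down-regulated probes at 3 months was put to several technical explanations. Scaling to the percentile of the spots left was argued against by the lowest share under another scaling, 82%. A difference in array quality stays open: the groups overlapped in 5 measures per array (smallest exact permutation p 0.31), which with 4 arrays against 4 excludes little, and 3 of the 4 TgproNGF#3 arrays had fewer spots well above background (62.52%, 61.94% and 57.6%) than any WT array (62.94% or more). Without the array with 57.6%, TgproNGF#3 replicate 4, the share of down-regulated calls was 83.1%. Loss of RNAs without a poly(A) tail was argued against, for probes of protein-coding mRNAs other than histones, by a share of 86.1% among their 991 calls. The planned test, 90.4% of the calls without 42 probes of ribosomal RNA, small RNA and histones, removed 22 calls and could not have moved the share, so that this loss stays open for the 1074 calls on probes without a gene symbol. A change in which part of each transcript was labelled, for example through RNA integrity, may contribute: the 594 other tested probes of 444 genes with a down-regulated probe had a median Log2 FC of -0.22, against -1.28 for the called probes, and 426 of them fell. Called probes are chosen for their size, and the same kind of gap was seen at 12 months (-1.16 and -0.178) and for up-regulated probes at 3 months (1.17 and 0.144), so that this test decides nothing. Over genes with 2 probes the median absolute difference between them was 0.145 at 1 month, 0.295 at 3 months and 0.149 at 12 months. A difference between the genotypes stays open and untested beside it.

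The counts of called probes were compared with other groupings of the same mice. At 3 months 1 of 35 gave as many calls (the next largest 1132), which excludes chance at 0.05. At 12 months only the true one of 10 did, but 10 groupings are too few to exclude chance. At 1 month 4 of the 8 groupings that part every pair of arrays did (24 of all 35), so chance is not excluded. The TgproNGF#3 arrays of 12 months share their row of the slide with 1 WT array alone, so that a difference between genotypes can hardly be separated from one between rows. At 1 month the genotypes follow array columns 1 and 2 against 3 and 4, so that a difference between genotypes cannot be told apart from one between places on the slide. The same contrast of columns at 3 months, where the genotypes are spread over it, gave 134 calls. A grouping by array row gave 446 calls at 1 month and columns 1 and 3 against 2 and 4 gave 759, both more than the 231 of the genotypes, and with the array row as a block 318 were called.

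For the gene lists, the groupings that gave a value as large were at 1 month, of the 8 that part every pair of arrays, 4 (ECM) and 5 (LTD), and of all 35, 24 and 21. At 3 months, of 35, they were 4 (ECM), 6 (LTP), 11 (synaptic transmission) and 3 (collagen), so that chance is not excluded for these. For transcription and chromatin there were 2 with current symbols only, so that chance is not excluded at 0.05, and 1 with the older histone symbols, which were added because histones fell and so favour the true grouping. At 12 months, of 10, they were 1 (ECM), 9 (PNN) and 1 (collagen), and 10 groupings cannot exclude chance.

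The other marker lists did not pass the threshold of camera. At 1 month these were thalamus and habenula (0.0117, 8 of 8 groupings as large, 35 of all 35), vascular and mural (0.0587, 5 of 8, 21 of all 35), astrocyte (-0.0599, 2 of 8, 7 of all 35), oligodendrocyte (0.0871, 5 of 8, 27 of all 35), dentate granule (0.0188, 6 of 8, 30 of all 35) and CA1 and CA3 (-0.067, 1 of 8, 12 of all 35). At 3 months these were choroid plexus (-0.529, 23 of 35), thalamus and habenula (0.219, 1 of 35), vascular and mural (-0.084, 15 of 35), microglia (0.0553, 22 of 35), astrocyte (-0.145, 1 of 35), oligodendrocyte (0.143, 9 of 35) and dentate granule (-0.219, 2 of 35). For thalamus and habenula and for astrocytes, 1 of 35 lies below 0.05 for each list taken alone, without adjustment for the 12 marker lists, and camera gave an adjusted p of 0.242 for each, so that no difference is claimed. At 12 months these were thalamus and habenula (-0.0729, 7 of 10), blood (-0.336, 3 of 10), vascular and mural (-0.148, 3 of 10), astrocyte (-0.0627, 4 of 10), oligodendrocyte (-0.111, 6 of 10) and dentate granule (-0.0711, 6 of 10).

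Other lists and genes gave the following values. The synaptic transmission list at 12 months was 0.145 (81 of 112 genes higher, camera adjusted p = 0.00748, fgsea adjusted p = 5.94e-05), and the collagen list at 1 month 0.121 (24 of 40 higher, camera adjusted p = 0.164, fgsea score 1.84, adjusted p = 0.00145). Aph1b had a Log2 FC of -1.20 at 12 months (limma adjusted p = 0.549, exact permutation p = 0.2, other probe 0.249), a call that was lost without TgproNGF#3 replicate 2 or 3 or WT replicate 1 or 2. Calb1 was 0.73 at 12 months (adjusted p = 0.549, exact permutation p = 0.1), Pvalb 0.34 (adjusted p = 0.554, exact permutation p = 0.1) and Calb2 0.0484 (adjusted p = 0.952). Thy1 was 0.09, 0.07 and -0.06 at 1, 3 and 12 months.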
